# Phytochrome C and Low Temperature Promote the Protein Accumulation and Red-Light Signaling of Phytochrome D

**DOI:** 10.1093/pcp/pcae089

**Published:** 2024-08-09

**Authors:** Csaba Péter, Éva Ádám, Cornelia Klose, Gábor Grézal, Anita Hajdu, Gábor Steinbach, László Kozma-Bognár, Dániel Silhavy, Ferenc Nagy, András Viczián

**Keywords:** *Arabidopsis*, Photomorphogenesis, phyD and phyC interaction, Phytochrome, Phytochrome D, Thermal reversion

## Abstract

Light affects almost every aspect of plant development. It is perceived by photoreceptors, among which phytochromes (PHY) are responsible for monitoring the red and far-red spectrum. *Arabidopsis thaliana* possesses five phytochrome genes (phyA–phyE). Whereas functions of phyA and phyB are extensively studied, our knowledge of other phytochromes is still rudimentary. To analyze phyD function, we expressed it at high levels in different phytochrome-deficient genetic backgrounds. Overexpressed phyD-YFP can govern effective light signaling but only at low temperatures and in cooperation with functional phyC. Under these conditions, phyD-YFP accumulates to high levels, and opposite to phyB, this pool is stable in light. By comparing the photoconvertible phyD-YFP and phyB levels and their signaling in continuous and pulsed irradiation, we showed that phyD-YFP is a less efficient photoreceptor than phyB. This conclusion is supported by the facts that only a part of the phyD-YFP pool is photoconvertible and that thermal reversion of phyD-YFP is faster than that of phyB. Our data suggest that the temperature-dependent function of phyD is based on the amount of phyD protein and not on its Pfr stability, as described for phyB. We also found that phyD-YFP and phyB-GFP are associated with strongly overlapping genomic locations and are able to mediate similar changes in gene expression; however, the efficiency of phyD-YFP is lower. Based on these data, we propose that under certain conditions, synergistic interaction of phyD and phyC can substitute phyB function in seedlings and in adult plants and thus increases the ability of plants to respond more flexibly to environmental changes.

## Introduction

Plants are sessile organisms and depend on light as an energy source utilized by photosynthesis; thus, it is essential to optimize their growth and development according to the surrounding light environment. In the dark, young seedlings undergo skotomorphogenesis developing long hypocotyls and small, closed, yellowish cotyledons, whereas under light irradiation photomorphogenesis takes place, resulting in seedlings having short hypocotyls and large, opened, green cotyledons. To achieve this, plants possess light-sensing photoreceptor molecules perceiving radiation on a wide spectrum, including ultraviolet (UV) B by the UVB-RESISTANCE LOCUS 8 (Rizzini et al. 2011), blue/UV-A by cryptochromes (Wang and Lin 2020), phototropins (Briggs and Christie 2002) and the family of Light-Oxygen-Voltage-sensing domain/F-box proteins (Demarsy and Fankhauser 2009). Phytochromes (PHY) are the sensors of red (R, ʎ_max_ ∼ 660 nm) and far-red (FR, ʎ_max_ ∼ 730 nm) light. *Arabidopsis thaliana*, a widely used model plant, has five phytochromes (phyA–phyE) (Quail 2002, Bae and Choi 2008). They appear as functional dimers of two ∼125 kDa monomers, each of them cradling a linear tetrapyrrol chromophore providing light sensitivity to the molecule. Phytochromes are synthesized in their inactive (Pr) form, and upon red-light (R) perception, they are converted to the biologically active Pfr conformer (Rockwell et al. 2006). Pfr is thermodynamically unstable, and it spontaneously converts back to Pr. This process is called thermal reversion and has key importance in the attenuation of light signaling in the dark or under low light conditions (Klose et al. 2020). Furthermore, higher ambient temperature decreases Pfr levels by accelerating thermal reversion, allowing phytochrome B to act as a thermosensor (Jung et al. 2016, Legris et al. 2016, Kerbler and Wigge 2023).

All phytochromes are translocated to the nucleus upon formation of their Pfr conformer and localize to subnuclear complexes (photobodies) where they interact with different proteins, and these steps are necessary for most phytochrome functions (Fankhauser and Chen 2008, Klose et al. 2015, Kim et al. 2023). For example, Pfr phytochromes physically interact with phytochrome-interacting factor (PIF) transcription factors, which have a central role in maintaining skotomorphogenic development, inducing their rapid degradation thus allowing the initiation of photomorphogenesis (Leivar et al. 2008, Shin et al. 2009, Ni et al. 2014). Similarly, photoactivated phyB directly interacts with the BRI1-EMS-SUPPRESSOR 1 (BES1) transcription factor and represses its activity. This is how BES1-promoted brassinosteroid-dependent hypocotyl elongation, which occurs in the dark, is blocked at the onset of light (Sun et al. 2010; Wang et al. 2006, Wu et al. 2019).

Although phytochromes do not possess DNA-binding domains, distinct regions of the genome were identified as binding sites of phyB-containing protein complexes, suggesting that this is a direct step by which light modifies gene transcription (Chen et al. 2014, Jung et al. 2016).

Phytochromes are categorized into two groups based on their stability in light. phyA, the only type I phytochrome, is unstable in R, acts exclusively as homodimers and mediates responses at very low light intensities (very low-fluence responses) and in continuous FR (high-irradiance responses). Type II phytochromes (phyB-phyE) are more stable under irradiation than phyA. They regulate R/FR reversible low-fluence responses, and among them, phyB has the most important role (Nagy and Schäfer 2002). It was demonstrated that phyB, the most abundant and important type II phytochrome, accumulates to higher levels in dark-grown plants than in light-grown plants because the Pfr form of phyB degrades faster than Pr (Ni et al. 2014).

Being the dominant phytochromes for most light responses, phyA and phyB signaling is in the spotlight of phytochrome research. However, studies examining single- and higher-order phytochrome mutants revealed that despite having subtle roles, phyC–phyE do mediate light responses (Strasser et al. 2010, Hu et al. 2013, Sánchez-Lamas et al. 2016). These phytochromes take part in seedling development, flowering induction, shade avoidance and germination responses, but their effects are obscured in the presence of phyA or phyB (Aukerman et al. 1997, Devlin et al. 1998, 1999, Franklin et al. 2003, Halliday and Whitelam 2003, Monte et al. 2003). It was also reported that whereas endogenous phyB and phyD form homodimers, phyC and phyE form obligate heterodimers with phyB and phyD (Sharrock and Clack 2004, Clack et al. 2009, Liu and Sharrock 2013), although other studies showed that phyC and phyE homodimers are functional, indicating that the issue of homo/heterodimerization of these phytochromes needs further investigations (Clack et al. 2009, Ádám et al. 2013, Viczián et al. 2020).

Together with the studies performed using null mutants, overexpression of phyC–phyE was also used to study their functions. Overexpressed and tagged phyC, phyD and phyE are functional photoreceptors and are able to mediate more pronounced light responses than their genomic counterparts (Kircher et al. 2002, Sharrock et al. 2003a, Fernández et al. 2005, Ádám et al. 2013). These responses are also induced by overexpressed N-terminal fragments of these phytochromes, demonstrating their activity in red-induced photomorphogenesis and indicating that their C-terminal domain is not required for signaling (Ádám et al. 2013).

Expression of phyC–phyE fused to fluorescent proteins as chimeras allowed to monitor their intracellular localization. Similarly to phyA and phyB, light irradiation triggers their nuclear accumulation, but only phyC and phyE form photobodies under R irradiation (Kircher et al. 2002, Ádám et al. 2013). A recent study demonstrated that the hyperactive mutant version of phyD can also localize to photobodies during photomorphogenic development, indicating that these structures are linked with active phyD signaling (Viczián et al. 2020).

PhyD appeared late during phytochrome evolution by a Brassicaceae-specific gene duplication of phyB (Mathews 2005, Mathews and McBreen 2008). Although the phytochrome B and D proteins share high-sequence homology, the two phytochromes function differently because phyD accumulates to lower levels and the differences in their protein sequences have signaling consequences. Despite its low expression level, phyD plays a role in the regulation of many different developmental programs, including germination, seedling photomorphogenesis or flowering (Sharrock et al. 2003a, 2003b, Ádám et al. 2013).

To further study the role of phyD and its interaction with other phytochromes, we overexpressed phyD-YFP in different higher-order phytochrome mutant backgrounds. We found that whereas this chimeric protein alone cannot effectively mediate photomorphogenesis, it can cooperate with phyC, and under low temperatures, phyD-YFP accumulates to high levels, aggregates to photobodies and promotes de-etiolation efficiently. Moreover, we found that light signaling mediated by phyB and phyD is similar, and after a short red-light treatment, these photoreceptors are associated with strongly overlapping genetic loci and change transcription of similar target genes. However, our results also suggest that phyD-YFP is a less efficient photoreceptor than phyB because (i) only part of the phyD-YFP pool is photoactivable (ii) and its signaling is less efficient likely because the thermal reversion of phyD-YFP is faster. Conclusively, our results suggest that under specific conditions, phyD can substitute or complement the activity of phyB, thereby increasing the flexibility of plants’ responses to environmental changes.

## Results

### phyC and low temperature are required for efficient induction of seedling photomorphogenesis by phyD-YFP

To examine the role of phyD, we expressed phyD-YFP under the control of the strong constitutive *35S* promoter in quintuple phytochrome mutant *A. thaliana* Landsberg *erecta* (*Ler*) ecotype (abcde). The line that expressed phyD-YFP to the highest level (PHYD-YFP/abcde) was selected and used for further studies and crossings. To assess the function of the transgene, we examined its efficiency in the inhibition of hypocotyl elongation response under R irradiation at low and high ambient temperatures (17°C and 27°C, respectively) (**Fig. 1**). The PHYD-YFP/abcde seedlings showed no significant hypocotyl length shortening throughout the red-light fluence rate range, indicating that phyD-YFP alone cannot mediate this response. We crossed the *35S:PHYD-YFP* transgene to a background having no functional phytochromes except phyC, obtaining the PHYD-YFP/abCde transgenic line. Interestingly, PHYD-YFP/abCde inhibited hypocotyl elongation as efficiently as the wild-type (WT) *Ler* line at 17°C, whereas it showed no response at 27°C. Endogenous phyD alone (abcDe) or together with phyC (abCDe) showed no effective photomorphogenic response at either temperature, suggesting that a high phyD-YFP level was required for efficient response (**Fig. 1**). Thus, we concluded that in young seedlings, phyD-YFP can efficiently mediate photomorphogenesis only at low temperature and in the presence of phyC.

**Fig. 1:**
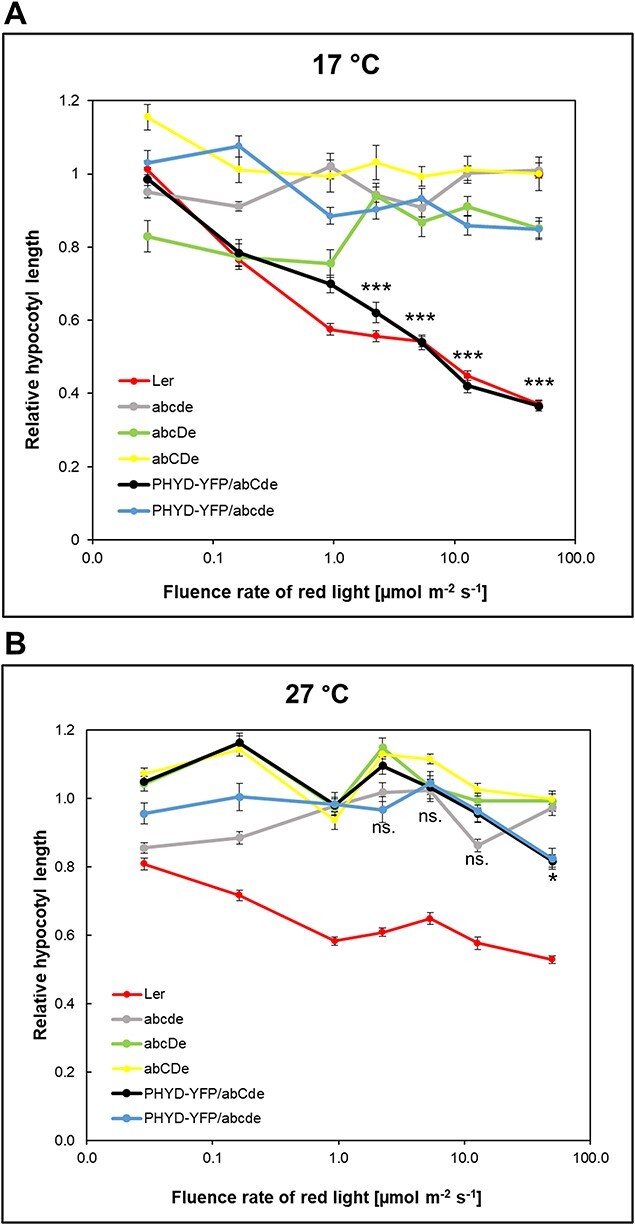
PhyD-YFP modulates photomorphogenesis in the presence of phyC at lower temperatures. Seedlings were grown at either 17°C (A) or at 27°C (B) for 4 d under different fluences of constant R light irradiation. Hypocotyl values relative to the corresponding dark controls are shown. *n* ≥ 30, error bars indicate standard errors. Asterisks denote significant differences between the PHYD-YFP/abCde and the abcde lines at the marked data points (Mann–Whitney *U* test, *P < 0.05; ***P < 0.001; ns.: not significant).

### PHYD-YFP protein accumulation depends on the temperature and the presence of phyC

As photoreceptors are positive regulators of light signaling, their abundance has a direct effect on the intensity of light responses. Therefore, we measured whether the amounts of PHYD-YFP protein correlate with the observed phyD-YFP-dependent phenotypes. We found that in the abcde background, PHYD-YFP accumulates to higher amounts at 17°C than at 27°C in the light- but not in dark-grown plants (**Fig. 2A**), whereas in the abCde background, PHYD-YFP levels were higher at 17°C than at 27°C in both light- and dark-grown plants (**Fig. 2B, C**). Interestingly, the amount of PHYD-YFP was higher under all tested light and temperature conditions in the abCde than in the abcde background (**Fig. 2B, C**). Thus, we concluded that the amounts of phyD-YFP are correlated with photomorphogenic responses, and the highest amount of phyD-YFP and the most pronounced photomorphogenesis were observed in the abCde background at 17°C. Additionally, we found that short red irradiation does not significantly alter the amount of PHYD-YFP (**Supplementary Fig. S1**), but a temperature shift of 3 d results in similar amounts of protein as the growth of 5 d at the same temperature (**Supplementary Fig. S2**).

**Fig. 2:**
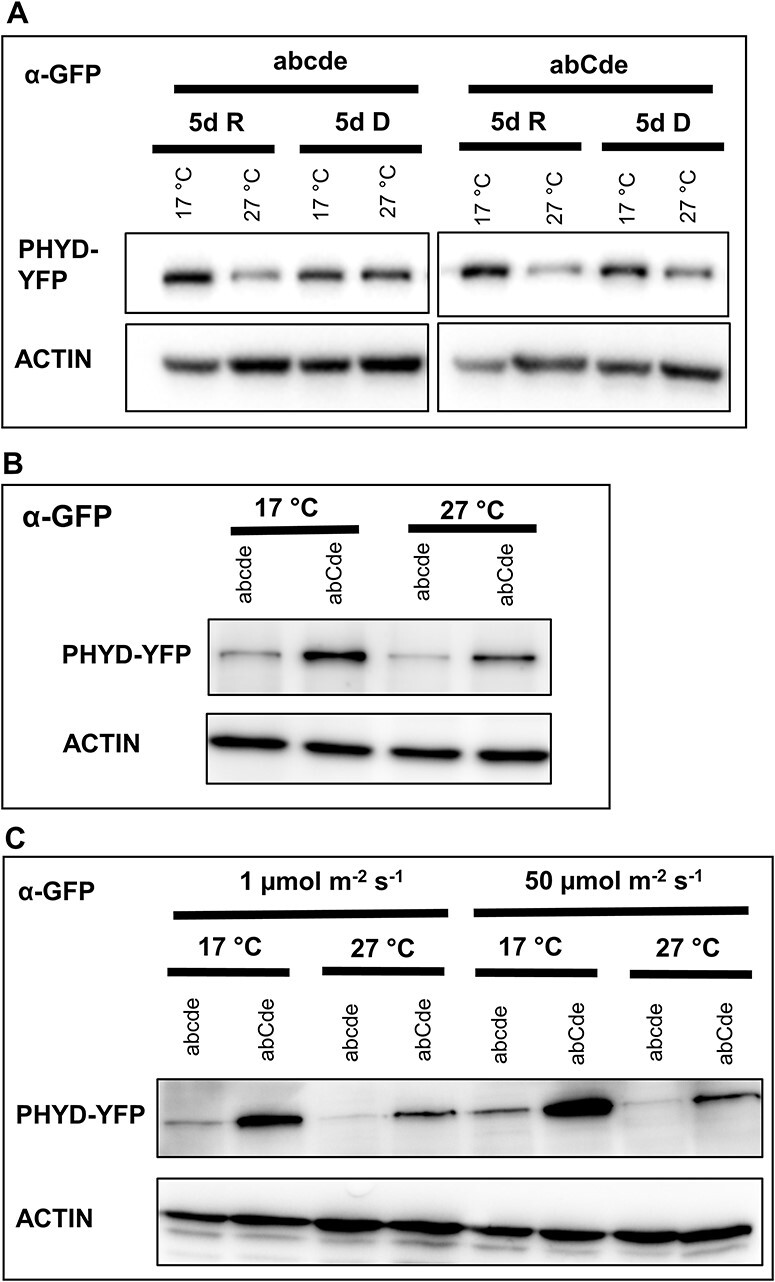
Accumulation of PHYD-YFP depends on the temperature and the presence of phyC in the dark and under constant R irradiation. (A) Seedlings expressing *35S:PHYD-YFP* either in the abcde or in the abCde genetic background were grown in the dark (D) or under constant R irradiation (50 µmol m^−2^ s^−1^) (R) for 5 d at 17°C or 27°C. (B) The same seedlings as in (A) were grown in the dark for 5 d at the indicated temperatures. (C) The same seedlings as in (A) were grown under constant weak or strong R irradiation for 4 d at 17°C or 27°C. Amounts of PHYD-YFP protein are determined by immunoblotting using anti-GFP antibody and ACTIN is used as loading control in each panel.

As we described earlier, in the *Ler* ecotype, in the quintuple phytochrome mutant PHYD-YFP accumulated to higher levels and functioned more efficiently at low temperatures. To exclude the possibility that it is the specific feature of this transgenic line, we tested three independent transgenic plants that express phyD-YFP in the abCdE background (Viczián et al. 2020). We found that PHYD-YFP accumulates light- and temperature-dependently in this background in a similar fashion as in the abCde (**Fig. 2**). We note that the phospho-state of serine 82 of phyD-YFP (S82A: non-phosphorylated, S82S: phospho-mimic) does not affect this accumulation pattern (**Supplementary Fig. S3**). We transformed *35S:PHYD-GFP* into a different *Arabidopsis* ecotype, Wassilewskija (Ws), that lacks functional phyD (PHYD-GFP/Ws) (Aukerman et al. 1997), and then we studied PHYD-GFP expression at 17°C and 27°C. We found that the PHYD-GFP protein accumulated to higher levels at low temperatures in both dark- and R-grown PHYD-GFP/Ws seedlings (**Supplementary Fig. S4**). PHYD-GFP also functioned in a temperature-dependent manner in Ws, as the photomorphogenesis response of PHYD-GFP/Ws was stronger at 17°C but not at 27°C than in the control Ws plants (**Supplementary Fig. S4**).

Taken together, overexpressed phyD accumulates to higher levels and functions more efficiently at low temperatures in both *Ler* and Ws ecotypes when phyC is present.

### Low temperature and phyC are required for photobody formation but not for nuclear localization of PHYD-YFP

Next, we examined the localization of phyD-YFP under various light and temperature conditions in different backgrounds. We observed nuclear phyD-YFP accumulation in both the abcde and abCde backgrounds at 17°C and 27°C, which is in good correlation with the previously published results obtained at 22°C (Ádám et al. 2013). Photobody formation is correlated to efficient light signaling. Interestingly, we could detect phyD-YFP photobodies in the nucleus only when phyC was present (abCde background) and the seedlings were grown under R at 17°C. Higher light fluence induced the formation of more photobodies than lower light intensity (**Fig. 3**).

**Fig. 3:**
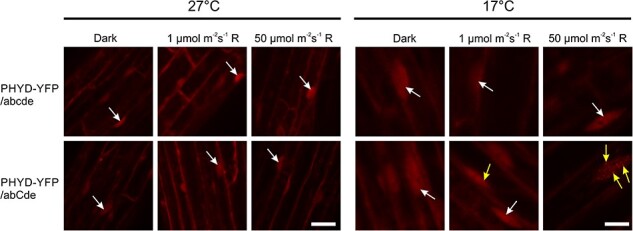
Intracellular localization of phyD-YFP in different genetic backgrounds. *35S:PHYD-YFP* was expressed either in the abcde or in the abCde genetic background. These seedlings were grown at either 17°C or 27°C in the dark or under different fluences of constant monochromatic red-light (R) illumination for 4 d, and then laser scanning confocal microscopy was performed to visualize the YFP-specific signal. White arrows point at selected nuclei containing phyD-YFP in diffuse distribution, whereas yellow arrows mark nuclei having phyD-YFP-containing subnuclear protein complexes (PBs). The signal intensity was set for optimal visualization and not for quantitation. White bars represent 25 µm.

Conclusively, both the amounts of phyD-YFP and photobody accumulation are elevated under those conditions when phyD-YFP-dependent signaling is active, i.e. at low temperatures and in the presence of phyC.

### phyD mediates adult development and delays flowering together with phyC at low temperature

To investigate how phyD can regulate adult development and flowering, we grew different mutants and PHYD-YFP-overexpressor transgenic plants under a short-day white light regime at 17°C. The quintuple mutant (abcde) shows strong developmental defects under these conditions (**Fig. 4A**), whereas phyD-YFP together with phyC can complement this phenotype to a similar extent as phyB alone (aBcde). In contrast, phyD-YFP alone has a weaker, partial effect. In adult plants, like in seedlings, the amount of PHYD-YFP protein was much higher in the abCde background than in the abcde background (**Fig. 4B**). Furthermore, the shift of 3 d to low temperature results in higher PHYD-YFP protein levels, while the shift to high temperature leads to lower PHYD-YFP protein levels (**Fig. 4C**). These results indicate that similar molecular mechanisms control PHYD-YFP accumulation in seedlings and in adult plants (**Supplementary Fig. S2**). By comparing the adult phenotypes, the effect of endogenous phyD could also be studied. Interestingly, endogenous phyD and phyC together (abCDe) complement the mutant phenotype better than the endogenous phyD (abcDe) or phyC (abCde) alone. Thus, phyC also cooperates with the endogenous phyD in adult plants despite the fact that we could not detect this functional interaction in the seedling state (**Fig. 1**). phyB-phyE delay flowering in *Arabidopsis*, and thus abcde plants flower at a very early stage (Sánchez-Lamas et al. 2016). Flowering time analysis of our mutants confirmed that phyD and phyC synergistically delay flowering at 17°C. We observed partial mutant complementation in PHYD-YFP/abcde plants but full complementation in the PHYD-YFP/abCde line. Similarly to the rosette development phenotype, endogenous phyC and phyD together show better mutant complementation in flowering time tests than these phytochromes alone (**Fig. 4D**). These data corroborate the results of Sánchez-Lamas et al. (2016) demonstrating that phyC and phyD synergistically interact to delay flowering in different *Arabidopsis* ecotypes.

**Fig. 4:**
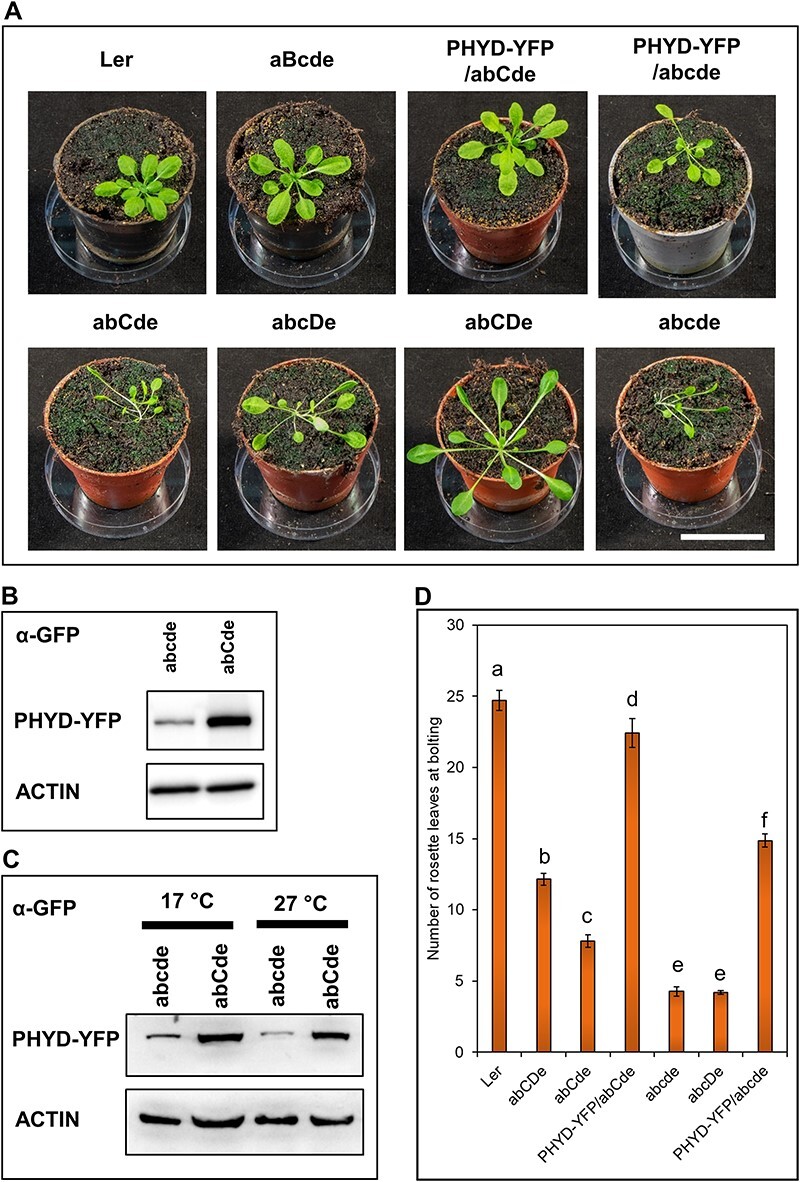
phyD and phyC act cooperatively controlling adult development and delaying flowering at lower temperatures. (A) Plants were grown on soil under a short-day light regime (8 h white light/16 h dark) at 17°C for 60 d. Scale bar indicates 50 mm. (B) The amount of PHYD-YFP protein in the leaves of 60-day-old plants was determined by immunoblotting using anti-GFP antibody. ACTIN was used as a loading control. (C) Plants were grown as in (A) at 22°C for 28 d and transferred at 17°C or 27°C without changing the light regime for 3 d and western blots were performed as described in (B). (D) Plants were grown as in (A) at 17°C. The number of rosette leaves was counted at the time of bolting. Each bar represents the count data of *n* ≥ 40, with means and Poisson confidence intervals (ci: 0.95). Based on non-overlapping confidence intervals, statistically significant differences between the lines are marked with letters.

Thus, we conclude that phyD and phyC cooperate in mediating photomorphogenesis in adult plants at low temperatures and, unlike in young seedlings, where overexpression of PHYD is required, this coaction can also be observed in plants that express only endogenous phytochromes.

### PHYD-YFP/abCde mediates similar transcriptional reprogramming pathways as phyB

Phytochrome B alone (aBcde) is able to mediate photomorphogenesis in constant R at both low and high temperatures, whereas PHYD-YFP shows effective response only at 17°C and in the presence of phyC (**Supplementary Fig. S5**). To unravel whether phyB and PHYD-YFP/abCde activate similar or different transcriptional responses, we conducted comparative RNA- and ChIP-seq assays.

We performed RNA-seq on samples isolated from dark-grown and R-treated (1 or 24 h) PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde plants grown at either 17°C or 27°C (**Supplementary Fig. S6A**). 

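Polyadenylated RNA from 4-day-old seedlings was sequenced in 54 libraries, 3 for each of the 18 combinations of line, temperature and light. PHYD-YFP/abcde carries the PHYD-YFP transgene in a mutant that lacks all functional endogenous phytochromes, PHYD-YFP/abCde carries it where phyC is intact, and aBcde has phyB as its sole functional phytochrome. The seedlings were kept in darkness or irradiated with R at 50 µmol m−2 s−1 for 1 or 24 h before harvest. The authors mapped the reads to the Arabidopsis genome with STAR, counted them on genes with htseq-count and deposited the raw counts, so the mapping and the counting are theirs and no normalization precedes the steps given here. Between 15010386 and 36620661 reads per library were counted on genes, with medians of 17430957 in PHYD-YFP/abcde, 17413910 in PHYD-YFP/abCde and 17489212 in aBcde. Of the 28775 genes listed, 279 mitochondrial and chloroplast genes and 627 tRNA and rRNA genes were left out, and 20698 genes with at least 5 counts in at least 25% of the libraries were tested. Library sizes were scaled by the TMM method of edgeR, and 1 quasi-likelihood model with a mean for each of the 18 groups and 36 residual degrees of freedom was fitted to all 54 libraries. Each irradiated group was compared with the dark control of its own line and temperature, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Where a number of genes with an unadjusted p under 0.05 is given, chance alone gives a share of 0.05 of the tested genes. A gene with an adjusted p under 0.05 and a change of at least 2-fold is called a differentially expressed gene (DEG), which is the definition the paper gives. Levels of single genes are given in counts-per-million (CPM) with the SD over the 3 libraries of a group, and log2 fold changes with an approximate standard error (SE). This SE was calculated back from the test, as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so the p-values of single genes come from the model, which estimates the variation between replicates from all 54 libraries.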

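A principal component analysis of the log2 CPM of the 20698 tested genes, with a prior count of 2, placed the 54 libraries mainly by temperature. The first component held 42.4% of the variance, and 86.2% of the variance along it lay between 17 and 27 °C. Along the second component, with 14.2% of the variance, 63.8% lay between darkness, 1 h R and 24 h R. The third component held 7.84%, of which 62.6% lay between the lines. The 18 groups of line, temperature and light accounted for 99.6% of the variance along the first component and 97.8% along the second. For all 54 libraries the nearest other library was one from the same temperature, for 53 it was one of the same line and temperature, and for 41 it was a replicate of the same group. The mean Euclidean distance over all tested genes was 89.7 within groups and 164 between them. The replicates of PHYD-YFP/abCde at 17 °C after 1 h R lay the farthest apart: the root mean square log2 difference was 0.559 between replicates 1 and 2, 1.02 between 1 and 3 and 1.00 between 2 and 3.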

Principal component analysis indicated that (i) the repeats are well clustered; (ii) the two temperature conditions separate the samples clearly into two major groups and (iii) those lines that show hypocotyl photomorphogenesis and undergo 24 h irradiation are separated well from the others (**Supplementary Fig. S6B**). Heat-map and correlation analyses unraveled that the early (1 h light) transcriptional responses of PHYD-YFP/abCde and aBcde plants are similar at low but not at high temperatures. These samples were grouped on a heat map, and changes in their expression were correlated (Pearson’s *r* = 0.57) only at 17°C (**Fig. 5**). 

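At 17 °C, 1493 genes were DEGs after 1 h R in aBcde (539 up and 954 down) and 201 in PHYD-YFP/abCde (143 up and 58 down). At 27 °C, 342 genes changed in aBcde (187 up and 155 down) and 28 in PHYD-YFP/abCde (9 up and 19 down). The 3 irradiated libraries lay entirely above or entirely below the 3 dark libraries for 1469 of the DEGs of aBcde at 17 °C and for 181 of those of PHYD-YFP/abCde. Among all tested genes, where chance gives 10%, this held for 44.2% in aBcde and 12.8% in PHYD-YFP/abCde at 17 °C, and for 20.4% and 11.8% at 27 °C. Over the alternatives, the number of DEGs of PHYD-YFP/abCde at 17 °C ran from 3, when each comparison was fitted to its own 6 libraries, to 695 without replicate 1. With dark and irradiated labels exchanged for replicates 2 and 3, 185 genes still passed, against 0 in aBcde. Exchanging replicate 2 alone gave 0 in PHYD-YFP/abCde, and replicate 3 alone gave 3. The model shares its variance over 54 libraries, so p-values in this widely spread group may be too small, and 201 may be too high. PIL1 (AT2G46970, on chromosome 2 of TAIR10.1 from 19295431 to 19297858) had the smallest adjusted p in both lines at both temperatures. At 17 °C its level fell from 102 ± 10.6 CPM in darkness to 9.25 ± 2.15 CPM after 1 h R in PHYD-YFP/abCde (SD, n = 3), a log2 fold change of -3.46 (SE 0.20, adjusted p = 1.07e-16). In aBcde it fell from 97.8 ± 9.45 CPM to 4.00 ± 0.696 CPM (SD, n = 3), a log2 fold change of -4.61 (SE 0.22, adjusted p = 3.95e-20). At 27 °C the log2 fold change of PIL1 was -1.97 (SE 0.19) in PHYD-YFP/abCde and -4.87 (SE 0.23) in aBcde. IAA29 (AT4G32280, on chromosome 4 of TAIR10.1 from 15583332 to 15584903) had log2 fold changes of -2.51 and -3.12 in the 2 lines at 17 °C (SE 0.22 and 0.23), and of -2.12 and -4.07 at 27 °C (SE 0.22 and 0.25). LNK3 (AT3G12320, on chromosome 3 of TAIR10.1 from 3923515 to 3925502) rose at 17 °C from 8.40 ± 1.25 CPM to 46.9 ± 7.18 CPM in PHYD-YFP/abCde and from 12.1 ± 2.23 CPM to 33.8 ± 4.50 CPM in aBcde (SD, n = 3 each). Supplementary Dataset S1 lists 7 genes for PHYD-YFP/abCde at 17 °C after 1 h R, and all 7 were DEGs here in the same direction. Beside PIL1, IAA29 and LNK3, these are AT3G21330, with a log2 fold change of -2.26 (SE 0.21), BGH2 (AT5G02580), with -2.10 (SE 0.19), GI (AT1G22770), with 1.31 (SE 0.12), and CDF3 (AT3G47500), with 1.85 (SE 0.18). A test of the difference between the responses at 17 and 27 °C, an interaction term of the same model, found 16 genes in PHYD-YFP/abCde and 228 in aBcde. In PHYD-YFP/abCde the response at 17 °C exceeded that at 27 °C by 1.86 on the log2 scale for LNK3 (SE 0.27, adjusted p = 0.000274), and for PIL1 the difference was -1.49 (SE 0.26, adjusted p = 0.00503). In aBcde the smallest adjusted p of this test belonged to PKS1 (AT2G02950), with a difference of 1.77 (SE 0.21, adjusted p = 2.21e-06).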

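Across the 20698 tested genes, the log2 fold changes after 1 h R in PHYD-YFP/abCde and in aBcde had a Pearson's r of 0.385 at 17 °C and 0.119 at 27 °C, and a Spearman's rho of 0.574 and 0.216. The genes are not independent replicates, so no p-value was calculated for r. To show the spread, the change in each single replicate of PHYD-YFP/abCde, an irradiated library against the dark library of the same number, was compared with the mean change in aBcde. These single-replicate changes are differences of log2 CPM with a prior count of 2, not edgeR log2 fold changes. Their r is therefore not on the same scale as the r from all replicates. At 17 °C, r was 0.0972 for replicate 1, 0.134 for replicate 2 and 0.639 for replicate 3, and at 27 °C it was 0.243, 0.0852 and 0.132. Within PHYD-YFP/abCde at 17 °C, single replicates had a mean r of 0.0392 with each other, whereas in aBcde it was 0.472 (3 pairs each). Over the 9 pairs of a single replicate of PHYD-YFP/abCde with one of aBcde, which share replicates, r was 0.233 ± 0.213 (SD) at 17 °C and 0.106 ± 0.0889 at 27 °C, so the difference between the temperatures was smaller than the spread at 17 °C. The value at 17 °C therefore rests on replicate 3, and leaving out the libraries of that number moved it further down than any other alternative did, to 0.101, whereas with a mean count of at least 50 it was 0.671. With quantile-normalized values, which the paper's Methods name, r at 17 °C came close to the paper's value, as the closing section gives.

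**Figure D1:**
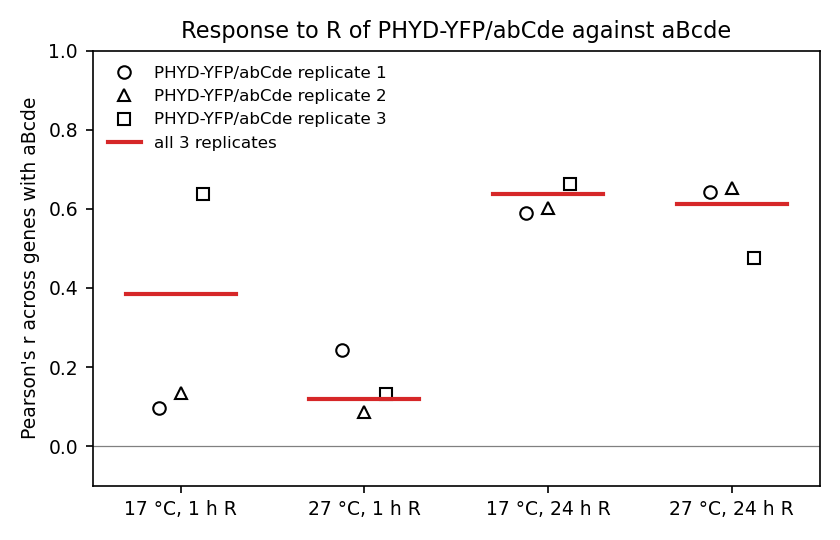
Pearson's r across all tested genes between the log2 fold change in single replicates of PHYD-YFP/abCde (points) and the mean log2 fold change in aBcde, at 17 and 27 °C and after 1 and 24 h R, with a red line at the value from all 3 replicates. The points come from log2 CPM with a prior count of 2 and the line from edgeR log2 fold changes, so their heights are not directly comparable. At 17 °C after 1 h R, replicate 3 lies at 0.639, replicate 1 at 0.0972 and replicate 2 at 0.134.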

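After 24 h R at 17 °C, 3753 genes were DEGs in aBcde (2487 up and 1266 down) and 2723 in PHYD-YFP/abCde (1697 up and 1026 down). At 27 °C, aBcde had 2985 DEGs (2303 up and 682 down) and PHYD-YFP/abCde had 2051 (1612 up and 439 down). Over all tested genes, the irradiated and dark replicates of PHYD-YFP/abCde did not overlap for 37.8% at 17 °C and 45.2% at 27 °C, where chance gives 10%. PIL1 again had the smallest adjusted p in aBcde at both temperatures, at 17 °C together with THIC. The log2 fold changes of PIL1 were -5.48 (SE 0.23) at 17 °C and -6.04 (SE 0.25) at 27 °C. In PHYD-YFP/abCde its log2 fold change was -5.51 (SE 0.23) at 17 °C and -2.17 (SE 0.19) at 27 °C. THIC (AT2G29630, on chromosome 2 of TAIR10.1 from 12666935 to 12671055) rose in both lines at 17 °C, from 97.2 ± 11.9 CPM to 697 ± 68.7 CPM in PHYD-YFP/abCde and from 68.3 ± 2.18 CPM to 495 ± 80.9 CPM in aBcde (SD, n = 3 each). At 27 °C the rise of THIC was 0.59 in PHYD-YFP/abCde and 1.30 in aBcde on the log2 scale (SE 0.11 and 0.11). MTP11 (AT2G39450, on chromosome 2 of TAIR10.1 from 16471560 to 16474060) had the smallest adjusted p among the genes that rose in PHYD-YFP/abCde at 27 °C, from 2.14 ± 0.258 CPM to 37.1 ± 15.5 CPM (SD, n = 3). Of the DEGs of aBcde, 3573 (95.2%) changed in the same direction in PHYD-YFP/abCde at 17 °C and 2829 (94.8%) at 27 °C, whether or not they were DEGs there. The median ratio of the log2 fold change in PHYD-YFP/abCde to that in aBcde over these DEGs was 0.653 at 17 °C and 0.548 at 27 °C. Because the genes were chosen by their change in aBcde, selection may lower this ratio at both temperatures, by an amount that was not measured. Across all tested genes, r at 27 °C was 0.611, with 0.643, 0.654 and 0.476 for single replicates of PHYD-YFP/abCde.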

Although the transcriptional changes of PHYD-YFP/abCde and aBcde plants resembled each other at both temperatures after 24 h light, the similarity was higher at low temperature. 

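At 17 °C after 24 h R, r across the tested genes was 0.637 between PHYD-YFP/abCde and aBcde, with 0.590, 0.601 and 0.663 for single replicates. Over the 9 pairs of single replicates it was 0.551 ± 0.0563 (SD) at 17 °C and 0.536 ± 0.0858 at 27 °C, a difference smaller than the spread. Hierarchical clustering of the 6 irradiated groups by their log2 fold changes (Euclidean distance, complete linkage) joined PHYD-YFP/abcde at 17 °C with the same line at 27 °C at a height of 128. PHYD-YFP/abCde and aBcde at 27 °C joined next at 138, and the same lines at 17 °C at 139. The 27 °C pair then joined PHYD-YFP/abcde at 159, and the 17 °C pair joined last at 169. With a mean count of at least 50, the 27 °C pair instead joined the 17 °C pair, at 101, and PHYD-YFP/abcde joined last at 106. With replicate 1 left out, PHYD-YFP/abCde and aBcde no longer joined directly at 27 °C. At 17 °C they joined directly under every alternative tried for the clustering.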

At 17°C, these samples were grouped on a heat map, and their transcriptional changes showed a strong correlation (Pearson’s *r* = 0.72) (**Supplementary Fig. S7**). Moreover, after 24 h, the overlap between the differentially expressed genes of PHYD-YFP/abCde and aBcde plants was stronger at low temperatures (**Supplementary Fig. S8, Supplementary Table S1**, **Supplementary Datasets S1, S2**). Thus, under these conditions, R induces similar early and late (1 and 24 h) transcriptional responses in aBcde and PHYD-YFP/abCde plants.

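After 24 h R at 17 °C, 1804 of the 2723 DEGs of PHYD-YFP/abCde (66.3%) were DEGs of aBcde in the same direction. At 27 °C this held for 1330 of 2051 DEGs (64.8%). The share was 73.2% of the upregulated and 54.7% of the downregulated genes at 17 °C, and 67.2% and 56.3% at 27 °C. When each replicate number was left out in turn, the share ran from 55.2% to 66.3% at 17 °C and from 61.3% to 64.9% at 27 °C, so the difference between the temperatures was smaller than the spread between these fits. The lower end of the range at 17 °C, reached without replicate 2, was the largest move under any alternative. The share depends on the number of DEGs in each line, so the genes with the smallest p in each line were also compared in lists of equal length. In the lists of 500 genes, 301 genes changed in the same direction in both lines at 17 °C (60.2%) and 263 at 27 °C (52.6%). In lists of 1000 and 1500 genes the shares were 57.9% and 58.1% at 17 °C and 54.7% and 53.0% at 27 °C. After 1 h R the order was the reverse, on far fewer DEGs: 110 of 201 DEGs of PHYD-YFP/abCde (54.7%) were shared at 17 °C and 27 of 28 (96.4%) at 27 °C.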

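The difference between the responses of PHYD-YFP/abCde and aBcde to R was tested as an interaction term for each of the 20698 genes. At 17 °C after 1 h R, 0 genes differed at an adjusted p under 0.05 and a 2-fold difference, although 1386 genes had an unadjusted p under 0.05. The latter number exceeds the share of 0.05 of the tested genes that chance gives. The count of 0 also depends on replicate 3: without it, 743 genes differed, and without replicate 1 again 0 (1215 at an unadjusted p under 0.05). At 27 °C after 1 h R, 17 genes differed, and PIL1 fell less in PHYD-YFP/abCde than in aBcde, with a difference of 2.90 on the log2 scale (SE 0.28, adjusted p = 8.56e-09). After 24 h R, 300 genes differed between the lines at 17 °C (127 higher and 173 lower in PHYD-YFP/abCde) and 445 at 27 °C (158 higher and 287 lower). At 17 °C the gene with the smallest adjusted p was RVE8 (AT3G09600), which was chosen after its values were seen, with a difference of -2.25 (SE 0.23, adjusted p = 2.38e-08), and for GI (AT1G22770) the difference was 1.41 (SE 0.16, adjusted p = 6.20e-07). At 27 °C PIL1 differed by 3.87 (SE 0.30, adjusted p = 4.09e-12) and XTH15 (AT4G14130) by 4.01 (SE 0.43, adjusted p = 3.07e-08). Fewer genes also pass this test where the replicates vary more, so a low count does not by itself show that the responses are alike. From the grouping on the heat maps, the correlations of the log2 fold changes and the shared DEGs at 17 °C (Fig. 5, Supplementary Figs. S7 and S8), the paper concludes that the transcriptional responses of the 2 lines are alike at this temperature.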

**Fig. 5:**
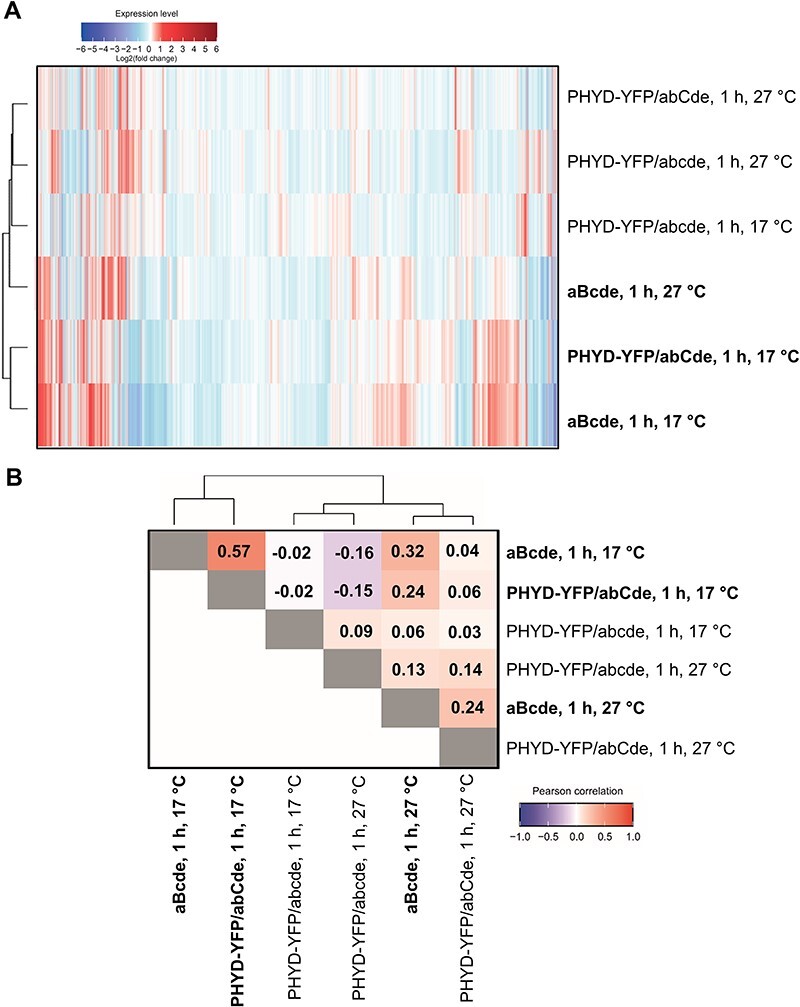
Red-light-induced early transcriptional changes in different *Arabidopsis* phytochrome mutants. (A) Heat map of transcriptome changes in response to 1 h red-light treatment. Hierarchical clustering was calculated based on Euclidean distance with ‘complete linkage’ method. Plants that showed hypocotyl shortening at the given conditions are printed in bold. (B) Pearson’s correlation of transcriptome changes after 1 h red-light treatment. Note that PHYD-YFP/abCde and the corresponding aBcde samples are grouped and their transcriptome changes correlate only at low temperatures.

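In the clustering of the 6 groups irradiated for 1 h, PHYD-YFP/abcde and PHYD-YFP/abCde at 27 °C joined first, at a height of 112, and PHYD-YFP/abcde at 17 °C joined them at 112. PHYD-YFP/abCde and aBcde at 17 °C formed a second pair at 115. aBcde at 27 °C joined the first 3 groups at 124, and the 17 °C pair joined all others at 149.5. The pair at 17 °C did not form when replicate 3 was left out and formed under each of the other alternatives tried for the clustering.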

To compare the genomic direct targets of phyB and phyD, we conducted ChIP-seq experiments using anti-GFP antibody on samples isolated from PHYD-YFP/abCde, PHYD-YFP/abcde and from a *35S:PHYB-GFP*-overexpressing plant (PHYB-YFP/AbCDE), all of which were grown at 17°C in dark and R-irradiated for 5 min (**Supplementary Fig. S6A**). 

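In PHYD-YFP/abcde at 17 °C, 5 genes were DEGs after 1 h R, all of them downregulated, and 1039 genes had an unadjusted p under 0.05. That number is about what chance gives, a share of 0.05 of the 20698 tested genes. For each of the 5 genes all irradiated replicates lay below all dark ones, and over all tested genes the irradiated and dark replicates did not overlap for 10.2%, where chance gives 10%. PIL1 fell from 109 ± 12.2 CPM in darkness to 25.6 ± 0.838 CPM (SD, n = 3), a log2 fold change of -2.09 (SE 0.19, adjusted p = 5.14e-10). The others were AT1G01260 (on chromosome 1 of TAIR10.1 from 108946 to 111699), with a log2 fold change of -1.05 (SE 0.14, adjusted p = 4.88e-05), ST2B (AT5G07000, on chromosome 5 of TAIR10.1 from 2171367 to 2173015), with a log2 fold change of -1.19 (SE 0.17, adjusted p = 0.000110), and its neighbor ST2A (AT5G07010), with a log2 fold change of -1.15 (SE 0.20, adjusted p = 0.00498). IAA29 fell from 36.2 ± 4.65 CPM to 16.3 ± 4.90 CPM (SD, n = 3), a log2 fold change of -1.15 (SE 0.21, adjusted p = 0.00594). Of the 7 genes that Supplementary Dataset S1 lists for this comparison, 5 were DEGs here and all 7 changed in the same direction. The other two were ACS8 (AT4G37770), which went from 8.86 ± 0.978 CPM to 3.12 ± 0.673 CPM (SD, n = 3, adjusted p by edgeR = 0.624), and AT1G74270, with a log2 fold change of 1.12 (SE 0.29, adjusted p = 0.252).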

We selected this short R irradiation because we detected relevant transcriptional changes already after 1 h R and because no ChIP-seq results of type II phytochrome at the very early time point of photomorphogenesis have been reported. Eight, 74 and 38 bound genes were identified in the PHYD-YFP/abcde, PHYD-YFP/abCde and PHYB-GFP/AbCDE plants, respectively (**Fig. 6A**, **Supplementary Datasets S3, S4**, **Supplementary Table S2**). ChIP-qPCR assays performed on dark and R-irradiated samples demonstrated that the binding of phyD-YFP and phyB-GFP to the common target genes (see later) is light-dependent (**Supplementary Fig. S9**). Relevantly, all eight PHYD-YFP/abcde targets were also present in the PHYD-YFP/abCde. Moreover, they were the most over-represented targets in the PHYD-YFP/abCde sample (**Supplementary Dataset S4**). These results indicate that phyD-YFP alone can only bind the strongest targets (showing the highest fold enrichment in the PHYD-YFP/abCde), whereas it binds several other genes in the presence of phyC. Seven out of the eight PHYD-YFP/abcde targets were also found in the PHYB-GFP/AbCDE ChIP-seq sample (targets bound in all three samples are referred to as common targets). In addition to the seven common targets, only six additional genes were over-represented in both the PHYD-YFP/abCde and PHYB-GFP/AbCDE ChIP samples (**Fig. 6A**), suggesting that phyD-YFP and phyB-GFP bind different (although significantly overlapping) gene sets. As PHYD-YFP/abCde and phyB induced transcriptional changes correlated at 17°C after 1 h light, this unexpected finding apparently suggests that the two phytochromes activate similar transcriptional responses by binding relatively different gene sets. Alternatively, they bind more similar gene sets but with different efficiencies and/or dynamics; therefore, CHIP-seq at a given time point (5 min red light) identifies only a fraction of genuine common targets. To distinguish between these two possibilities, we combined the genes bound by PHYD-YFP/abCde and PHYB-GFP/AbCDE in a single list (named phyB-phyD joint targets) and then analyzed their expression in our RNA-seq (**Supplementary Dataset S5**). 

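The combined list holds 99 genes, of which 81 passed the filter on low counts and 18 did not and were not tested. One of the latter is AT2G28405 (on chromosome 2 of TAIR10.1 from 12153138 to 12154126), a gene bound in PHYD-YFP/abcde. The other 7 genes bound in that line were all tested.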

We assumed that phytochrome binding leads to relevant changes in target gene expression. If phyD-YFP (in the abCde background) and phyB bind very similar gene sets, the expression of phyB–phyD joint targets will be similar in the aBcde and PHYD-YFP/abCde samples. Indeed, at low temperatures the expression of phyB-phyD joint targets altered very similarly in these plants already after 1 h irradiation (**Fig. 6B, C**), and after 24 h the transcriptional changes of the phyB-phyD joint targets were almost identical (Pearson’s *r* = 0.93) in the PHYD-YFP/abCde and aBcde plants (**Supplementary Fig. S10A**). These results suggest that phyB-GFP and phyD-YFP bind strongly overlapping gene sets and modify the expression of these genes very similarly (**Fig. 6A**).

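Across the 81 tested joint targets at 17 °C, the log2 fold changes in PHYD-YFP/abCde and aBcde had a Pearson's r of 0.885 after 1 h R (Spearman's rho 0.827) and 0.933 after 24 h R (rho 0.820); these genes are not independent replicates either. Single replicates of PHYD-YFP/abCde gave 0.700, 0.719 and 0.829 after 1 h R and 0.817, 0.892 and 0.893 after 24 h R. At 27 °C after 1 h R, r was 0.833, which differs from the value at 17 °C by less than the spread of r between pairs of single replicates (0.0700 at 17 °C and 0.0911 at 27 °C, SD over 9 pairs). The slope of the change in PHYD-YFP/abCde on that in aBcde was 0.730 at 17 °C and 0.429 at 27 °C after 1 h R. After 1 h R at 17 °C, 67 of the 81 genes changed in the same direction in both lines, and after 24 h R 72. Leaving out replicate 3 lowered the value after 1 h R to 0.800.

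**Figure D2:**
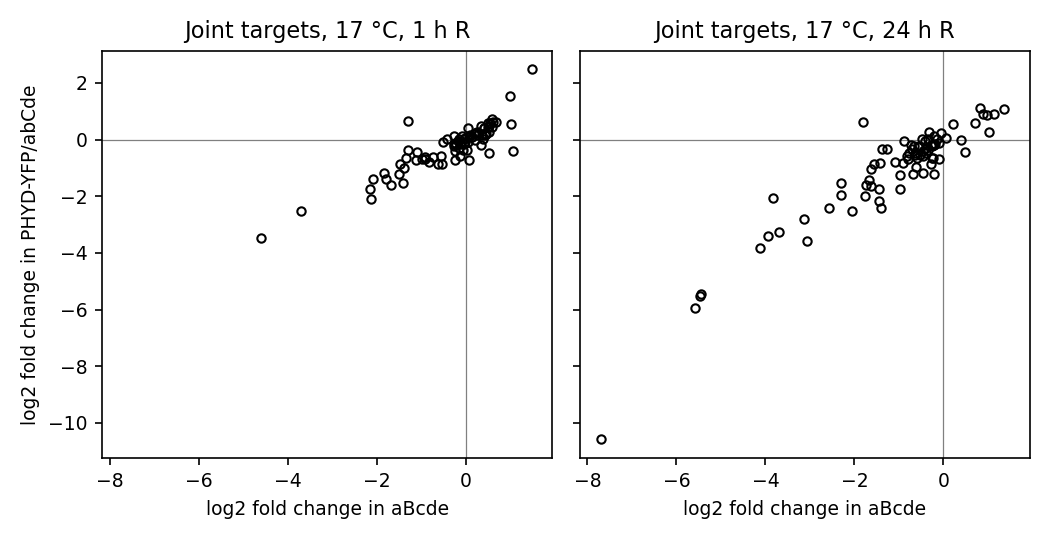
Log2 fold change of the 81 tested joint targets at 17 °C in aBcde (x axis) and in PHYD-YFP/abCde (y axis), after 1 h R and after 24 h R. Each point is a gene, and 39 genes after 1 h R and 63 after 24 h R lie below 0 in both lines.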

**Fig. 6:**
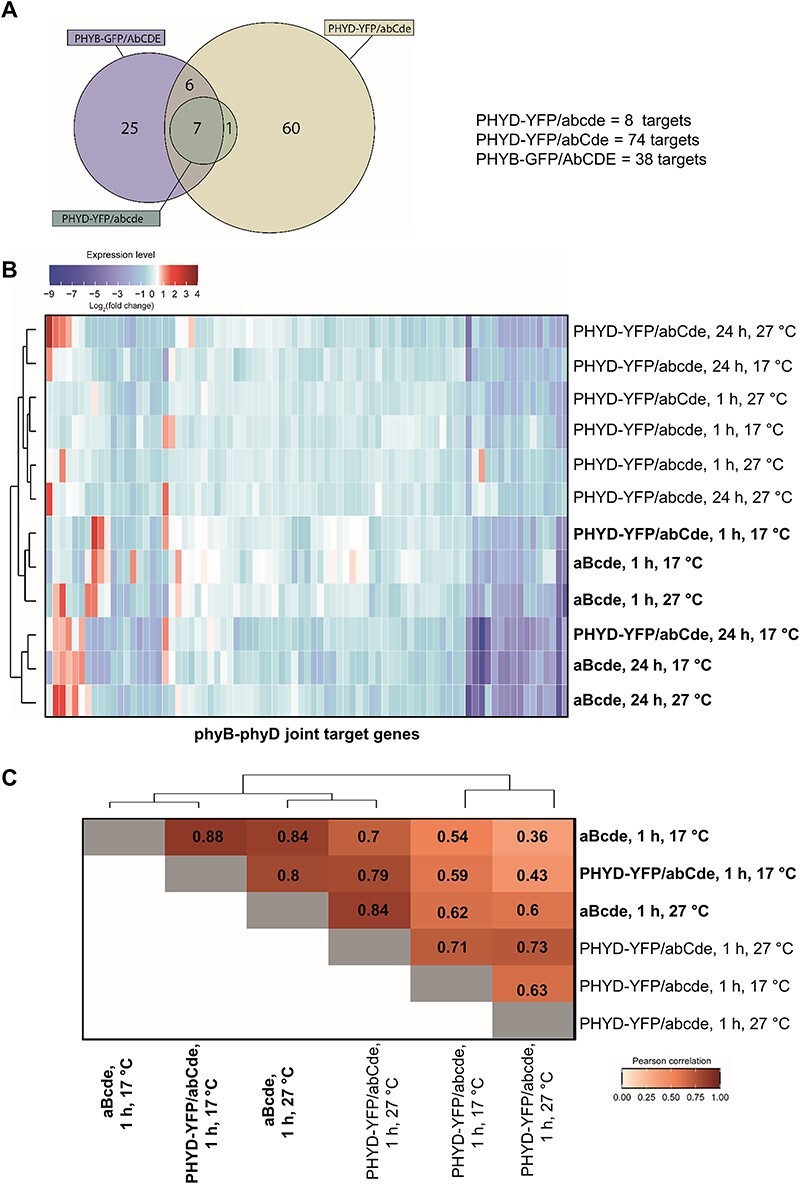
Red-light-induced transcriptional changes of the phyB-phyD joint target genes in different *Arabidopsis* phytochrome mutants. Direct targets of phyB-GFP and phyD-YFP phytochromes were identified in ChIP-seq assays. (A) Venn diagram of direct targets of phyD-YFP (in the abcde and abCde backgrounds) and phyB-GFP (in the AbCDE background) phytochromes. Significant overlap between phyD-YFP and phyB-GFP targets was detected by Fisher’s exact test (two-sided) on a 2 × 2 matrix (*P* = 2.20E-16). (B) Heat map of changes in the expression of the phyB–phyD joint target genes in response to 1 and 24 h red-light treatments. Hierarchical clustering was calculated based on the Euclidean distance with the ‘complete linkage’ method. Plants that showed the photomorphogenic response of hypocotyl shortening under the given conditions are printed in bold. Note that PHYD-YFP/abCde and aBcde samples are grouped only at low temperatures at both time points. (C) Pearson’s correlation of changes in the expression of the phyB–phyD joint target genes in response to 1 h red-light treatment.

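For the 81 tested joint targets, all 12 irradiated groups were clustered together. PHYD-YFP/abCde and aBcde at 17 °C joined at a height of 4.29 after 1 h R and of 5.71 after 24 h R. At 27 °C they did not join directly at either time. aBcde at 27 °C joined the 17 °C pair of its own time, at 6.75 after 1 h R and 7.97 after 24 h R, whereas PHYD-YFP/abCde at 27 °C joined PHYD-YFP/abcde at 17 °C after 1 h R at 4.32, and after 24 h R it joined, at 7.73, a branch of its own 1 h group and all 4 PHYD-YFP/abcde groups. The 17 °C pair after 1 h R was lost when replicate 3 was left out.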

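After 1 h R at 17 °C, 46 of the 81 tested joint targets had a log2 fold change below 0 in aBcde and 46 in PHYD-YFP/abCde, and after 24 h R 70 and 65. Among the other tested genes, 47.5% and 48.3% lay below 0 after 1 h R, and 47.9% and 48.9% after 24 h R. The median log2 fold change of the joint targets after 1 h R was -0.05 in aBcde and -0.12 in PHYD-YFP/abCde, and after 24 h R -0.65 and -0.54. DEGs that fell numbered 15 in aBcde and 9 in PHYD-YFP/abCde after 1 h R, and 28 and 26 after 24 h R. As a set, tested with the competitive gene-set test camera of limma against all other tested genes, the joint targets were shifted down after 1 h R in aBcde (adjusted p = 0.000428, by the Benjamini-Hochberg method over 12 comparisons) and in PHYD-YFP/abCde (adjusted p = 2.18e-06). By the same test, the adjusted p after 24 h R was 2.52e-19 in aBcde and 3.54e-19 in PHYD-YFP/abCde. The shift after 1 h R was also found outside these 2 groups: in PHYD-YFP/abcde at 17 °C, 57 of the 81 genes lay below 0 (adjusted p = 1.26e-12), and at 27 °C 61 in PHYD-YFP/abcde, 62 in PHYD-YFP/abCde and 53 in aBcde (adjusted p = 1.54e-09, 2.44e-25 and 2.53e-23). With the self-contained test fry in place of camera, the shift stayed downward in all 12 comparisons. Of the 46 genes below 0 after 1 h R in aBcde, 40 were below 0 after 24 h R, and of its 15 DEGs that fell after 1 h R, 13 were again DEGs that fell after 24 h R. In PHYD-YFP/abCde, 41 of 46 genes stayed below 0, and all 9 DEGs that fell after 1 h R were also DEGs that fell after 24 h R.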

The heat map also shows (**Fig. 6B**) that most of the phyB–phyD joint targets were already downregulated after 1 h R treatment in both the aBcde and PHYD-YFP/abCde samples and they were still repressed after 24 h, indicating that early DNA binding by phyB and phyD predominantly leads to quick and stable repression of the target genes. Next, we studied the expression changes of the phyB-phyD joint targets in the RNA-seq of aBcde plants grown at 17°C. Out of the 99 phyB-phyD joint targets, 32 showed significantly altered, mainly reduced expression. 

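In aBcde at 17 °C, 33 of the 81 tested joint targets were DEGs after 1 or 24 h R. With p-values adjusted over the 81 genes alone, in place of all tested genes, the number was 35, and the list itself comes from ChIP-seq and does not depend on these counts. Of the 32 genes that Supplementary Dataset S6 lists, 31 were DEGs here.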

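In aBcde at 17 °C, 13 joint targets were DEGs that fell at both times, 13 fell only after 24 h R and 1 fell only after 1 h R, whereas 3 rose and 3 changed in opposite directions at the 2 times. Among the genes that fell at both times, ATHB2 (AT4G16780, on chromosome 4 of TAIR10.1 from 9449114 to 9450905) had log2 fold changes of -1.79 (SE 0.22) after 1 h R and -3.14 (SE 0.23) after 24 h R in aBcde, and BGH2 (AT5G02580, on chromosome 5 of TAIR10.1 from 579744 to 580792) had -2.13 (SE 0.20) after 1 h R and -3.70 (SE 0.22) after 24 h R. XTH15 (on chromosome 4 of TAIR10.1 from 8137020 to 8138392) fell from 1847 ± 58.4 CPM in darkness to 520.0 ± 38.9 CPM after 1 h R and 42.4 ± 13.2 CPM after 24 h R (SD, n = 3 each), and BBX28 (AT4G27310, on chromosome 4 of TAIR10.1 from 13675537 to 13677055) had -1.11 (SE 0.17) after 1 h R and -3.07 (SE 0.18) after 24 h R. PIL2 (AT3G62090, on chromosome 3 of TAIR10.1 from 22988547 to 22990709) and AFP3 (AT3G29575, on chromosome 3 of TAIR10.1 from 11382214 to 11384145) reached the threshold only after 24 h R, with -1.40 (SE 0.22) and -2.29 (SE 0.18). In PHYD-YFP/abCde, the log2 fold changes after 24 h R were -2.81 for ATHB2, -3.27 for BGH2, -5.45 for XTH15, -3.60 for BBX28, -2.43 for PIL2 and -1.97 for AFP3. ATBBE28 (AT5G44440), in contrast, fell at both times in aBcde (-1.34 and -1.80, SE 0.23 and 0.23) but had a log2 fold change of 0.61 (SE 0.22, adjusted p = 0.0341) after 24 h R in PHYD-YFP/abCde. Of the genes with opposite directions at the 2 times, LNK3 rose after 1 h R and fell after 24 h R (log2 fold change -1.64, SE 0.21), and SIG4 (AT5G13730) changed the other way, with -1.30 (SE 0.34) after 1 h R and 1.14 (SE 0.33) after 24 h R. BBX29 (AT5G54470, on chromosome 5 of TAIR10.1 from 22114304 to 22115539) was weakly expressed, at 2.76 ± 1.42 CPM in darkness (SD, n = 3), and was not a DEG at either time, with log2 fold changes of 1.07 (SE 0.40, adjusted p = 0.0524) after 1 h R and -0.67 (SE 0.42, adjusted p = 0.201) after 24 h R. Chosen after their values were seen, ERF10 (AT1G03800) fell after 1 h R only, with a log2 fold change of -1.38 (SE 0.50, adjusted p = 0.0444), and AT3G62260 rose, with 1.02 (SE 0.20, adjusted p = 0.000396).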

Thirteen targets were downregulated at both time points and 14 only after 24 h R irradiation, whereas only three were up-regulated and two mixed regulated (**Supplementary Fig. S10B**, **Supplementary Dataset S6**). Red-light response and transcription GO categories were over-represented among the phyB–phyD joint targets, which were significantly downregulated (**Supplementary Dataset S6**). These results that red light leads to quick phytochrome binding to light-responsive and transcription-related genes, which results in rapid and stable changes in their expression, indicate that binding of phytochromes to genomic locations at the onset of light plays a key role in photomorphogenesis-related transcriptional reprogramming.

Collectively, under low temperatures phyD-YFP in abCde activates similar signaling as phyB, and they bind to a similar gene set and trigger strongly correlating changes in gene expression.

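Among the 81 tested joint targets at 17 °C, the response to R differed between PHYD-YFP/abCde and aBcde, by the interaction term, in 3 genes after 24 h R, and after 1 h R none of the tested genes passed this test. At 27 °C it differed in 4 genes after 1 h R and in 9 after 24 h R. Between PHYD-YFP/abCde and PHYD-YFP/abcde, the numbers were 4 after 1 h R and 16 after 24 h R at 17 °C, and 9 after 24 h R at 27 °C. PIL1 fell further in PHYD-YFP/abCde than in PHYD-YFP/abcde after 24 h R at 17 °C, with a difference of -4.03 on the log2 scale (SE 0.28, adjusted p = 1.28e-13). In the paper's ChIP-seq, the genes bound by phyD-YFP and by phyB-GFP overlapped significantly, although only in part (Fig. 6A). From the similar changes of the joint targets in PHYD-YFP/abCde and aBcde beside this, the paper proposes that phyB and phyD bind gene sets that overlap widely.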

### Comparisons of phyB and phyD-YFP signaling

The efficiency of signaling in R correlates better with the amount of active Pfr than with total phytochrome levels. Although phyD-YFP accumulated to high levels in the abCde seedlings, we were unable to determine the relative phyD-YFP Pfr levels by *in vivo* spectroscopy due to the overall low detectable signal for the total amount of photoreversible phytochrome (Ptot). In order to understand the characteristics of phyD signaling, we analyzed total protein and Ptot amounts of phyD-YFP and phyB to assess their biologically active and non-active protein pools. As signaling of phyD-YFP in abCde was comparable to that of phyB in aBcde at all fluence rates at 17°C (**Fig. 1**), we assumed that phyD-YFP (at least in the presence of phyC and at low temperature) and phyB are similarly efficient photoreceptors. Indeed, Zn-blot assays, which detect chromophore-bound proteins, indicated that at low temperatures, phyD-YFP and phyB bind chromophore with similar efficiency and that phyC is not requested for efficient chromophore binding of phyD-YFP (**Supplementary Fig. S11**). Next, we wanted to compare the total protein (western-blot) and Ptot levels (*in vivo* spectroscopy) in PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde plants. For Ptot measurements, R-illuminated seedlings were grown on a bleaching herbicide (norflurazone) containing media to avoid chlorophyll accumulation, which can interfere with *in vivo* spectroscopic measurements of phytochromes (Klose et al. 2020). We tested the effect of norflurazone on signaling and protein accumulations and found that the inhibition of hypocotyl elongation in R showed a similar pattern in the presence of the herbicide as in the original phenotyping assay (**Figs. 1**, **7A**); phyD-YFP mediated efficient signaling only at 17°C in the abCde background, whereas phyB (aBcde) showed an effective response at both temperatures (although giving better photomorphogenic response at 17°C). Moreover, PHYD-YFP protein accumulated to the highest levels in the abCde background and at low temperatures regardless of the presence or absence of norflurazone (**Figs. 2**, **7C**). Thus, norflurazone treatment does not interfere with either the light response or the PHYD-YFP protein levels. We found that the total protein and Ptot levels of phyD-YFP correlated well and that at 17°C the Ptot level of phyD-YFP was much higher in the abCde background than in the abcde background (**Fig. 7B**) resembling the difference in the amount of total PHYD-YFP proteins (**Fig. 7C**). Moreover, the total protein and the Ptot levels of phyD-YFP were strongly reduced at 27°C in both backgrounds (**Fig. 7B, C**).

**Fig. 7:**
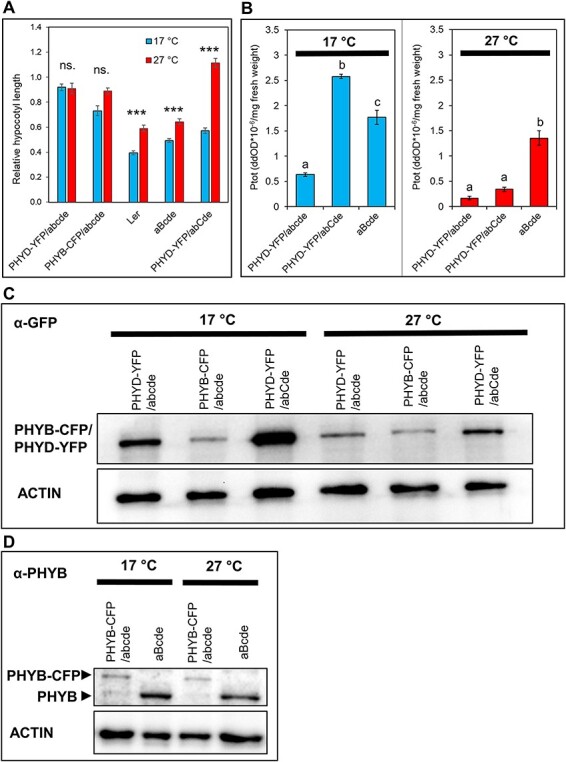
Accumulation and function of phyD-YFP depends on the temperature and the presence of phyC. Seedlings were grown under constant R irradiation (50 µmol m^−2^ s^−1^) for 4 d at 17°C or 27°C on norflurazon-containing medium. (A) Hypocotyl length values are normalized to the corresponding dark control. *n* ≥ 30, error bars depict standard errors. Asterisks denote significant differences between the 17°C and 27°C treatment (Mann–Whitney *U* test,***P < 0.001, ns.: not significant). (B) Total photoconvertible phytochrome amounts (Ptot) are normalized to fresh weight. *n* ≥ 5 error bars indicate standard errors. We found no equal variance across 17°C samples (Levene’s test, *P* < 0.001); hence, we performed Welch’s ANOVA (*P* < 0.001) and Games-Howell post hoc test to see significant differences at the 0.05 level. Significant differences between the 27°C samples were analyzed at the 0.05 level and were calculated with ANOVA (*P* < 0.001) followed by Tukey’s *post hoc* test. (C) The amounts of PHYD-YFP and PHYB-CFP proteins are determined by immunoblotting using anti-GFP antibody. ACTIN is used as a loading control. (D) PHYB-CFP and endogenous PHYB are detected by anti-PHYB antibodies. ACTIN is used as a loading control.

Next, we compared the Ptot levels of phyD-YFP and phyB and their R responses to assess the signaling efficiency of the photoreversible photoreceptors. At 17°C, the Ptot of phyD-YFP in abCde is significantly higher than phyB Ptot and they activated similar photomorphogenic responses. Thus, under the strong continuous R, at low temperatures and in the presence of phyC, photoreversible phyD-YFP is a less efficient photoreceptor than phyB. The Ptot of phyD-YFP in both backgrounds was strongly reduced at high temperatures (27°C), whereas the Ptot of phyB was nearly unaffected by temperature (**Fig. 7B**). In line, only phyB activated photomorphogenesis at high temperatures (**Figs. 1**, **7A**). We do not know whether photoreversible phyD-YFP in abCde at high temperatures signals less efficiently than phyB or inefficient signaling is only due to the low phyD-YFP Ptot levels.

Finally, we estimated the ratio of photoconvertible and non-photoconvertible proteins by comparing the total protein and the Ptot amounts of phyD-YFP and phyB. As anti-PHYB antibody does not identify PHYD-YFP, a reference transgenic plant that expresses phyB-CFP as the only phytochrome (phyB-CFP/abcde) was used. As phyB-CFP can be detected by both anti-GFP and anti-PHYB antibodies, it allowed us to indirectly compare the amounts of phyD-YFP and phyB protein. We found that at 17°C, the total phyD-YFP protein amount in abCde was much higher than the endogenous phyB in aBcde (**Fig. 7C, D**), and this difference was higher than the difference between their Ptot amounts, while at 17°C, phyD-YFP/abCde and phyB induced similar photomorphogenic response. At 27°C, the phyD-YFP protein amount in abCde was comparable to the phyB in aBcde, but its Ptot level was much lower and could not mediate signaling (**Fig. 7**). These data suggest that a significant amount of PHYD-YFP is present in non-photoreversible, likely biologically inactive forms at both temperatures.

Taken together, our results indicate that at low temperature (i) phyD-YFP accumulates to high levels in R; (ii) phyD-YFP binds chromophore; (iii) phyD-YFP presents in inactive (non-photoconvertible) and biologically active (photoconvertible) pools and (iv) in the presence of phyC the photoconverted phyD-YFP initiates signaling in continuous R with less efficiency than phyB.

We carried out all seedling photomorphogenesis experiments in continuous red light where the signaling efficiency is less affected by the thermal reversion rate. To compare the thermal reversion rates of phyB and phyD-YFP photoreceptors, we conducted light pulse experiments. PHYD-YFP/abcde, PHYD-YFP/abCde, aBcde and PHYB-CFP/abcde plants were grown at 17°C in darkness, but in every 3 h, we added 1 min-long saturating red-light pulses. Under these conditions, signaling depends not only on the amount of photoreversible photoreceptors but also on Pfr stability. In the dark, thermal reversion reduces the biologically active Pfr form thereby tuning the level of active signaling between the light pulses. **Fig. 8** demonstrates that under light pulses, phyD-YFP cannot mediate effective light signaling despite that it accumulates to very high levels in the presence of phyC. On the contrary, phyB and phyB-CFP activate photomorphogenic response efficiently and the amounts of their protein are dramatically reduced by the light pulses. These data that phyB mediates efficient signaling at both continuous and pulse lights, while phyD-YFP functions efficiently only at continuous light indicate that the Pfr stability of phyD-YFP is significantly weaker (**Figs. 1**, **8**).

**Fig. 8:**
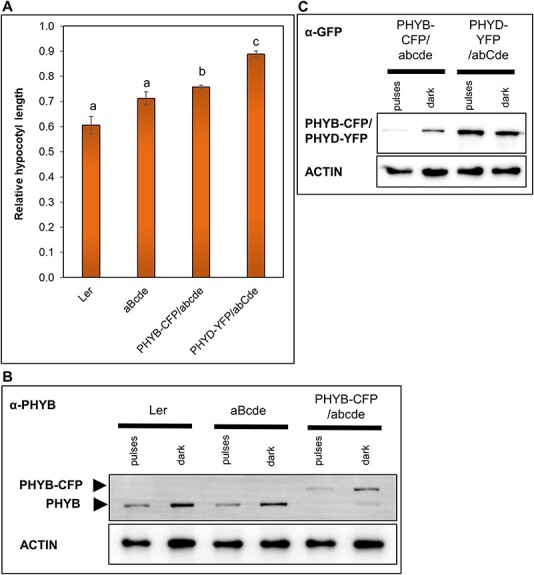
PhyD-YFP accumulates to higher levels but initiates lower intensity signaling than phyB-CFP under R light pulses. Seedlings were grown at 17°C for 4 d in darkness or in darkness that was interrupted by 1-min-long R pulses (50 µmol m^−2^ s^−1^) in every 3 h. (A) Hypocotyl length values are normalized to the corresponding dark controls. *n* ≥ 30, error bars depict standard errors. Significant differences between the samples are marked with letters and were calculated at the 0.05 level using ANOVA (*P* < 0.001) followed by Tukey’s post hoc test. (B) PHYB-CFP and endogenous PHYB are detected by anti-PHYB antibodies. ACTIN is used as a loading control. (C) The amounts of PHYD-YFP and PHYB-CFP proteins are determined by immunoblotting using anti-GFP antibody. ACTIN is used as a loading control.

Collectively, our data suggest that phyD-YFP is a less efficient photoreceptor than phyB because (i) a significant part of phyD-YFP proteins are present in non-photoconvertible form; (ii) the photoconvertible form is less active than phyB and (iii) the thermal reversion of phyD-YFP is faster.

## Discussion

### phyD activity is stimulated by phyC and low temperature

We examined the role of phyD-YFP in transgenic seedlings in which phyD-YFP could accumulate to high levels (**Figs. 2**, **7**, **Supplementary Figs. S3, S4**). Our data corroborate and extend previous results (Sharrock and Clack 2004, Sánchez-Lamas et al. 2016) by showing that phyD-YFP alone is a functional but inefficient photoreceptor, which in ChIP-seq assay binds only the strongest phytochrome D target genes. In adult plants, it only partially complements the quintuple phytochrome mutant phenotype and delays flowering moderately (**Figs. 4**, **6**). Relevantly, we also show that, independently of the developmental stage, phyD-YFP operates much more effectively at low temperatures and when functional phyC is present. In this case, phyD-YFP formed photobodies and efficiently mediated photomorphogenesis at 17°C, whereas at 27°C, it failed to produce photobodies and complement the seedling phenotype (**Figs. 1**, **3**). We also detected functional coaction of phyD-YFP and phyC under low temperatures in adult plants where they promote rosette growth and can delay flowering time, thereby complementing these quintuple phytochrome mutant phenotypes quite efficiently. In contrast to young seedlings, in adult plants endogenous phyC and phyD can also mediate detectable cooperative signaling, although less efficiently than overexpressed phyD-YFP with endogenous phyC (**Figs. 1**, **4**). We suspect that in young seedlings a higher amount of phyD is required for photomorphogenic response than in adult plants.

### High-level accumulation of phyD is required for efficient R responses

The expression level of photoreceptors strongly impacts on light responses. Indeed, we found that phyD-YFP expression and the efficiency of light signaling were correlated and that the overexpressed phyD-YFP complemented better the phytochrome mutant phenotypes than the endogenous phyD and high phyD-YFP protein level was associated with efficient signaling. PhyD-YFP expression reaches higher levels (i) at 17°C than at 27°C and (ii) in the presence of phyC than in its absence (**Fig. 2**). Thus, phyD-YFP accumulated to the highest level at 17°C in the presence of phyC.

It is not known how low temperature and phyC stimulate phyD-YFP accumulation. PhyB can be degraded in a Pfr-dependent, activity-coupled manner. However, light signaling of phyD-YFP is weak at high temperatures, and hence it is very unlikely that Pfr-dependent, activity-coupled degradation leads to low phyD-YFP levels unlike in the case of phyB (Ni et al. 2014). Moreover, the results of R pulse experiments suggest that the thermal reversion of phyD-YFP is fast even at low temperatures (also see below), and thus it is unlikely that accelerated reversion plays an important role in weak phyD-YFP signaling at 27°C. We assume that phyD is a thermosensitive protein that is unstable at high ambient temperatures. Alternatively, temperature- and light-dependent binding of phyD to so far unknown phytochrome-interacting proteins may regulate its protein stability.

PhyC elevates phyD-YFP protein levels and stimulates phyD-YFP-mediated light signaling (**Figs. 1**, **2**, **Supplementary Fig. S1**). It was proposed that phyC and phyD form functional heterodimers *in vivo* especially in the absence of phyB (Sharrock and Clack 2004, Clack et al. 2009). If such heterodimers are more stable and/or active than phyD homodimers, this could explain how phyC enhances phyD levels and/or signaling (Sharrock and Clack 2004, Clack et al. 2009). Alternatively, the signaling pathways of these receptors might interact synergistically and thereby intensify light signaling. The effective coaction of phyD-YFP and phyC in the ChIP-seq assay indicates that direct receptor interaction or very early light-induced signaling events are involved in mediating this cooperation. Independent of the mechanism, we note that the positive effect of phyC appears to be specific for phyD-YFP, as phyE-YFP signaling and accumulation are not modified by phyC (**Supplementary Fig. S12**).

### Significant part of PHYD-YFP accumulates in non-photoconvertible form

We found that although both phyB and phyD-YFP bind chromophores at low temperatures, a significant portion of PHYD-YFP proteins are present in non-photoconvertible form. At 17°C, phyD-YFP accumulated to much higher levels than phyB and had slightly higher Ptot values than phyB, but the two photoreceptors activated similar light responses. At 27°C, phyB (in aBcde) and phyD-YFP (in abCde) proteins accumulate to comparable amounts, whereas the Ptot of phyB is much higher and only phyB can mediate signaling (**Fig. 7**). It is possible that YFP-tagged phyD folds less efficiently than the endogenous phyD. Alternatively, the folding of phyD is more error-prone than the closely related phyB. We also speculate that phyD folding is temperature-sensitive and at high temperatures the improperly folded proteins are rapidly degraded explaining the temperature-dependent accumulation and signaling.

### Pfr stability of phyD-YFP could limit signaling at low temperature

Under strong red-light irradiation pulses, phyD-YFP did not activate photomorphogenic response even at low temperatures and in the presence of phyC, whereas phyB mediated efficient light signaling (**Fig. 8**). The most straightforward explanation is that the thermal reversion of phyD Pfr is faster than that of phyB Pfr under these conditions. Alternatively, the strong light pulses that saturate phyB Pfr conversion are not sufficient for efficient Pfr conversion of phyD-YFP. However, our ChIP-seq revealed that a short 5-min R light pulse was sufficient to induce efficient DNA binding of phyD-YFP; thus, we think that faster thermal reversion of phyD-YFP is the likely explanation. Faster thermal reversion can also explain why photoreversible phyD-YFP mediates light signaling less efficiently than phyB.

Interestingly, phyE compared to phyB has extreme Pfr stability (Viczián et al. 2020). It is interesting to speculate that phyD and phyE, both of which have evolved from the ancient phyB, can fulfill markedly different functions based on their different thermal reversion rates. phyD, whose Pfr rate is fast, could contribute to red-light signaling under constant irradiation, whereas phyE, whose Pfr is extremely stable, could play an important role in maintaining phytochrome signaling in the dark or under dim light conditions. Comparative analyses of phyB, phyD and phyE could reveal the different factors that are responsible for the markedly different Pfr accumulation and thermal reversion characteristics of these phytochromes.

### Different thermosensing of phyD and phyB

Plants respond to high ambient temperatures by exhibiting characteristic morphological changes (thermomorphogenesis). PhyB plays a critical role in thermomorphogenesis because its activity is strongly influenced by thermal reversion rate: at higher temperatures, the thermal reversion of phyB is faster, and hence signaling by phyB is less effective (Jung et al. 2016, Legris et al. 2016). Our data show that phyD also operates less efficiently at high temperatures, and thus it can be regarded as a thermosensor because it ‘receives and converts temperature stimuli into recognizable molecular signals’ (Kerbler and Wigge 2023). Notwithstanding, the molecular bases of phyB- and phyD-mediated thermosensing appear to be different. Our light pulse data demonstrate that phyD Pfr accumulation is low, most probably due to enhanced thermal reversion, and limits signaling efficiency already at 17°C. This observation indicates that phyD thermosensing might not be based on the temperature-dependent thermal reversion rate. Instead, we suggest that phyD functions inefficiently at high temperatures because enhanced temperature leads to reduced amounts of phyD protein in seedlings and in adult plants (**Figs. 2**, **4C**, **7**; **Supplementary Fig. S2**). As phyB and phyD activate similar transcriptional changes (see the next section), the reduced phyD activity at high temperatures could have an importance in fine-tuning phytochrome-regulated thermomorphogenic responses.

### PhyD and phyB phytochromes initiate similar transcriptional reprogramming

By combining RNA- and ChIP-seq assays, we demonstrated that when phyD signaling is efficient (at 17°C in the presence of phyC), it activates similar light-induced transcriptional reprogramming as phyB. ChIP-seq results and expression analyses of the direct targets unraveled that phyB and phyD bind to overlapping gene sets and modify their expression similarly, whereas RNA-seq revealed that they trigger similar transcriptome changes at the early (1 h) time point and even more so at the late (24 h) time point (**Figs. 5**, **6**). We also examined the association of phyB and phyD with genomic targets. PhyD, like phyA and phyB, is able to selectively associate with target genes in a light-dependent manner (**Supplementary Fig. S9**), suggesting that this is a universal mode of action for phytochromes to regulate gene expression (Chen et al. 2014, Legris et al. 2016).

As phytochromes do not directly bind DNA, we postulate that activated phytochromes rapidly interact with functioning transcription factors and modify the expression of the transcription factor-bound target genes. We also assume that this early phytochrome-mediated transcriptional regulation that occurs immediately after the onset of light plays a critical role in light-induced transcriptional reprogramming leading to the developmental transition from skotomorphogenesis to photomorphogenesis. Indeed, we found that after only 5 min red light phyD- and phyB-bound target genes and the expression of these target genes were intensively modified (**Fig. 6**, **Supplementary Fig. S10**). Photomorphogenesis-related GO categories (e.g. response to red light and brassinosteroid or transcription regulation) were over-represented among the phyB–phyD joint targets, indicating that the binding was selective (**Supplementary Dataset S5**). Furthermore, most of the targets were rapidly and stably downregulated (**Fig. 6**, **Supplementary Dataset S6**). During photomorphogenesis, light-activated phytochromes bind and inactivate the negative regulators of photomorphogenesis such as the PIF and BES1 transcription factors (Leivar et al. 2008, Ni et al. 2014, Wu et al. 2019). Our data support these existing models, and we speculate that our experimental conditions allowed us to create a molecular ‘snapshot’ of one of the earliest events of photomorphogenic development, when photoactivated phyB and phyD rapidly bind to the DNA-associated functioning PIFs and BES1 and repress the expression of their target genes, thereby initiating transcriptional reprogramming. In line with this assumption, the light-regulated direct PIF and BES1 targets (Yu et al. 2011, González-Grandío et al. 2022) were significantly over-represented among the phyB-phyD joint targets. Interestingly, the direct targets (Burko et al. 2020) of ELONGATED HYPOCOTYL 5, the key positive regulator transcription factor of photomorphogenesis, were under-represented among the phyB–phyD joint targets (**Supplementary Fig. S13**, **Supplementary Dataset S6**). This indicates that our experimental conditions clearly identified early molecular events of photomorphogenesis that are separated from those changes that are mediated by other factors after prolonged irradiation.

We found that phyD alone can bind only a few strong joint target genes, but the presence of phyC considerably expands its genomic target list. Although in our ChIP-seq assay just a portion of the identified target genes were bound directly by both phyB and phyD, the expression of most of the direct targets are regulated similarly by both phytochromes (**Fig. 6**). This discrepancy between the ChIP-seq and transcriptome results might be caused by the use of PHYB-GFP/AbCDE plants for ChIP-seq, and thus overexpressed phyB-GFP acted together with other phytochromes, whereas phyB was the only active phytochrome in aBcde plants that were used for RNA-seq. Alternatively, the different length of light irradiation before sample collection for ChIP-seq and transcriptome analysis due to methodological reasons or by the altered sensitivity of these methods can be responsible for the discrepancy.

### General conclusions

We identified an interesting aspect of the organization of phytochrome signaling. Namely, we showed that under specific circumstances (continuous light, low temperature) overexpressed phyD in the presence of active phyC very efficiently substitutes for phyB. This finding is somewhat surprising, as it is generally accepted that phyB dominates R signaling in light-grown plants. It is tempting to speculate that further manipulation of phyC–phyE signaling pathways could reveal additional novel modes of action by which these photoreceptors increase the flexibility of plants to adapt to rarely occurring environmental conditions.

## Materials and Methods

### Plant materials and growth conditions

Phytochrome mutants in *the A. thaliana* (L) *Ler* ecotype were obtained by crossings and, for simplifying the text, were abbreviated as follows: abcde (*phyA-201phyB-1phyC-1phyD-1phyE-1*), abCde (*phyA-201phyB-1phyD-1phyE-1*), abcDe (*phyA-201phyB-1phyC-1phyE-1*), abCDe (*phyA-201phyB-1phyE-1*) and aBcde (*phyA-201phyC-1phyD-1phyE-1*) (Hu et al. 2013).

For immunoblot and microscopy assays, seeds were surface sterilized, placed on half-strength MS agar plates and kept at 4°C for 4 d. After 6 h of white light irradiation (22°C, 100 μmol m^−2^ s^−1^, Lumilux XT T8 L 36 W/865 fluorescent tubes; Osram, Munich, Germany), they were grown at different red light (660 nm, Snap-Lite LED light source; Quantum Devices, Barneveld, USA) and temperature conditions for 4 d as described at each experiment. For hypocotyl measurements, seeds were sown on four layers of wet filter paper and kept at 4°C for 4 d and germination was induced with 6 h of white light irradiation at 22°C. Seedlings were grown either at 17°C or at 27°C under different intensities of R or in darkness. Measurement of hypocotyl length and data processing were described previously (Ádám et al. 2013, Dobos et al. 2019).

For *in vivo* spectroscopy, seedlings were surface sterilized, placed on half-strength MS agar plates containing 5 µM norflurazon and kept at 4°C for 4 d. After 6 h of white light irradiation, they were grown for 4 d in R (660 nm LED, 50 µmol m^−2^ s^−1^) at 17°C or 27°C.

### Molecular cloning and generation of transgenic lines

*35S:PHYB-GFP* in *phyB-9* (PHYB-GFP/AbCDE) was described (Medzihradszky et al. 2013). Construction of the *35S:PHYD-GFP* and *35S:PHYD-YFP* has also been described (Kircher et al. 2002, Ádám et al. 2013). *PHYB:PHYB-CFP* was generated as follows: *PHYB* promoter as *Hind*III-*Bam*HI, *PHYB* coding sequence as *Bam*HI-*Stu*I and *CFP-HA* coding sequence as *Sma*I and *Sac*I fragments were inserted into the *pROK2* vector.

*Arabidopsis thaliana* (L.) plants were transformed by the Agrobacterium-mediated floral dip method (Clough and Bent 1998). Transgenic seedlings expressing the fusion proteins were selected by their resistance to hygromycin. Independent homozygous lines expressing one copy of the transgene were selected for further analysis.

### Confocal microscopy

Confocal laser scanning microscopy was performed on the upper hypocotyl cells of 4-day-old seedlings using a Leica SP5 AOBS microscope (Leica, Wetzlar, Germany) using the HC PL APO 20× (NA:0.7) objective lens: with 400 Hz sampling speed, 3× line averaging, 200 μm pinhole and excitation at 514 nm for YFP. The spectral emission detectors were set to 545–582 nm.

### Flowering time measurement

Seeds were sown on soil and kept at 4°C in the dark for 1 week. The pots were transferred to a short-day light regime (8 h light/16 h dark) at 17°C. Flowering time was recorded as the number of rosette leaves at the time when inflorescences reached 1 cm height. Flowering time experiments were repeated three times using 30–40 plants per genotype.

### Total protein isolation, immunoblot and zinc blot assays

Total plant protein extract preparation and immunoblot analysis were performed as previously described (Vanhaelewyn et al. 2019). We used anti-GFP (Clontech, Mountain View, California, USA), anti-ACTIN (Sigma-Aldrich, Burlington, Massachusetts, USA), anti-PHYB (Agrisera, Vännäs, Sweden), primary antibodies and Polyclonal Swine Anti-Rabbit Immunoglobulins/HRP (Dako, Glostrup, Denmark) and Goat Anti-Mouse IgG Peroxidase Conjugated antibody (Invitrogen, Waltham, MA, USA) secondary antibodies. The signals were visualized using Immobilon Western HRP Substrate (Millipore, Burlington, MA, USA) according to the manufacturer’s recommendations using an iBright FL1500 (ThermoFischer Scientific, Waltham, MA, USA) instrument.

For Zinc-blot assays, native total protein extracts from 4-day-old dark-grown seedlings were used. Seedlings were ground in liquid nitrogen and proteins were extracted using 2 ml/g tissue extraction buffer [100 mM NaPO_4_ pH 7.8; 400 mM NaCl; 1 mM KCl; 1 mM EDTA; 1% (w/v) PEG4000; 0.5% (v/v) Triton X-100; Protease inhibitors]. Extracts were cleared by centrifugation and samples were heated for 5 min in 5× SDS-PAGE sample buffer [250 mM Tris-HCl pH 6.8; 10% (w/v) SDS; 50% (v/v) glycerol; 0.01% (w/v) bromophenol blue; 10 mM DTT]. Two-hundred-microgram protein per samples were loaded onto an SDS-PAGE gel containing 1 mM zinc acetate. SDS-PAGE running buffer [25 mM Tris; 192 mM glycin; 0.1% (w/v) SDS] also contained 1 mM zinc acetate. Zinc-stained gels were imaged on a UV-transilluminator with a red filter–equipped camera system. Gels were stained with coomassie blue stain afterward and photographed.

### In vivo spectrophotometry

Ptot was measured in seedlings using a dual wavelength ratiospectrophotometer (Klose 2019). Seedlings were harvested in green light and placed into cuvettes and fresh weight was determined before the measurement. Ptot was determined as ddOD from OD measurements at 730 nm (highest Pfr absorbance) and 800 nm (reference wavelength) after actinic R (660 nm laser diode (LD), 1,000 µmol m^−2^ s^−1^) and FR (730 nm LD, 1,000 µmol m^−2^ s^−1^) irradiation, respectively, which is used to induce phytochrome photoconversion. Ptot was normalized to seedling fresh weight.

### Accession numbers

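In TAIR10.1, PHYB lies on chromosome 2 from 8139756 to 8144461, PHYC on chromosome 5 from 14007812 to 14011848 and PHYD on chromosome 4 from 9195247 to 9199840. Each was measured in 18 libraries per line, over both temperatures and all 3 light conditions. PHYB had medians of 85.8 CPM in PHYD-YFP/abcde, 75.3 CPM in PHYD-YFP/abCde and 94.7 CPM in aBcde, and PHYC had 44.4, 41.3 and 38.4 CPM, which shows that transcripts of the mutant genes are counted in all 3 lines. Reads of the PHYD-YFP transgene count on PHYD, whose medians were 7196 CPM in PHYD-YFP/abcde, 21433 CPM in PHYD-YFP/abCde and 17.6 CPM in aBcde, the line without the transgene. In darkness, PHYD stood at 4447 ± 659 CPM at 17 °C and 10038 ± 890.0 CPM at 27 °C in PHYD-YFP/abcde, and at 15633 ± 1429 CPM and 32464 ± 3472 CPM in PHYD-YFP/abCde (SD, n = 3 each). Over the 6 conditions of temperature and light, the mean in PHYD-YFP/abCde was 2.26 to 3.59 times that in PHYD-YFP/abcde, and over the 6 combinations of line and light, the mean at 27 °C was 2.08 to 2.79 times that at 17 °C. For both comparisons the groups of 3 did not overlap in any of the 6 conditions, and a two-sided exact permutation test within conditions gave p = 3.12e-08 for each, the smallest it can give. In the model for all 54 libraries, where the scatter of PHYD in aBcde enters the variance, the adjusted p over the 24 contrasts of phytochrome genes ran from 0.0134 to 0.107 for these 12 comparisons. In aBcde, PHYD ran from 12.0 to 591 CPM, with the highest value in replicate 1 at 27 °C after 24 h R.

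**Figure D3:**
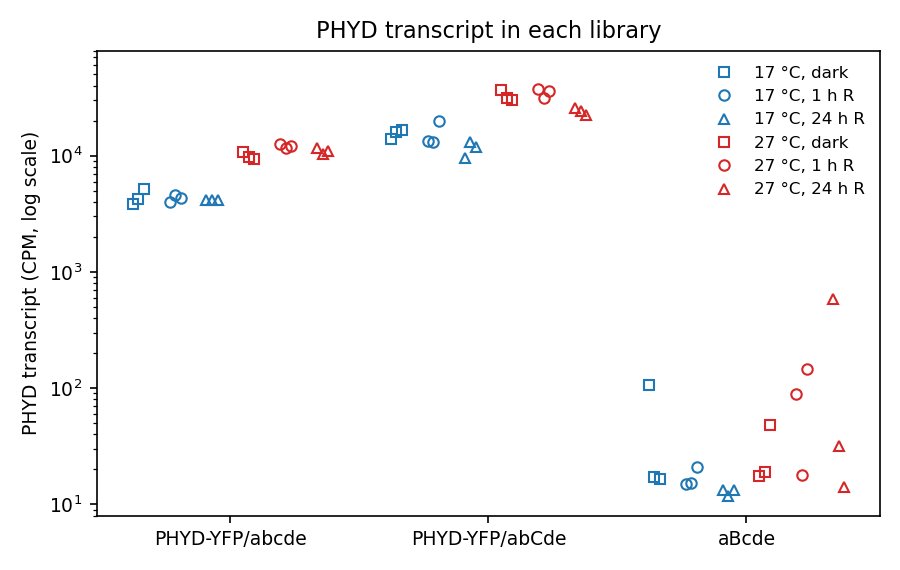
PHYD in CPM on a log scale in each library of PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde, by temperature and light, where each point is a library. All libraries of the lines with the transgene lie at or above 3905 CPM and all libraries of aBcde at or below 591 CPM.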

The accession numbers are PHYB, AT2G18790; PHYC, AT5G35840 and PHYD, AT4G16250.

### ChIP-seq analysis and ChIP qPCR assays

Surface-sterilized seeds were sowed on half-strength MS plates and stratified for 3 d at 4°C. Germination was induced by white light treatment for 6 h, then the plates were incubated in darkness for 6 d at 17°C. Following a red-light pulse at a 50 µmol m^−2^ s^−1^ fluence rate for 5 min, seedlings were fixed in 1% (v/v) formaldehyde solution. For generating non-irradiated samples for ChIP-qPCR assays, parallel sets of plants were kept in darkness until fixing in formaldehyde. The ChIP protocol by Werner Aufsatz (https://www.epigenome-noe.net/researchtools/protocol.php_protid=13.html) was applied with the following modifications. Chromatin samples were sonicated on ice six times for 10 s using a Vibra Cell sonicator (Sonics & Materials, Danbury, CT, USA) at 10% power. Sonicated and diluted chromatin samples were pre-cleared by 20 µl (bed volume) of binding control agarose beads (ChromoTek, Planegg, Germany) for 1 h at 4°C. Chromatin was precipitated using 12.5 µl GFP-Trap agarose beads (ChromoTek, Planegg, Germany) for 16 h at 4°C and was eluted from the beads, de-crosslinked, and DNA was extracted using the NucleoSpin® Gel and PCR Clean-up kit (Macherey-Nagel, Düren, Germany). The control (no-antibody) sample was produced by executing the same steps as mentioned earlier, but instead of GFP-Trap agarose beads, control agarose beads (i.e. without the immobilized anti-GFP antibody) were used for precipitation. Purified DNA samples were sequenced by Seqomics Ltd. (Mórahalom, Hungary).

The quality of reads was analyzed and filtered using fastqc.0.11.9. (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and TrimmomaticPE.0.39. (Bolger et al. 2014) programs with the following parameters: TruSeq3-PE-2 adapters were cut from the reads with 2:30:10 values. The bases were cut from the end of a read if below 5 quality score. The reads were trimmed from the 5ʹ end if the average quality dropped <20 in a five-base-pair-long-sliding window. Reads with an average quality of <20 were dropped. The minimum length of the reads should be 50 base pairs. In the next step, the high-quality reads were mapped to *A. thaliana* reference genome (https://www.arabidopsis.org, TAIR10 chromosome files) using Bowtie.2.4.2. (Langmead and Salzberg 2012). PCR duplicates were identified with PicardTools MarkDuplicates.2.24.1. (http://broadinstitute.github.io/picard/). Sambamba.0.8.0. (Tarasov et al. 2015) was used to filter with the following parameter: ‘[XS] == null and not unmapped and not duplicate’. Additionally, properly paired reads were selected using Samtools.1.11. (Danecek et al. 2021) for further analysis. Reads that aligned to the mitochondrial and chloroplast genome were removed. In the next step, macs.2.2.7.1. (Zhang et al. 2008, Heinz et al. 2010) program was used to identify the significantly enriched peaks compared to no-antibody control (4-fold or higher enrichment). Peaks were called using the following parameters: 1.19e+8 genome size, 0.05 for minimum FDR cutoff and 147 bp extension size with ‘--no model’. In the next sept, the peaks were annotated using TAIR10 annotation file (https://www.arabidopsis.org, TAIR10 gff3) with HOMER’s annotatePeaks.pl program (Heinz et al. 2010). Peaks were assigned to genes with the nearest promoter. IGV genome bowser were used for data visualization (Robinson et al. 2011). **Supplementary Fig. S14** shows examples how the identified peaks were assigned to genes. Two biological replicates were processed for each genotype and condition. Genes represented by at least one peak in both replicates were considered binding targets.

Alternatively, a volume of 1.5 μl of the purified DNA was analyzed in qPCR reactions using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA,) according to the manufacturer’s recommendation. Short segments within genomic regions identified by ChIP-seq analysis were amplified. Standard series were prepared from 10-fold dilutions of the input DNA samples. The control (no antibody) sample was produced from PHYB-GFP/AbCDE samples by executing the same steps ChIP protocol as mentioned earlier, but instead of GFP-Trap agarose beads, control agarose beads (i.e. without the immobilized anti-GFP antibody) were used for precipitation. A control primer set specific to a genomic region between genes At4g26900 and At4g26910 served as non-binding probe/target. Enrichment was calculated by normalizing values to the signals measured in the initial non-immunoprecipitated (input) samples and then to the values obtained for the non-binding control region. According to this method of calculation, specific chromatin association is indicated by values >1. In case of ChIP-qPCR experiments, three biological replicates were processed for each genotype and condition.

### Transcriptomic analysis

Four-day-old seedlings were grown on half-strength MS plates at 17°C or 27°C in the dark as described earlier; 0.1 g plant material was snap frozen in liquid nitrogen from etiolated or 1 h or 24 h R (50 µmol m^−2^ s^−1^) illuminated seedlings. Total RNA was extracted using RNeasy Miniprep Kits (Qiagen, Germantown, MD, USA) according to the manufacturer’s instructions. RNA sequencing was done by Novogene, Cambridge, UK.

High-quality reads were achieved using fastqc.0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and TrimmomaticPE.0.39. (Bolger et al. 2014), as described in the ChIP-seq analysis section. Next, the high-quality reads were mapped to *A. thaliana* reference genome (https://www.arabidopsis.org, TAIR10 chromosome files) using STAR.2.7.8a (Dobin et al. 2013) and sorted by coordinates using Samtools.1.11. (Danecek et al. 2021). Aligned reads were used to calculate the count data for all genes found in the *Arabidopsis* genome (https://www.arabidopsis.org, TAIR10 gff3) using htseq-count.0.13.5 (Anders et al. 2015). Next, tRNA, rRNA, mitochondrium and chloroplast genes were removed from the feature list. Genes having less than five counts per >75% of the samples were also excluded. Significant changes in gene expression elicited by light treatments were calculated from the log-transformed quantile-normalized intensities of the samples. For each temperature treatment, light exposure and genotype, plants kept in dark were used as dark control. The log2 fold changes and the FDR-adjusted *P*-values (*q*-values) were calculated using edgeR.3.38.4 (Huber et al. 2015; Robinson et al. 2010) library.

## Supplementary Material

pcae089_Supp

## Data Availability

ChIP-seq and transcriptome data can be accessed from the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE253043 and GSE253236.

## References

[R1] Ádám É., Kircher S., Liu P., Mérai Z., González-Schain N., Hörner M., et al. (2013) Comparative functional analysis of full-length and N-terminal fragments of phytochrome C, D and E in red light-induced signaling. *New Phytol*. 200: 86–96.23772959 10.1111/nph.12364

[R2] Anders S., Pyl P.T. and Huber W. (2015) HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics (Oxford, England)* 31: 166–169.25260700 10.1093/bioinformatics/btu638PMC4287950

[R3] Aukerman M.J., Hirschfeld M., Wester L., Weaver M., Clack T., Amasino R.M., et al. (1997) A deletion in the PHYD gene of the *Arabidopsis* Wassilewskija ecotype defines a role for phytochrome D in red/far-red light sensing. *Plant Cell* 9: 1317–1326.9286109 10.1105/tpc.9.8.1317PMC157000

[R4] Bae G. and Choi G. (2008) Decoding of light signals by plant phytochromes and their interacting proteins. *Annu. Rev. Plant Biol*. 59: 281–311.18257712 10.1146/annurev.arplant.59.032607.092859

[R5] Bolger A.M., Lohse M. and Usadel B. (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics (Oxford, England)* 30: 2114–2120.24695404 10.1093/bioinformatics/btu170PMC4103590

[R6] Briggs W.R. and Christie J.M. (2002) Phototropins 1 and 2: versatile plant blue-light receptors. *Trends Plant Sci*. 7: 204–210.11992825 10.1016/s1360-1385(02)02245-8

[R7] Burko Y., Seluzicki A., Zander M., Pedmale U.V., Ecker J.R. and Chory J. (2020) Chimeric activators and repressors define HY5 activity and reveal a light-regulated feedback mechanism. *Plant Cell* 32: 967–983.32086365 10.1105/tpc.19.00772PMC7145465

[R8] Chen F., Li B., Li G., Charron J.-B., Dai M., Shi X., et al. (2014) *Arabidopsis* phytochrome a directly targets numerous promoters for individualized modulation of genes in a wide range of pathways. *Plant Cell* 26: 1949–1966.24794133 10.1105/tpc.114.123950PMC4079361

[R9] Clack T., Shokry A., Moffet M., Liu P., Faul M. and Sharrock R.A. (2009) Obligate heterodimerization of *Arabidopsis* phytochromes C and E and interaction with the PIF3 basic helix-loop-helix transcription factor. *Plant Cell* 21: 786–799.19286967 10.1105/tpc.108.065227PMC2671712

[R10] Clough S.J. and Bent A.F. (1998) Floral dip: a simplified method for Agrobacterium-mediated transformation of *Arabidopsis thaliana*. *Plant J*. 16: 735–743.10069079 10.1046/j.1365-313x.1998.00343.x

[R11] Danecek P., Bonfield J.K., Liddle J., Marshall J., Ohan V., Pollard M.O., et al. (2021) Twelve years of SAMtools and BCFtools. *GigaScience* 10: giab008.10.1093/gigascience/giab008PMC793181933590861

[R12] Demarsy E. and Fankhauser C. (2009) Higher plants use LOV to perceive blue light. *Curr. Opin. Plant Biol*. 12: 69–74.18930433 10.1016/j.pbi.2008.09.002

[R13] Devlin P.F., Patel S.R. and Whitelam G.C. (1998) Phytochrome E influences internode elongation and flowering time in *Arabidopsis*. *Plant Cell* 10: 1479–1487.9724694 10.1105/tpc.10.9.1479PMC144080

[R14] Devlin P.F., Robson P.R., Patel S.R., Goosey L., Sharrock R.A. and Whitelam G.C. (1999) Phytochrome D acts in the shade-avoidance syndrome in *Arabidopsis* by controlling elongation growth and flowering time. *Plant Physiol*. 119: 909–915.10069829 10.1104/pp.119.3.909PMC32105

[R15] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., et al. (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics (Oxford, England)* 29: 15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[R16] Dobos O., Horvath P., Nagy F., Danka T. and Viczián A. (2019) A deep learning-based approach for high-throughput hypocotyl phenotyping. *Plant Physiol*. 181: 1415–1424.31636105 10.1104/pp.19.00728PMC6878028

[R17] Fankhauser C. and Chen M. (2008) Transposing phytochrome into the nucleus. *Trends Plant Sci*. 13: 596–601.18824397 10.1016/j.tplants.2008.08.007

[R18] Fernández A.P., Gil P., Valkai I., Nagy F. and Schäfer E. (2005) Analysis of the function of the photoreceptors phytochrome B and phytochrome D in *Nicotiana plumbaginifolia* and *Arabidopsis thaliana*. *Plant Cell Physiol*. 46: 790–796.15753105 10.1093/pcp/pci073

[R19] Franklin K.A., Praekelt U., Stoddart W.M., Billingham O.E., Halliday K.J. and Whitelam G.C. (2003) Phytochromes B, D, and E act redundantly to control multiple physiological responses in *Arabidopsis*. *Plant Physiol*. 131: 1340–1346.12644683 10.1104/pp.102.015487PMC166893

[R20] González-Grandío E., Álamos S., Zhang Y., Dalton-Roesler J., Niyogi K.K., García H.G., et al. (2022) Chromatin changes in phytochrome interacting factor-regulated genes parallel their rapid transcriptional response to light. *Front. Plant Sci*. 13: 803441.10.3389/fpls.2022.803441PMC889170335251080

[R21] Halliday K.J. and Whitelam G.C. (2003) Changes in photoperiod or temperature alter the functional relationships between phytochromes and reveal roles for phyD and phyE. *Plant Physiol*. 131: 1913–1920.12692350 10.1104/pp.102.018135PMC166947

[R22] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., et al. (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38: 576–589.20513432 10.1016/j.molcel.2010.05.004PMC2898526

[R23] Hu W., Franklin K.A., Sharrock R.A., Jones M.A., Harmer S.L. and Lagarias J.C. (2013) Unanticipated regulatory roles for *Arabidopsis* phytochromes revealed by null mutant analysis. *Proc. Natl. Acad. Sci. U.S.A*. 110: 1542–1547.23302690 10.1073/pnas.1221738110PMC3557068

[R24] Huber W., Carey V.J., Gentleman R., Anders S., Carlson M., Carvalho B.S., et al. (2015) Orchestrating high-throughput genomic analysis with bioconductor. *Nat. Methods* 12: 115–121.25633503 10.1038/nmeth.3252PMC4509590

[R25] Jung J.-H., Domijan M., Klose C., Biswas S., Ezer D., Gao M., et al. (2016) Phytochromes function as thermosensors in *Arabidopsis*. *Science (New York, N.Y.)* 354: 886–889.27789797 10.1126/science.aaf6005

[R26] Kerbler S.M. and Wigge P.A. (2023) Temperature sensing in plants. *Annu. Rev. Plant Biol*. 74: 341–366.36854477 10.1146/annurev-arplant-102820-102235

[R27] Kim C., Kwon Y., Jeong J., Kang M., Lee G.S., Moon J.H., et al. (2023) Phytochrome B photobodies are comprised of phytochrome B and its primary and secondary interacting proteins. *Nat. Commun*. 14: 1708.10.1038/s41467-023-37421-zPMC1004283536973259

[R28] Kircher S., Gil P., Kozma-Bognár L., Fejes E., Speth V., Husselstein-Muller T., et al. (2002) Nucleocytoplasmic partitioning of the plant photoreceptors phytochrome A, B, C, D, and E is regulated differentially by light and exhibits a diurnal rhythm. *Plant Cell* 14: 1541–1555.12119373 10.1105/tpc.001156PMC150705

[R29] Klose C. (2019) In vivo spectroscopy. *Methods Mol. Biol*. 2026: 113–120.31317406 10.1007/978-1-4939-9612-4_8

[R30] Klose C., Nagy F. and Schäfer E. (2020) Thermal reversion of plant phytochromes. *Mol. Plant* 13: 386–397.31812690 10.1016/j.molp.2019.12.004

[R31] Klose C., Viczián A., Kircher S., Schäfer E. and Nagy F. (2015) Molecular mechanisms for mediating light-dependent nucleo/cytoplasmic partitioning of phytochrome photoreceptors. *New Phytol*. 206: 965–971.26042244 10.1111/nph.13207PMC4406131

[R32] Langmead B. and Salzberg S.L. (2012) Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9: 357–359.22388286 10.1038/nmeth.1923PMC3322381

[R33] Legris M., Klose C., Burgie E.S., Rojas C.C.R., Neme M., Hiltbrunner A., et al. (2016) Phytochrome B integrates light and temperature signals in *Arabidopsis*. *Science (New York, N.Y.)* 354: 897–900.27789798 10.1126/science.aaf5656

[R34] Leivar P., Monte E., Oka Y., Liu T., Carle C., Castillon A., et al. (2008) Multiple phytochrome-interacting bHLH transcription factors repress premature seedling photomorphogenesis in darkness. *Curr. Biol*. 18: 1815–1823.19062289 10.1016/j.cub.2008.10.058PMC2651225

[R35] Liu P. and Sharrock R.A. (2013) Directed dimerization: an in vivo expression system for functional studies of type II phytochromes. *Plant J*. 75: 915–926.23738620 10.1111/tpj.12255

[R36] Mathews S. (2005) Phytochrome evolution in green and nongreen plants. *J. Hered*. 96: 197–204.15695552 10.1093/jhered/esi032

[R37] Mathews S. and McBreen K. (2008) Phylogenetic relationships of B-related phytochromes in the Brassicaceae: redundancy and the persistence of phytochrome D. *Mol. Phylogen. Evol*. 49: 411–423.10.1016/j.ympev.2008.07.02618768161

[R38] Medzihradszky M., Bindics J., Ádám É., Viczián A., Klement É., Lorrain S., et al. (2013) Phosphorylation of phytochrome B inhibits light-induced signaling via accelerated dark reversion in *Arabidopsis*. *Plant Cell* 25: 535–544.23378619 10.1105/tpc.112.106898PMC3608776

[R39] Monte E., Alonso J.M., Ecker J.R., Zhang Y., Li X., Young J., et al. (2003) Isolation and characterization of phyC mutants in *Arabidopsis* reveals complex crosstalk between phytochrome signaling pathways. *Plant Cell* 15: 1962–1980.12953104 10.1105/tpc.012971PMC181324

[R40] Nagy F. and Schäfer E. (2002) Phytochromes control photomorphogenesis by differentially regulated, interacting signaling pathways in higher plants. *Annu. Rev. Plant Biol*. 53: 329–355.12221979 10.1146/annurev.arplant.53.100301.135302

[R41] Ni W., Xu S.-L., Tepperman J.M., Stanley D.J., Maltby D.A., Gross J.D., et al. (2014) A mutually assured destruction mechanism attenuates light signaling in *Arabidopsis*. *Science (New York, N.Y.)* 344: 1160–1164.24904166 10.1126/science.1250778PMC4414656

[R42] Quail P.H. (2002) Phytochrome photosensory signalling networks. *Nat. Rev. Mol. Cell Biol*. 3: 85–93.11836510 10.1038/nrm728

[R43] Rizzini L., Favory -J.-J., Cloix C., Faggionato D., O’Hara A., Kaiserli E., et al. (2011) Perception of UV-B by the *Arabidopsis* UVR8 protein. *Science (New York, N.Y.)* 332: 103–106.21454788 10.1126/science.1200660

[R44] Robinson J.T., Thorvaldsdóttir H., Winckler W., Guttman M., Lander E.S., Getz G., et al. (2011) Integrative genomics viewer. *Nat. Biotechnol*. 29: 24–26.21221095 10.1038/nbt.1754PMC3346182

[R45] Robinson M.D., McCarthy D.J. and Smyth G.K. (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics (Oxford, England)* 26: 139–140.19910308 10.1093/bioinformatics/btp616PMC2796818

[R46] Rockwell N.C., Su Y.-S. and Lagarias J.C. (2006) Phytochrome structure and signaling mechanisms. *Annu. Rev. Plant Biol*. 57: 837–858.16669784 10.1146/annurev.arplant.56.032604.144208PMC2664748

[R47] Sánchez-Lamas M., Lorenzo C.D., Cerdán P.D. and Fankhauser C. (2016) Bottom-up assembly of the phytochrome network. *PLoS Genet*. 12: e1006413.10.1371/journal.pgen.1006413PMC509879327820825

[R48] Sharrock R.A. and Clack T. (2004) Heterodimerization of type II phytochromes in *Arabidopsis*. *Proc. Natl. Acad. Sci. U.S.A*. 101: 11500–11505.15273290 10.1073/pnas.0404286101PMC509229

[R49] Sharrock R.A., Clack T. and Goosey L. (2003a) Differential activities of the *Arabidopsis* phyB/D/E phytochromes in complementing phyB mutant phenotypes. *Plant Mol. Biol*. 52: 135–142.12825695 10.1023/a:1023901718508

[R50] Sharrock R.A., Clack T. and Goosey L. (2003b) Signaling activities among the *Arabidopsis* phyB/D/E-type phytochromes: a major role for the central region of the apoprotein. *Plant J*. 34: 317–326.12713538 10.1046/j.1365-313x.2003.01722.x

[R51] Shin J., Kim K., Kang H., Zulfugarov I.S., Bae G., Lee C.-H., et al. (2009) Phytochromes promote seedling light responses by inhibiting four negatively-acting phytochrome-interacting factors. *Proc. Natl. Acad. Sci. U.S.A*. 106: 7660–7665.19380720 10.1073/pnas.0812219106PMC2678665

[R52] Strasser B., Sánchez-Lamas M., Yanovsky M.J., Casal J.J. and Cerdán P.D. (2010) *Arabidopsis thaliana* life without phytochromes. *Proc. Natl. Acad. Sci. U.S.A*. 107: 4776–4781.20176939 10.1073/pnas.0910446107PMC2842051

[R53] Sun Y., Fan X.-Y., Cao D.-M., Tang W., He K., Zhu J.-Y., et al. (2010) Integration of brassinosteroid signal transduction with the transcription network for plant growth regulation in *Arabidopsis*. *Dev. Cell* 19: 765–777.21074725 10.1016/j.devcel.2010.10.010PMC3018842

[R54] Tarasov A., Vilella A.J., Cuppen E., Nijman I.J. and Prins P. (2015) Sambamba: fast processing of NGS alignment formats. *Bioinformatics (Oxford, England)* 31: 2032–2034.25697820 10.1093/bioinformatics/btv098PMC4765878

[R55] Vanhaelewyn L., Bernula P., Van Der Straeten D., Vandenbussche F. and Viczián A. (2019) UVR8-dependent reporters reveal spatial characteristics of signal spreading in plant tissues. *Photochem. Photobiol. Sci*. 18: 1030–1045.30838366 10.1039/c8pp00492g

[R56] Viczián A., Ádám É., Staudt A.-M., Lambert D., Klement E., Romero Montepaone S., et al. (2020) Differential phosphorylation of the N-terminal extension regulates phytochrome B signaling. *New Phytol*. 225: 1635–1650.31596952 10.1111/nph.16243

[R57] Wang Q. and Lin C. (2020) Mechanisms of cryptochrome-mediated photoresponses in plants. *Annu. Rev. Plant Biol*. 71: 103–129.32169020 10.1146/annurev-arplant-050718-100300PMC7428154

[R58] Wang Z.-Y., Wang Q., Chong K., Wang F., Wang L., Bai M., et al. (2006) The brassinosteroid signal transduction pathway. *Cell Res*. 16: 427–434.16699538 10.1038/sj.cr.7310054PMC2990686

[R59] Wu J., Wang W., Xu P., Pan J., Zhang T., Li Y., et al. (2019) phyB interacts with BES1 to regulate brassinosteroid signaling in *Arabidopsis*. *Plant Cell Physiol*. 60: 353–366.30388258 10.1093/pcp/pcy212

[R60] Yu X., Li L., Zola J., Aluru M., Ye H., Foudree A., et al. (2011) A brassinosteroid transcriptional network revealed by genome-wide identification of BESI target genes in *Arabidopsis thaliana*. *Plant J*. 65: 634–646.21214652 10.1111/j.1365-313X.2010.04449.x

[R61] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., et al. (2008) Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 9: R137.10.1186/gb-2008-9-9-r137PMC259271518798982

# Supplementary material for: Phytochrome C and Low Temperature Promote the Protein Accumulation and Red-Light Signaling of Phytochrome D
**Source:** Plant Cell Physiol. 2024 Aug 9;65(10):1717–35. doi: 10.1093/pcp/pcae089
**Supplement:** pcae089_Supp

# **Phytochrome C and Low Temperature Promote the Protein Accumulation and Red Light Signaling of Phytochrome D**

Csaba Péter, Éva Ádám, Cornelia Klose, Gábor Grézel, Anita Hajdu, Gábor Steinbach, László Kozma-Bognár, Dániel Silhavy, Ferenc Nagy and András Viczián

## **SUPPLEMENTARY TABLES AND FIGURES**

|              | PHYD-YFP/abcde |      |       |      | PHYD-YFP/abCde |      |       |      | aBcde |      |       |      |
|--------------|----------------|------|-------|------|----------------|------|-------|------|-------|------|-------|------|
|              | 17 °C          |      | 27 °C |      | 17 °C          |      | 27 °C |      | 17 °C |      | 27 °C |      |
|              | 1 h            | 24 h | 1 h   | 24 h | 1 h            | 24 h | 1 h   | 24 h | 1 h   | 24 h | 1 h   | 24 h |
| <b>up</b>    | 1              | 501  | 6     | 272  | 3              | 996  | 9     | 1108 | 559   | 1906 | 106   | 1690 |
| <b>down</b>  | 6              | 183  | 4     | 41   | 4              | 738  | 21    | 704  | 898   | 1678 | 136   | 1038 |
| <b>total</b> | 7              | 684  | 10    | 313  | 7              | 1734 | 30    | 1812 | 1457  | 3584 | 242   | 2728 |

**Supplementary Table S1. Differentially expressed genes (DEGs).**

RNA-seq was conducted from PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde lines grown in dark at 17 or 27 °C, and then the plants were treated with red light for 1 or 24 hours (h). 

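In PHYD-YFP/abcde, the DEGs after 24 h R at 17 °C numbered 697 (557 up and 140 down), those after 1 h R at 27 °C 39 (35 up and 4 down) and those after 24 h R at 27 °C 564 (533 up and 31 down). In these 3 comparisons the irradiated and dark replicates did not overlap for 28.6%, 15.6% and 25.7% of all tested genes, where chance gives 10%. After 24 h R at 17 °C, RPT2 (AT2G30520, on chromosome 2 of TAIR10.1 from 13002686 to 13005746) had the smallest adjusted p among the genes that rose, from 25.2 ± 4.06 CPM to 149.7 ± 4.41 CPM (SD, n = 3), and PIL1 among those that fell, with a log2 fold change of -1.48 (SE 0.18, adjusted p = 1.72e-07). The response of PHYD-YFP/abCde differed from that of PHYD-YFP/abcde, by the interaction term, in 26 genes after 1 h R and 470 after 24 h R at 17 °C. At 27 °C, 0 genes differed after 1 h R (805 at an unadjusted p under 0.05, below the share of 0.05 that chance gives) and 176 after 24 h R. GI had the smallest adjusted p after 1 h R at 17 °C, with a difference of 1.45 on the log2 scale (SE 0.16, adjusted p = 4.76e-07), and the difference for LNK3 was 2.33 (SE 0.28, adjusted p = 2.19e-06). The response to 24 h R at 17 °C differed from that at 27 °C in 1333 genes in PHYD-YFP/abCde and in 1039 in aBcde, among them BCAT-1 (AT1G10060), with differences of 3.14 (SE 0.20, adjusted p = 1.07e-15) and 2.03 (SE 0.19, adjusted p = 1.47e-09).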

Categories named ,up' and ,down' show the number of genes that showed significant (adjusted p value <0.05) and at least two times up- or downregulation relative to the corresponding dark control. Category named ,total' contains the summary of ,up' and ,down'.

|                                                                                         | <b>PHYD-<br/>YFP/abcde</b> | <b>PHYD-<br/>YFP/abCde</b> | <b>PHYB-<br/>GFP/AbCDE</b> |
|-----------------------------------------------------------------------------------------|----------------------------|----------------------------|----------------------------|
| Total number of peaks (the sum of the number of peaks in all replicates)                | 49                         | 1006                       | 136                        |
| Number of unique genes associated with at least 1 peak at least in one replicate sample | 39                         | 880                        | 67                         |
| Number of unique genes associated with 1 peak at least in one replicate sample          | 37                         | 840                        | 54                         |
| Number of unique genes associated with 2 peaks at least in one replicate sample         | 2                          | 35                         | 8                          |
| Number of unique genes associated with 3 peaks at least in one replicate sample         | 0                          | 5                          | 3                          |
| Number of unique genes associated with 4 peaks at least in one replicate sample         | 0                          | 0                          | 2                          |
| <b>Number of unique genes associated with at least 1 peak in two replicate samples</b>  | <b>8</b>                   | <b>74</b>                  | <b>38</b>                  |

**Supplementary Table S2. Statistics on the association of peaks identified by the ChIP-seq assay with genes.**

Based on the data shown in Supplementary dataset S4, the number of all peaks and the corresponding genes were calculated and are listed here.

|                              |                                 |
|------------------------------|---------------------------------|
| <b>YFP_RT Fwd</b>            | TTTACCAGACAACCATTACCTG          |
| <b>YFP_RT Rev</b>            | GTTACAAACTCAAGAAGGACCA          |
| <b>PHYD_RT Fw</b>            | GACATGGATTATAAACGAGGATCAG       |
| <b>PHYD_RT Rev</b>           | TCTCTAGCAGAAATGAACCGT           |
| <b>TUB2/3-RT Fwd</b>         | CCAGCTTTGGTGATTTGAAC            |
| <b>TUB2/3_RT Rev</b>         | CAAGCTTTCGGAGGTCAGAG            |
| <b>At4g26900/10 ChIP Fwd</b> | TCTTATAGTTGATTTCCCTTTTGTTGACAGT |
| <b>At4g26900/10 ChIP Rev</b> | GCTGAGAAAGTGAACATACGTTGCT       |
| <b>PIL1 ChIP Fwd</b>         | ATAACACAAAGGGGTGGATG            |
| <b>PIL1 ChIP Rev</b>         | TAAATGGGACCCACAATTAG            |
| <b>BBX28 ChIP Fwd</b>        | GCCCATTAAGTTGTGTTATGGTC         |
| <b>BBX28 ChIP Rev</b>        | AGGAGGAGAGCGAGATTCTG            |
| <b>BGH2 ChIP Fwd</b>         | GTAGTGTGGGTCCTACTTCA            |
| <b>BGH2 ChIP Rev</b>         | TATGCTTATGATTGGCTGAGAG          |
| <b>BBX29 ChIP Fwd</b>        | AGACGTGTATTGAGGACCAG            |
| <b>BBX29 ChIP Rev</b>        | TCGTATAGAGGAGAGGGAAGAT          |
| <b>ATHB2 ChIP Fwd</b>        | GTAGTGTTACGTGCATGTC             |
| <b>ATHB2 ChIP Rev</b>        | GCTAATCGACAAGTCAACATCC          |
| <b>PIL2 ChIP Fwd</b>         | GTTTCACAAACCGATAGTACGAC         |
| <b>PIL2 ChIP Rev</b>         | TGAATGTTCTTCCCACAACCA           |

**Supplementary Table S3. Primers used in the study.**

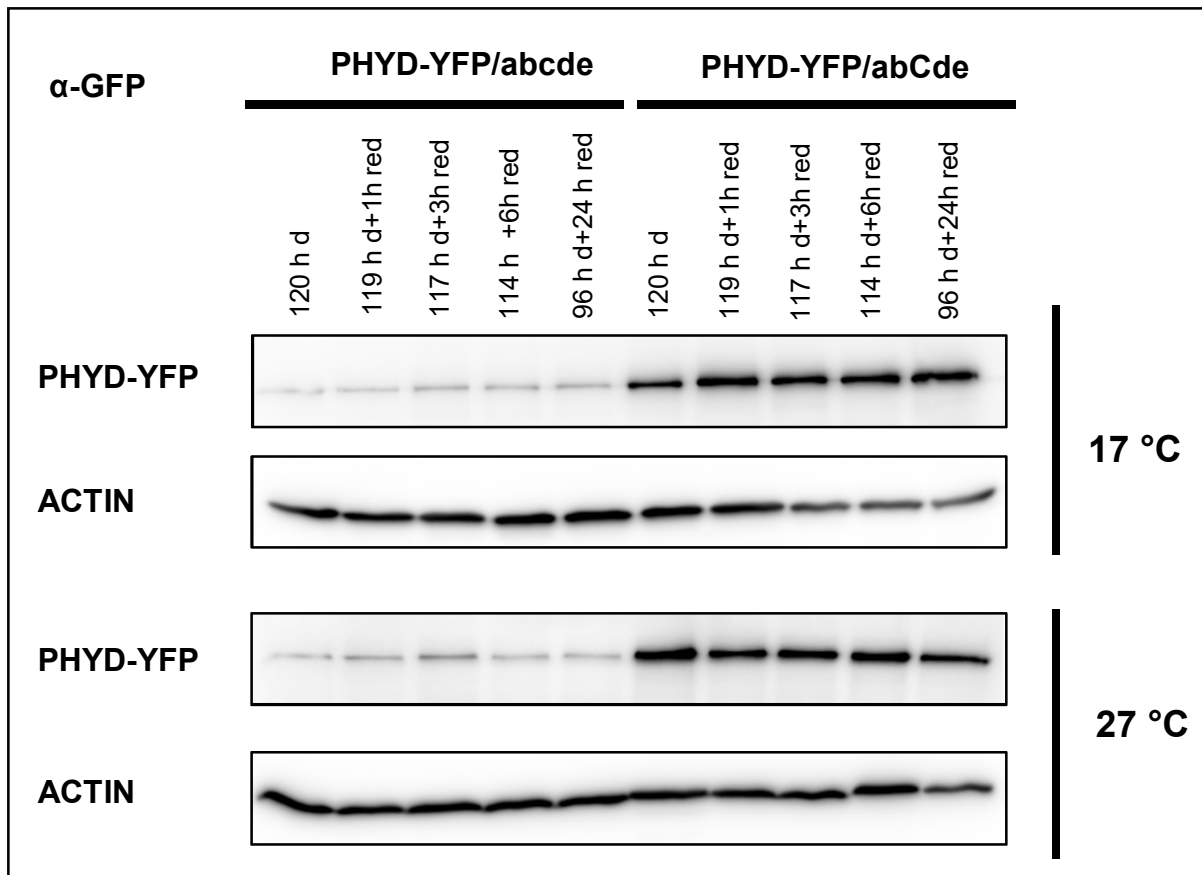

**Supplementary Fig. S1. Short irradiation of red light does not modify PHYD-YFP accumulation.**

Seedlings expressing *35S:PHYD-YFP* either in the *abcde* or in the *abCde* genetic background were grown in the dark (d), irradiated with constant red light ( $50 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for the indicated times at 17 or at 27 °C. The amount of PHYD-YFP protein was determined by immunoblotting using anti-GFP antibody. ACTIN was used as loading control.

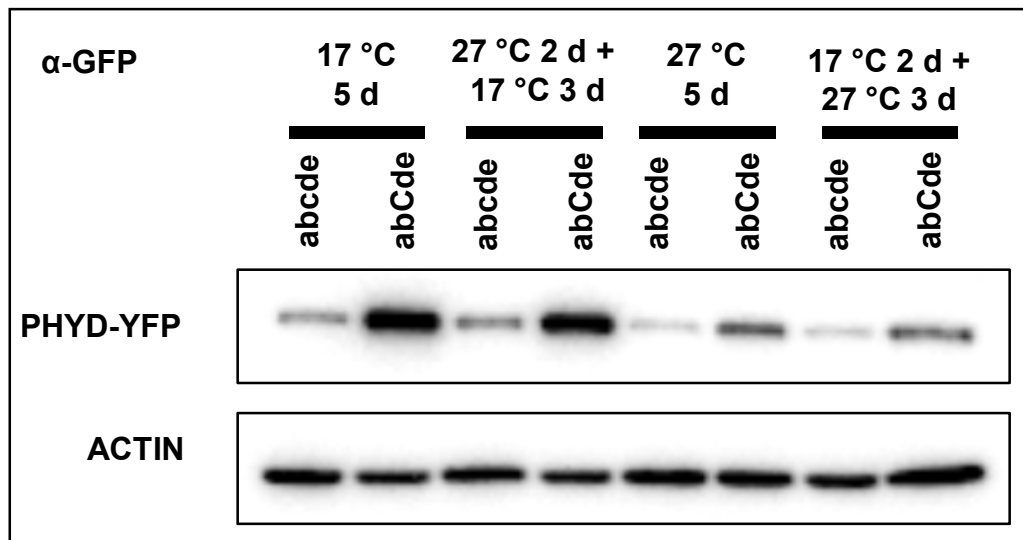

**Supplementary Fig. S2. Temperature shift modifies PHYD-YFP protein accumulation.**

Seedlings expressing *35S:PHYD-YFP* either in the abcde or in the abCde genetic background were grown under constant R light ( $50 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) irradiation either at 17 or at 27 °C for 5 days or 2 days and shifted to the other temperature (17-to-27 or 27-to-17 °C) for 3 days. The amount of PHYD-YFP protein was determined by immunoblotting using anti-GFP antibody. ACTIN was used as loading control.

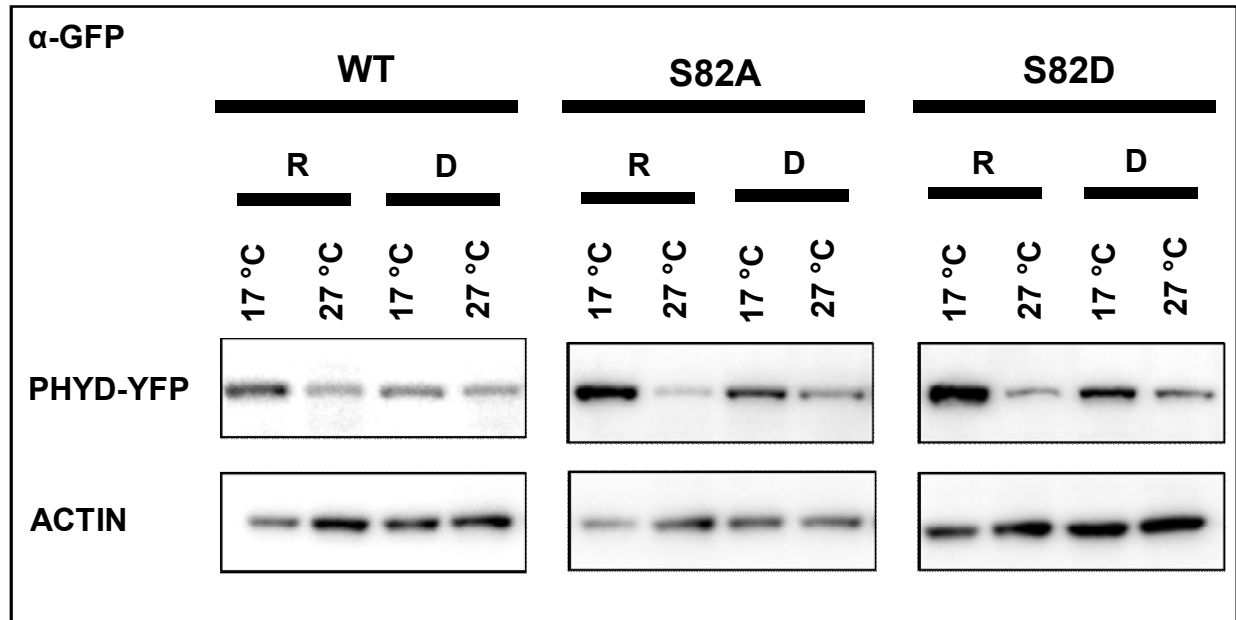

**Figure S3. Accumulation of PHYD-YFP protein depends on the temperature in the dark and under constant R irradiation.**

Seedlings expressing *35S:PHYD-YFP* (WT) or its mutant versions containing the serine 82 substitution to alanine (S82A) or aspartic acid (S82D) in the abCdE genetic background were grown in the dark (D) or under constant red irradiation (R,  $50 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 5 days at 17 or 27 °C. Amounts of PHYD-YFP protein was determined by immunoblotting using anti-GFP antibody and ACTIN is used as loading control.

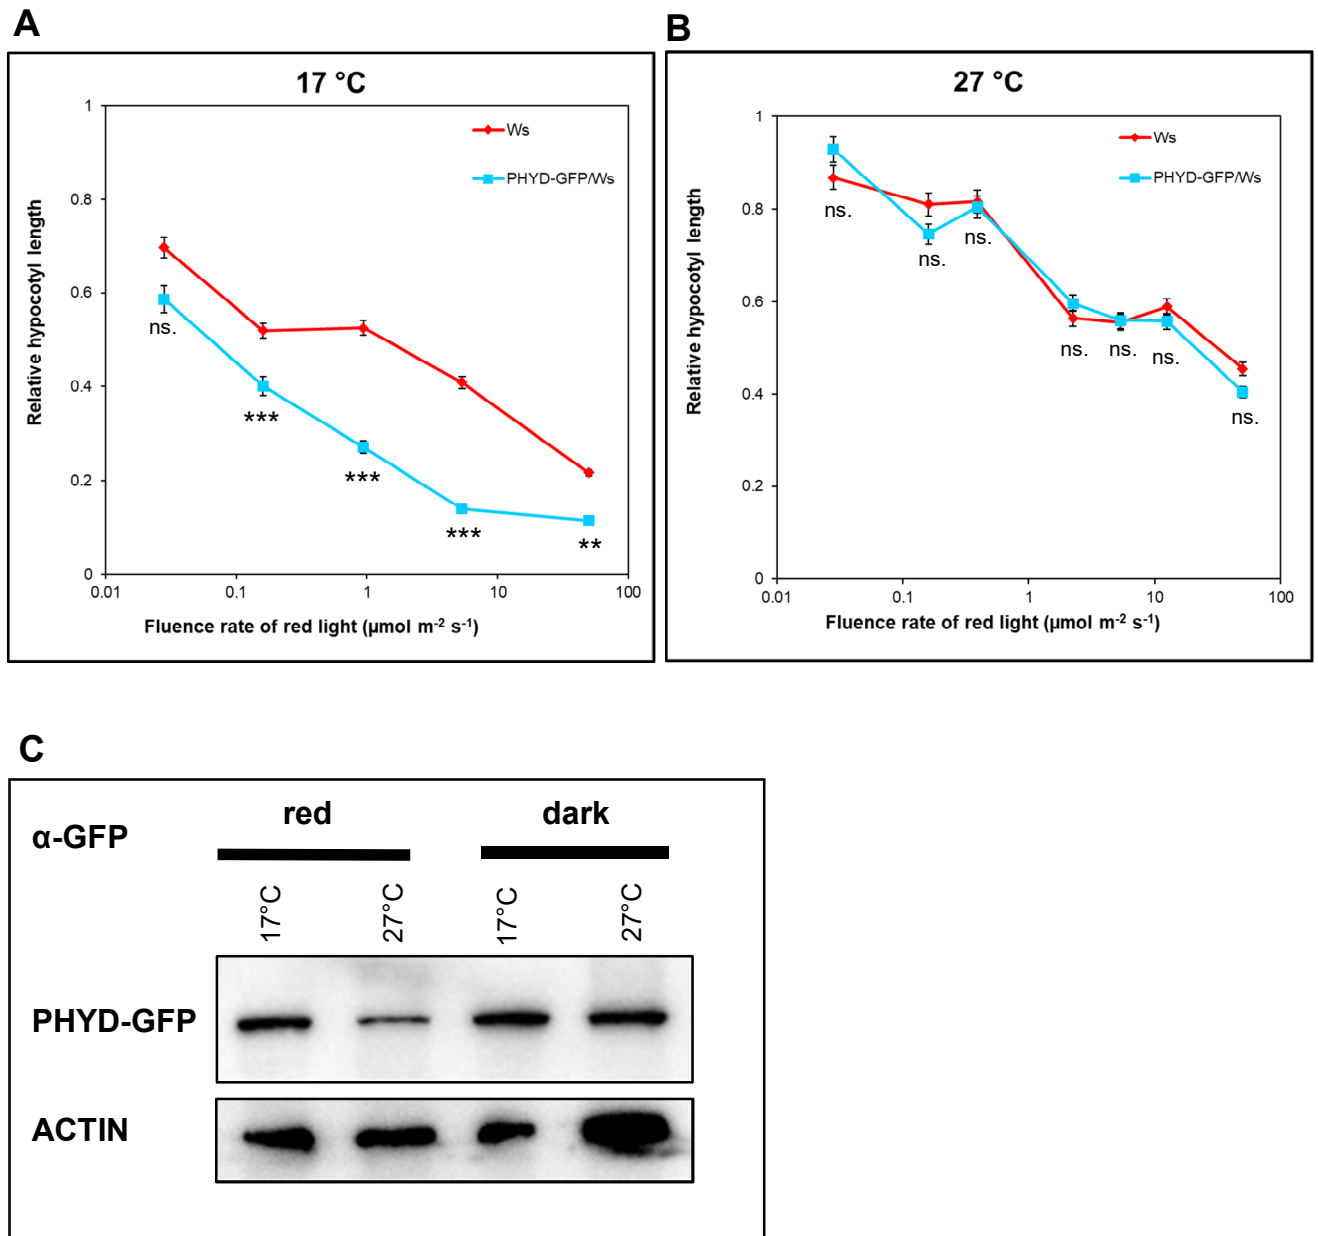

**Supplementary Fig. S4. PHYD-GFP effectively modulates photomorphogenesis in Ws ecotype at lower temperature.**

Seedlings were grown at either 17 °C (A) or at 27 °C (B) for 4 days under different fluences of constant red light irradiation. Hypocotyl values relative to the corresponding dark controls are shown.  $n \geq 30$ , error bars indicate standard errors. Asterisks denote significant difference between the 17 and 27 °C treatment (Mann-Whitney U test, \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; ns.: not significant). (C) PHYD-YFP/Ws seedlings were grown as in (A) and (B) and the amount of PHYD-GFP protein was determined by immunoblotting using anti-GFP antibody. ACTIN was used as loading control.

**A**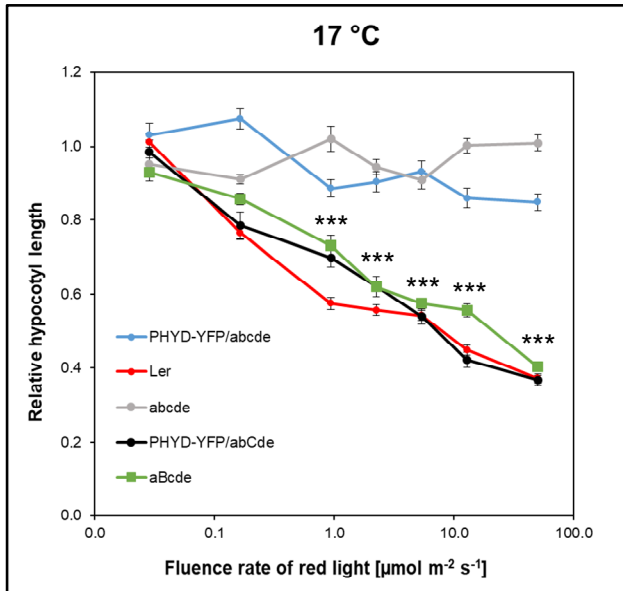**B**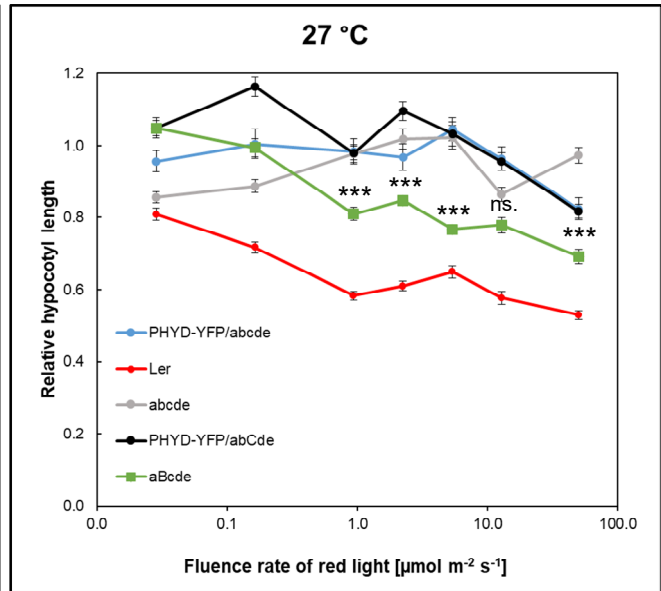

**Supplementary Fig. S5. *phyB* mediates efficient red light signaling both at 17 and 27 °C.** Seedlings were grown at either 17 °C (A) or at 27 °C (B) for 4 days under different fluences of constant R light irradiation. Hypocotyl values relative to the corresponding dark controls are shown.  $n \geq 30$ , error bars indicate standard errors. Asterisks denote significant difference between the aBcde and the abcde lines at the marked data points (Mann-Whitney U test, \*\*\*  $p < 0.001$ ; ns.: not significant). Data are taken from Fig. 1, supplemented with the values of the aBcde line.

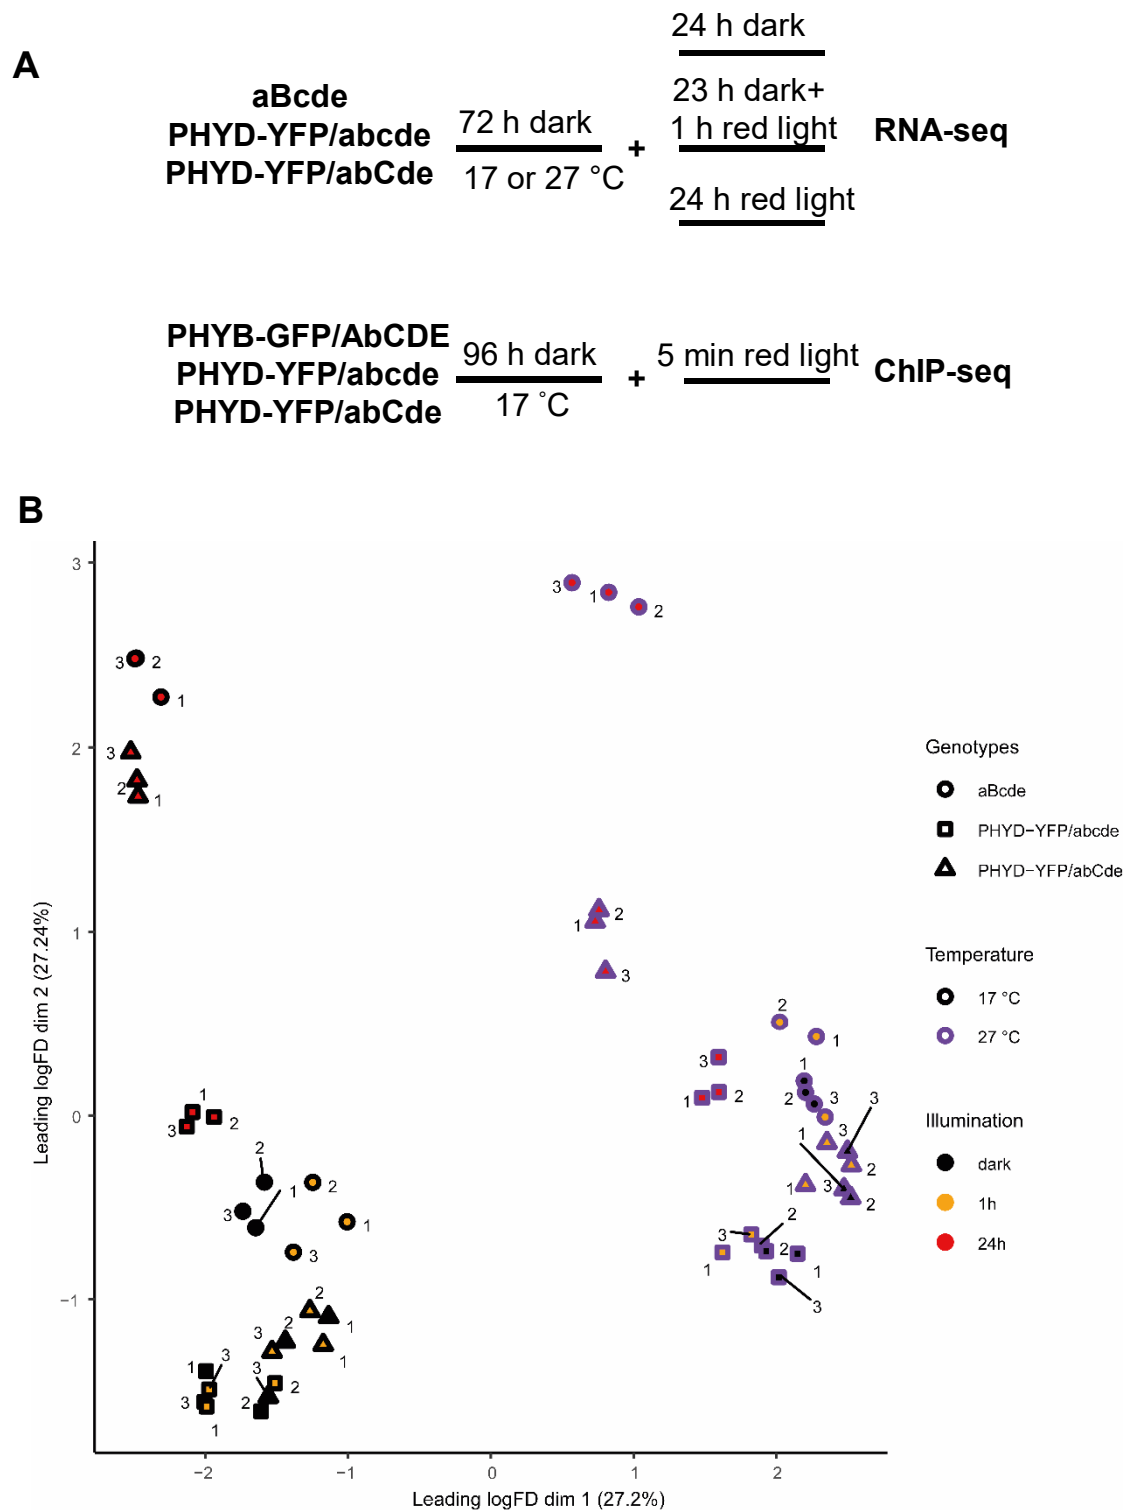

**Supplementary Fig. S6. Effect of red light treatment on gene expression in different Arabidopsis phytochrome mutants.**

(A) Schematic representation of the experimental setup for comparative RNA- and ChIP-seq analysis. (B) PCA analyses of transcriptomes of dark-grown and red light treated samples. 

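On the second principal component, the groups irradiated for 24 h at 17 °C had means of 3.43 ± 3.52 in PHYD-YFP/abcde, 64.8 ± 2.33 in PHYD-YFP/abCde and 78.1 ± 6.68 in aBcde (SD, n = 3 libraries each). Their dark controls lay at -46.3 ± 8.72, -35.7 ± 3.96 and -37.9 ± 2.05. At 27 °C after 24 h R, the means were 14.1 ± 6.05 in PHYD-YFP/abcde, 39.6 ± 12.1 in PHYD-YFP/abCde and 98.0 ± 1.89 in aBcde, against -19.3 ± 4.07, -7.18 ± 5.15 and 1.54 ± 1.41 in darkness. The widest spread along this component was that of PHYD-YFP/abCde at 17 °C after 1 h R, at -45.9 ± 23.2.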

RNA-seq was conducted from samples (three repeats) isolated from PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde Arabidopsis lines grown at 17 or 27 °C in dark for 96 h or dark-grown seedlings were red light treated for 1 h or for 24 h. Note that the repeats of all samples are well clustered.

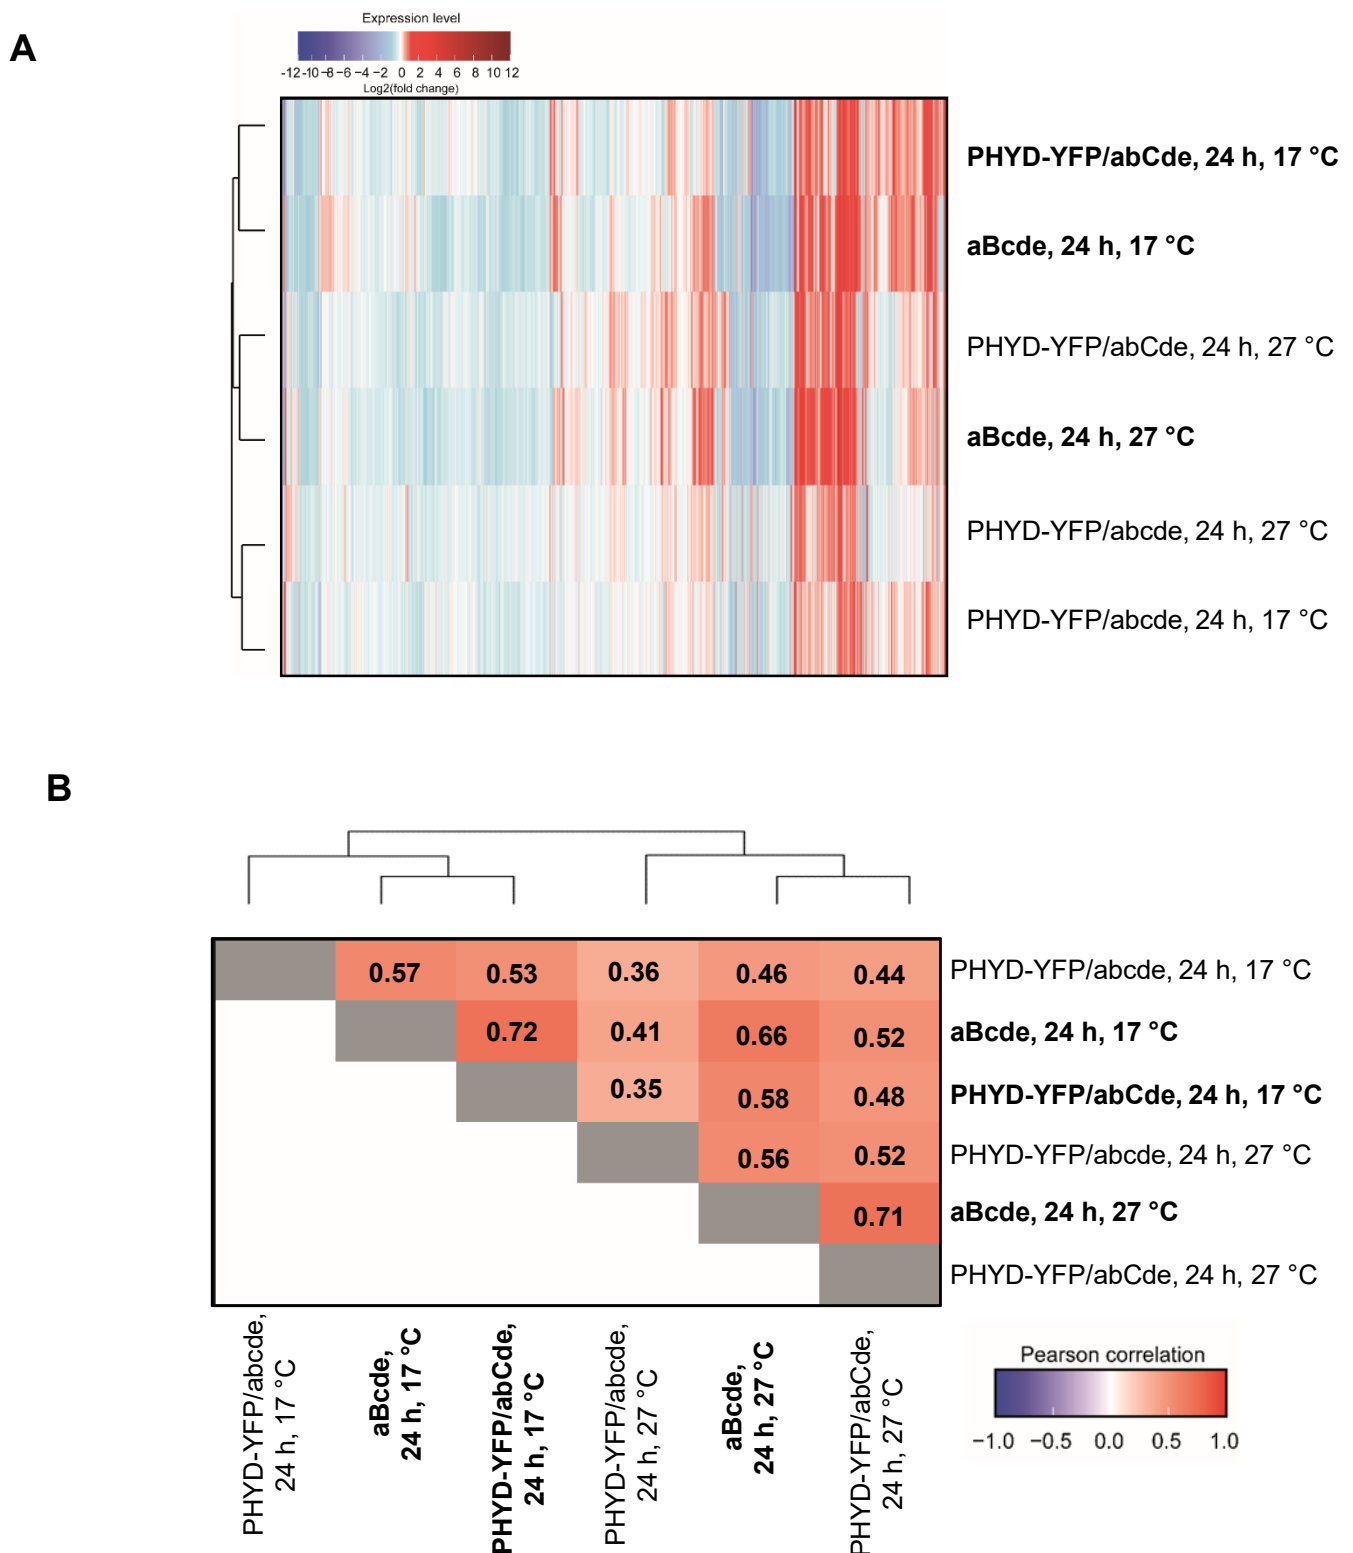

**Supplementary Fig. S7. 24 h long red light illumination induced transcriptional changes in different *Arabidopsis* phytochrome mutants.**

(A) Heat-map of transcriptome changes in response to 24 h red light treatment. (B) Pearson correlation of transcriptome changes after 24 h red light treatment. Plants that showed the photomorphogenesis response of hypocotyl shortening at the given condition are printed in bold

**A**

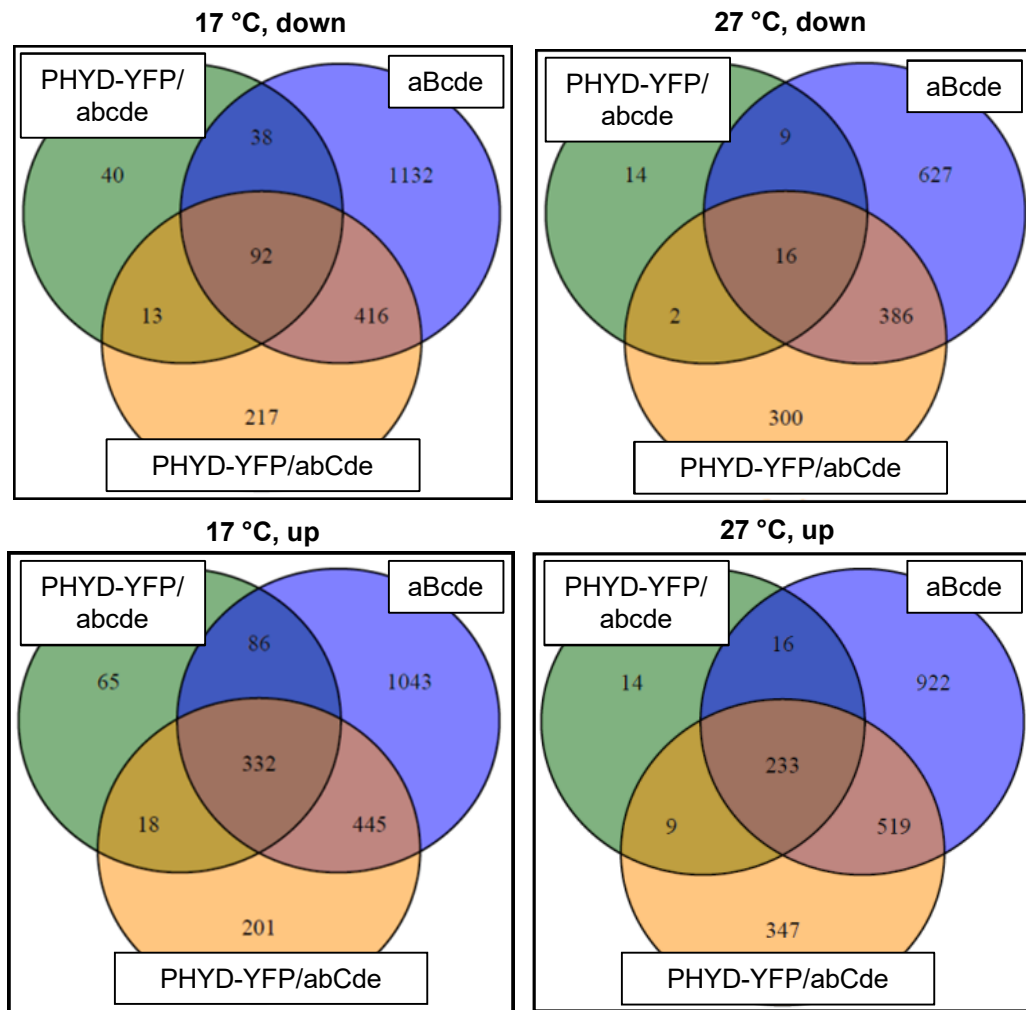

**B**

| PHYD-YFP/abCde and aBcde Overlapping DEGs | 17 °C               | 27 °C               |
|-------------------------------------------|---------------------|---------------------|
| Up                                        | 777/996<br>78% ***  | 752/1108<br>67%***  |
| Down                                      | 508/738<br>68%***   | 402/704<br>57%***   |
| Total                                     | 1285/1734<br>74%*** | 1154/1812<br>63%*** |

**Supplementary Fig. S8. Differentially Expressed Genes (DEGs) after 24 h light treatment in different phytochrome mutants.**

(A) Venn diagrams of Differentially Expressed Genes (DEGs). (B) Overlapping DEGs of PHYD-YFP/abCde and aBcde plants. The number of DEGs, which are significantly modified in the same direction in both PHYD-YFP/abCde and aBcde plants, was divided by the total number of DEGs (modified in the same direction) in PHYD-YFP/abCde plants. Note that most of the PHYD-YFP/abCde DEGs are regulated similarly in aBcde, especially at low temperature. Statistical evaluation of data suggested significantly greater overlap of the indicated DEGs than it had been expected based on random distribution. \*\*\* marks significance at  $p < 0.000001$  as calculated by Fisher's Exact Test.

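In the counts analysed here, 267 DEGs of PHYD-YFP/abCde would be shared with aBcde in the same direction by chance after 24 h R at 17 °C, and the observed number was 6.77 times as large. At 27 °C, 194 would be shared by chance, and the observed number was 6.86 times as large. Fisher's exact test gave p = 5.93e-261 for the downregulated genes at 27 °C, and for the other 3 lists its p was too small to be represented as a number. The test treats the genes as independent of each other, which they are not. At each temperature, 11 DEGs of PHYD-YFP/abCde were DEGs of aBcde in the opposite direction.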

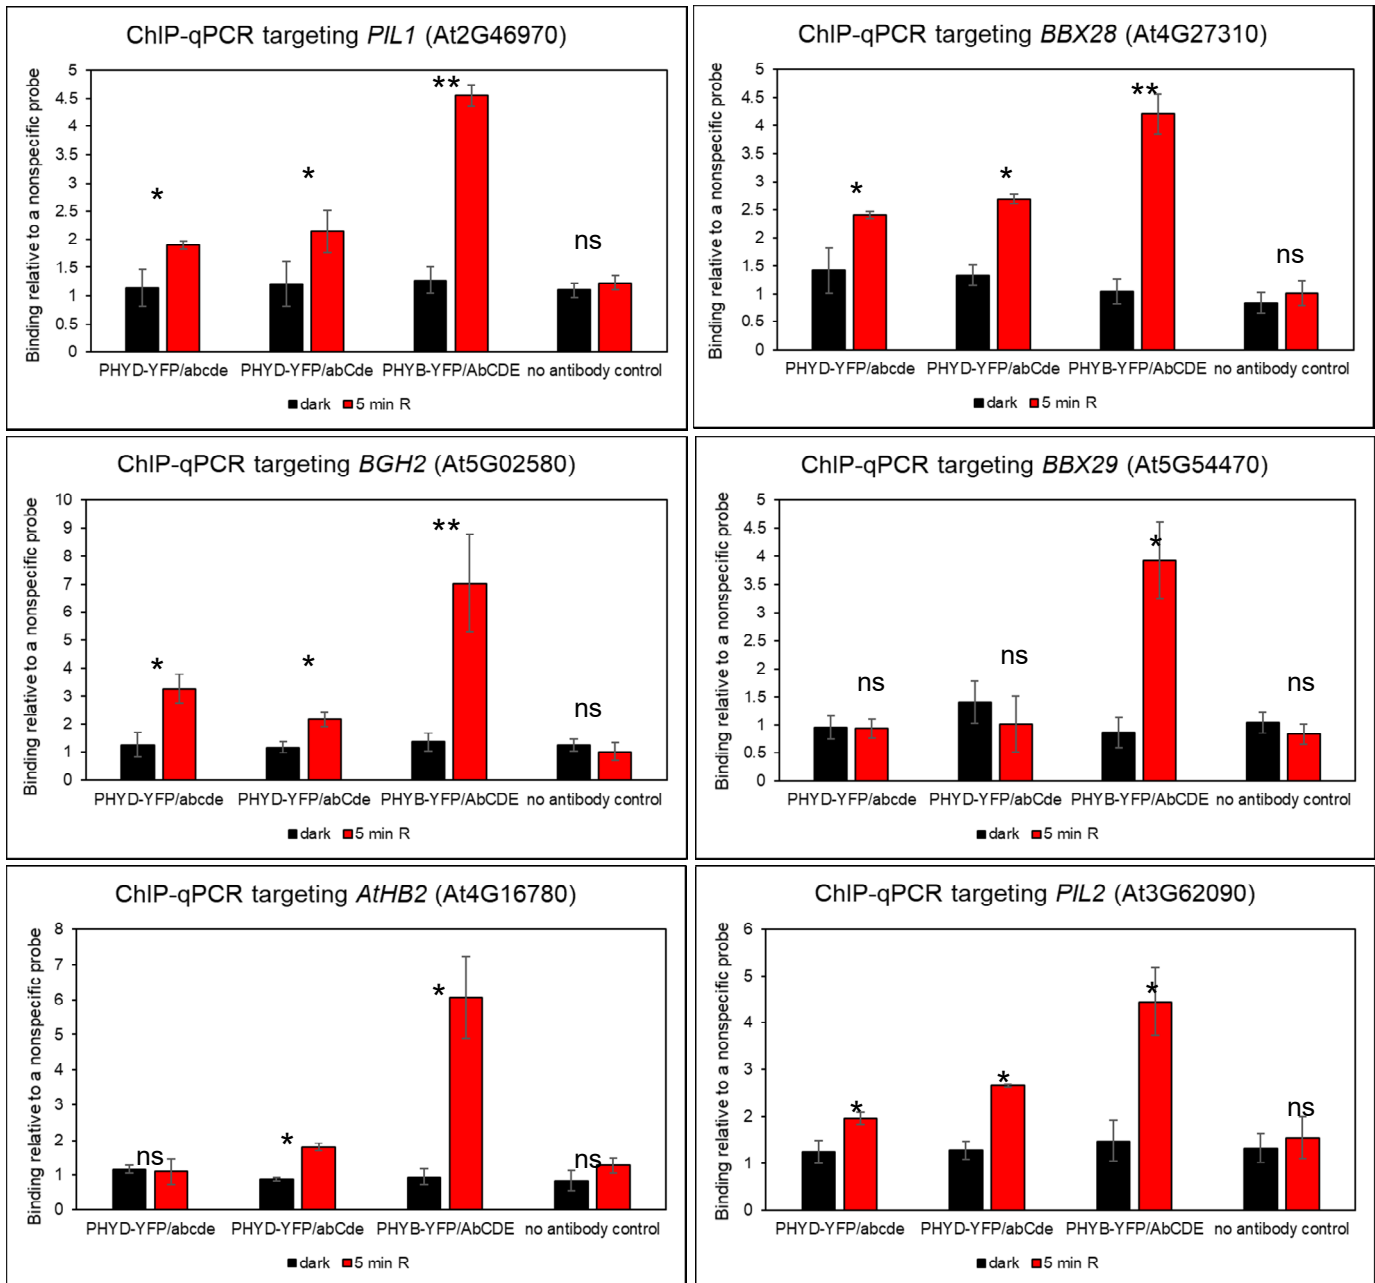

### Supplementary Fig. S9. Light-dependent chromatin association of phyD-YFP and phyB-GFP.

PHYD-YFP/abcde, PHYD-YFP/abCde and PHYB-GFP/AbCDE plants were grown in darkness for 6 days at 17 °C. Plants were irradiated with red light (50  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) 5 min (5 min R) or kept in darkness for additional 5 min (dark) before fixing in 1% (v/v) formaldehyde solution. Chromatin precipitation and purification of DNA fragments were done as for the ChIP-seq analysis previously. The no antibody control was obtained from ChIP performed on PHYB-GFP/AbCDE samples without antibody. Specific DNA fragments were detected and quantified by qRT-PCR. Primers were designed to amplify fragments that were identified in previous ChIP-seq assays as regions bound by phyD-YFP and phyB-GFP, and were recovered from all ChIP-seq samples (for examples see Fig. S14). Values were first normalized to the values of the initial non-immunoprecipitated input DNA samples and then to the values obtained for a non-bound intergenic fragment located between At4g26900 and At4g26910. In this way, values above 1 indicate chromatin binding. Three independent biological replicates were processed for each genotype and condition. Error bars represent standard error values. Asterisks indicate significant differences between the means of dark (black bar) and red light irradiated (red bar) samples as determined by Student's t test: \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , ns: not significant.

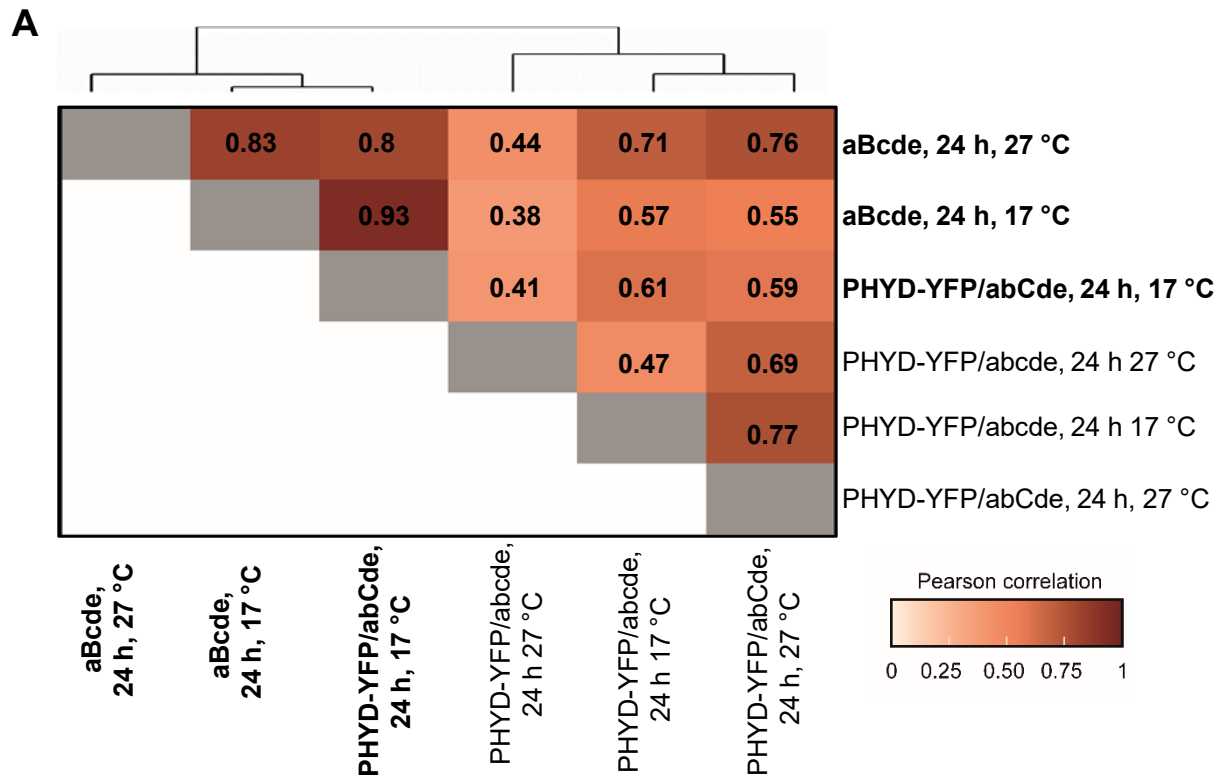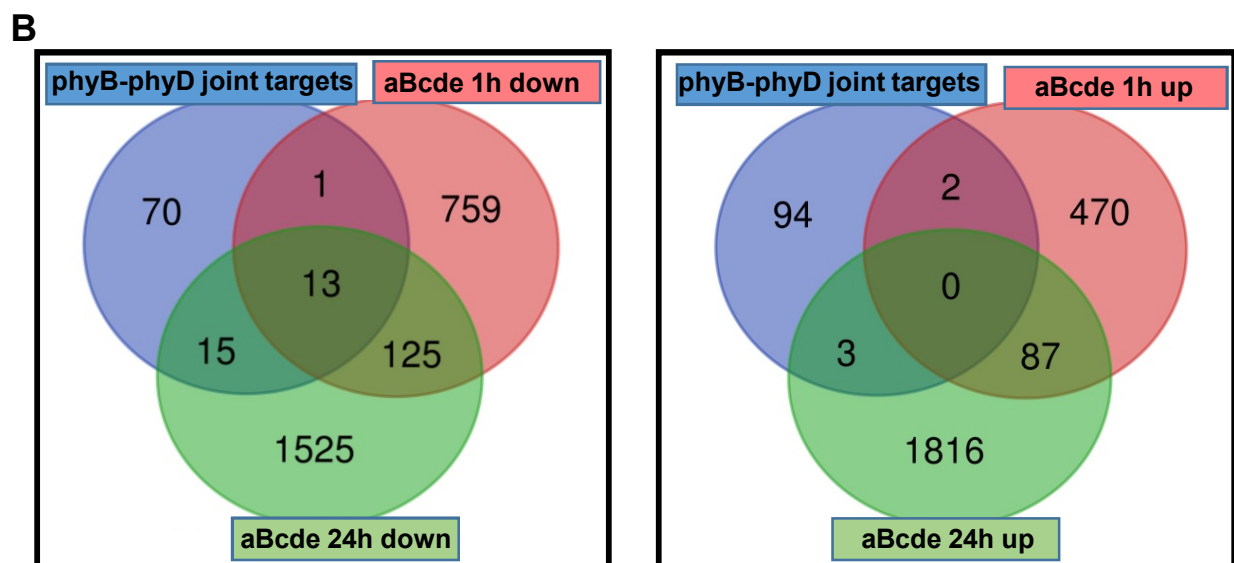

**Supplementary Fig. S10. 24h Red light irradiation induced transcriptional changes of the phyB-phyD joint target genes in different Arabidopsis phytochrome mutants.**

(A) Pearson correlation of expression changes of the phyB-phyD joint target genes in response to 24 h red light treatment. 

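At 27 °C after 24 h R, r across the 81 tested joint targets was 0.723 between PHYD-YFP/abCde and aBcde (Spearman's rho 0.856), with 0.781, 0.668 and 0.774 for single replicates of PHYD-YFP/abCde. The slope of the change in PHYD-YFP/abCde on that in aBcde was 0.419 at 27 °C and 1.02 at 17 °C, and 73 of the 81 genes changed in the same direction in both lines at 27 °C. Over the 9 pairs of single replicates, r was 0.731 ± 0.0626 (SD) at 27 °C and 0.830 ± 0.0472 at 17 °C.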

Plants that showed the photomorphogenic response of hypocotyl shortening under red light at the given condition are printed in bold. (B) Differentially expressed genes (DEGs) of phyB-phyD joint targets. Venn-diagram shows the overlap of phyB-phyD target genes and the DEGs of aBcde plants grown at 17 °C and treated with red light for 1 or 24 h. DEGs are the genes that showed significant and at least 2x different expression in the light treated plant relative to the dark control. Upregulated (up) and downregulated (down) genes are shown separately. Note that two genes showed mixed regulation, they were upregulated at one time point and downregulated at the other time point. Thus 32 genes out of 99 phyB-phyD targets were identified as DEGs.

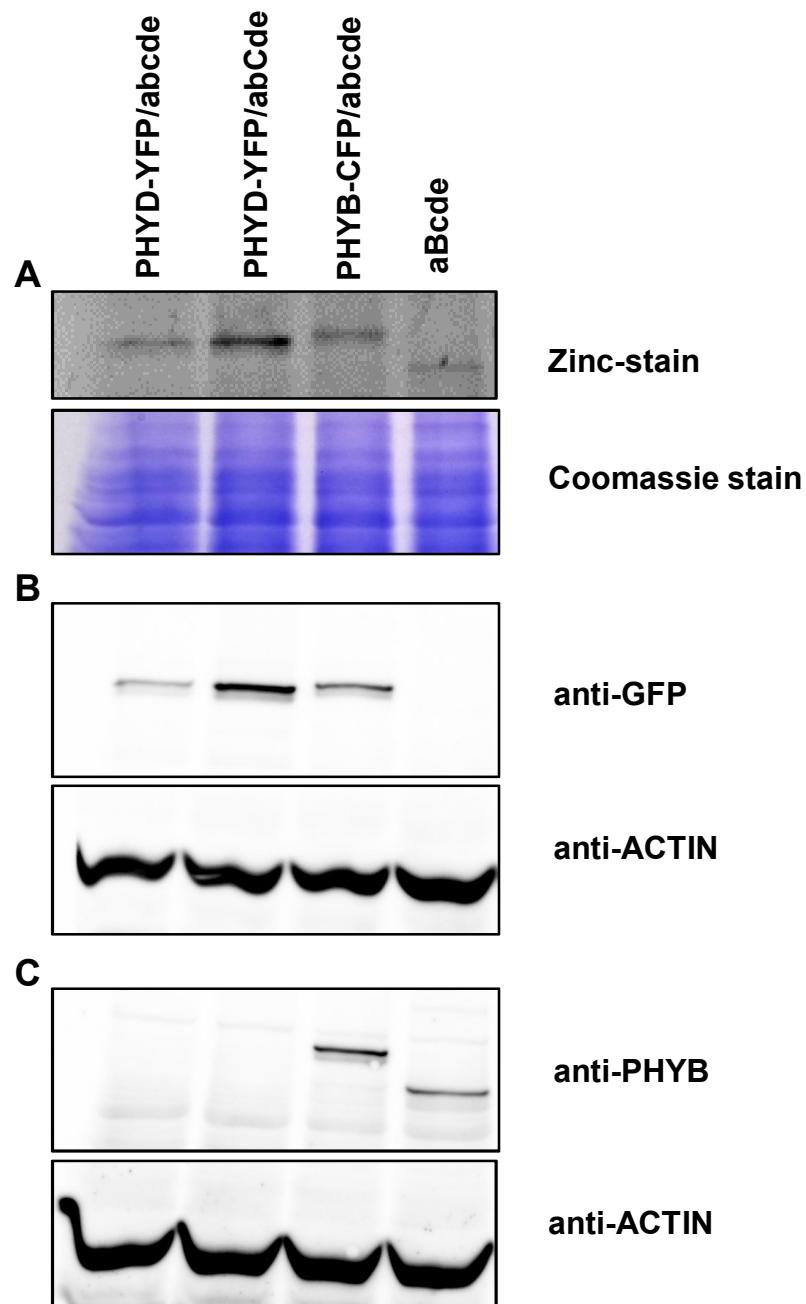

**Supplementary Fig. S11. PHYD-YFP binds chromophore efficiently *in planta*.** Seedlings grown on filter paper for 4 days in the dark at 17 °C and protein extracts were analyzed by (A) Zinc blot staining (Coomassie stain for loading control) and by western blot hybridization using the (B) anti-GFP or (C) anti-PHYB antibodies. ACTIN was used as loading control.

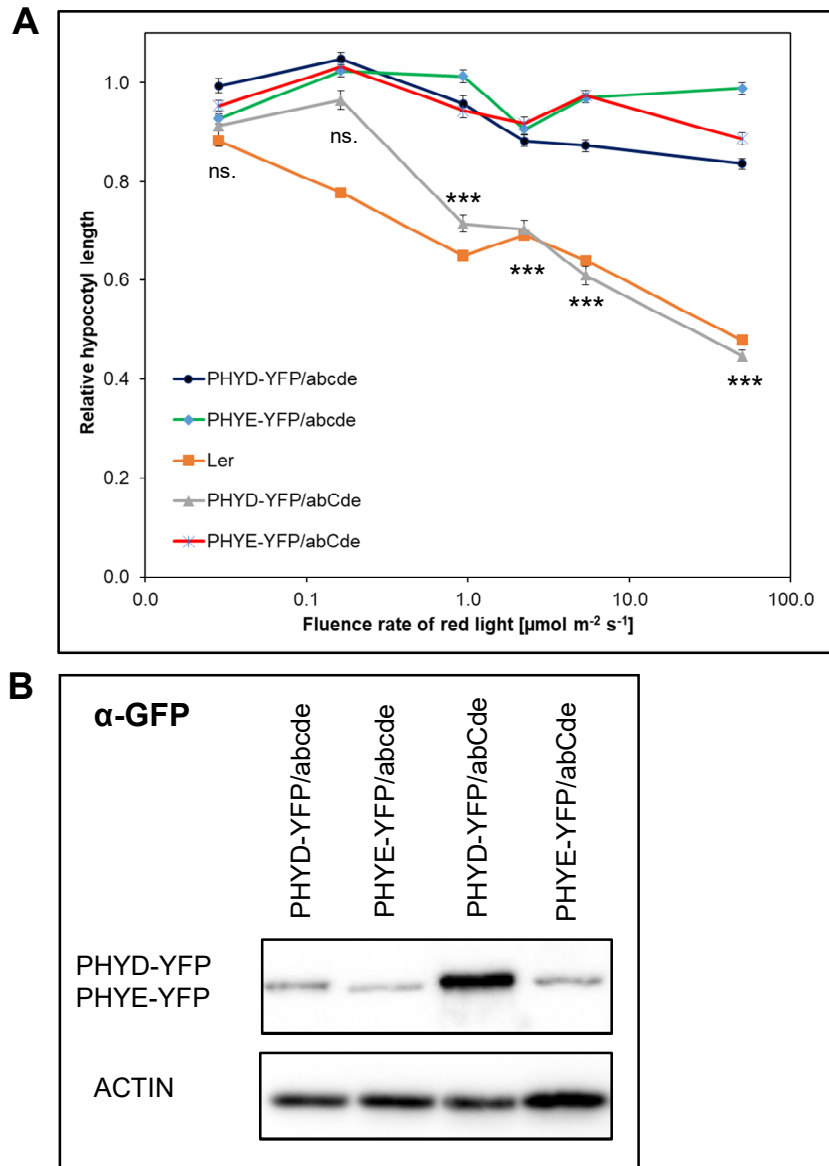

**Supplementary Fig. S12. PhyC increases the accumulation and promotes the function of phyD-YFP but not that of phyE-YFP.**

(A) Seedlings were grown at 17 °C for 4 days under different fluences of constant red light irradiation. Hypocotyl values relative to the corresponding dark controls are shown.  $n \geq 30$ , error bars indicate standard errors. Asterisks denote significant difference between the abCde lines expressing phyD-YFP or phyE-YFP at the marked data points (Mann-Whitney U test, \*\*\*  $p < 0.001$ ; ns.: not significant). (B) Seedlings were grown under constant R irradiation ( $50 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 4 days at 17 °C and the amounts of PHYE-YFP and PHYD-YFP proteins were determined by immunoblotting using anti-GFP antibody. ACTIN was used as loading control.

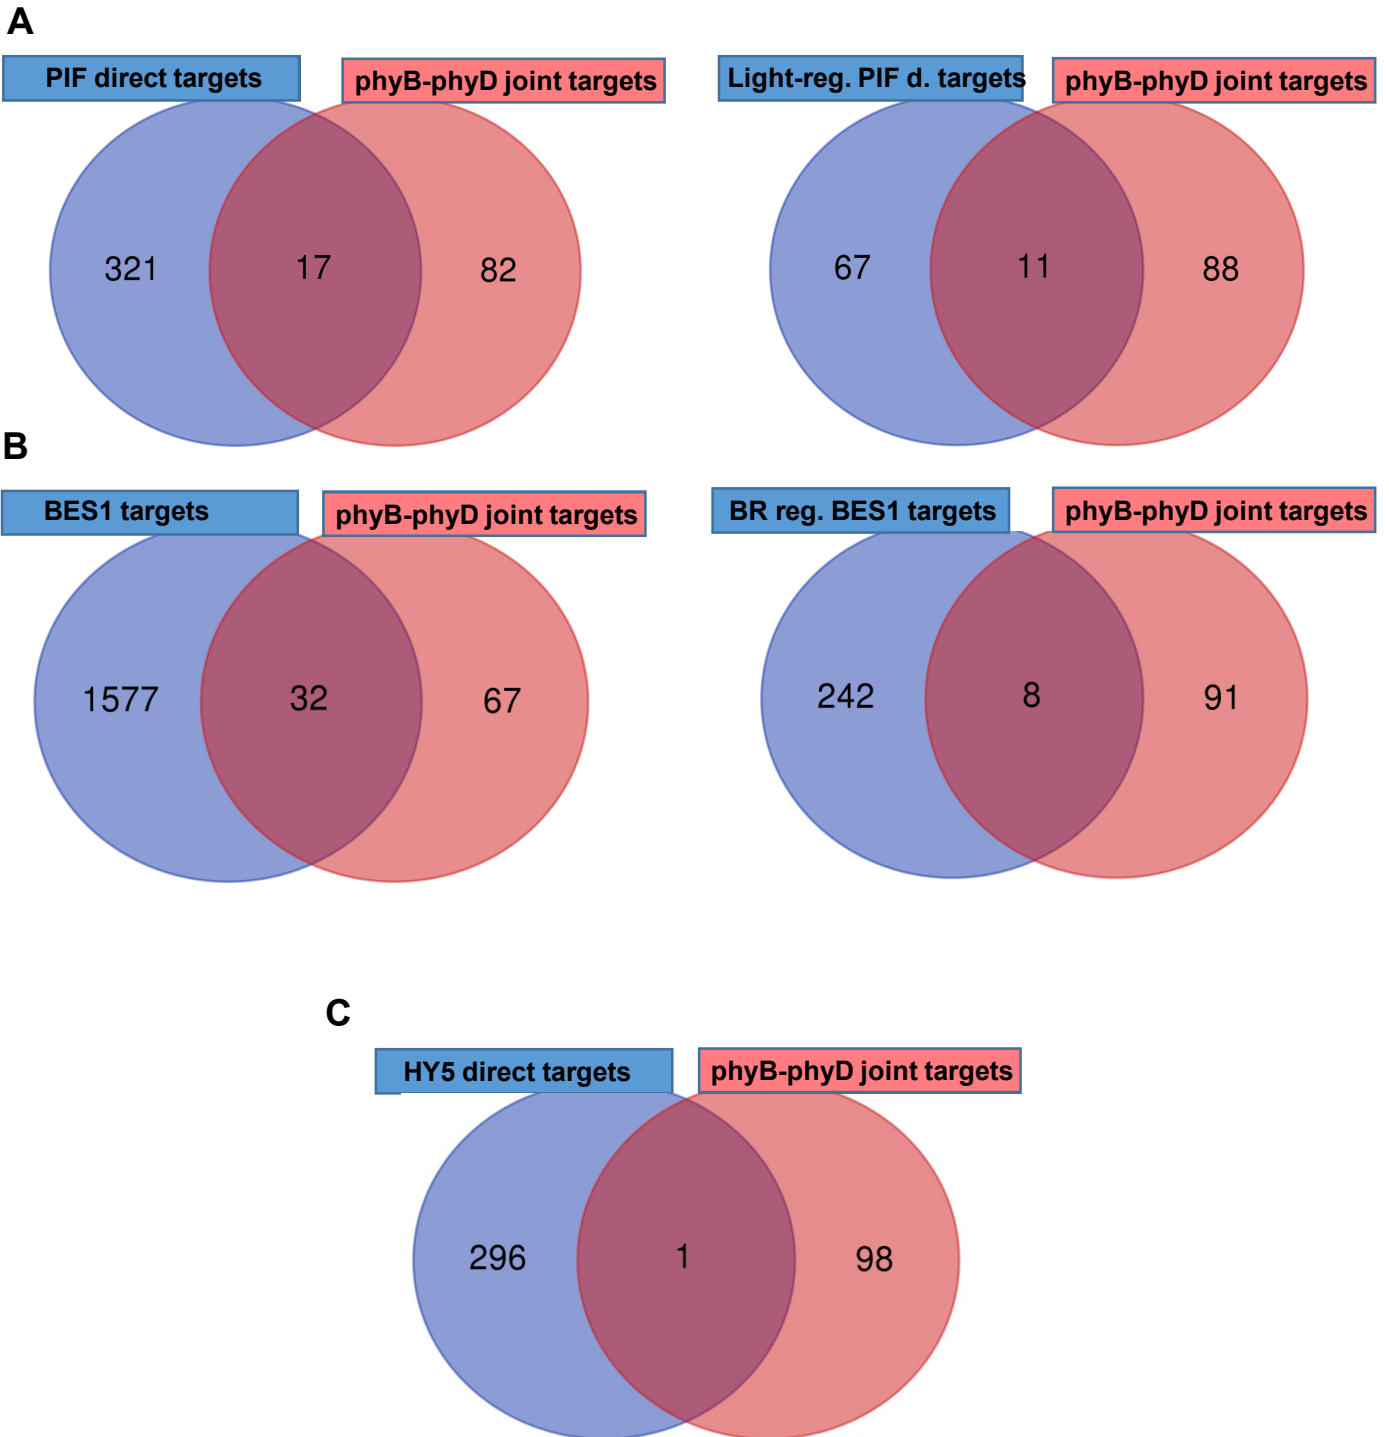

**Supplementary Fig. S13. Representation of phyB-phyD joint targets among the direct targets of critical transcriptional regulators of photomorphogenesis.**

(A-B) Representation of phyB-phyD joint target genes among the target lists of negative regulators of photomorphogenesis. Significance of the overlaps were tested by Fisher's Exact Test (Two-Sided) on 2x2 Matrix. The calculations were based on hypergeometric distribution. (A) Venn-diagrams show the overlap between the PIF direct targets and the light-regulated PIF direct targets (Light-reg. PIF d. targets) and the phyB-phyD joint targets ( $p = 1.39\text{E-}12$  and  $p = 2.15\text{E-}13$ , respectively). (B) Venn-diagram shows the overlap between the BES1 targets and the brassinosteroid-regulated BES1 targets (BR reg. BES1 targets) and the phyB-phyD targets ( $p = 8.63\text{E-}12$  and  $p = 4.40\text{E-}05$ , respectively). (C) Venn-diagram shows the overlap between the HY5 direct targets and the phyB-phyD targets ( $p = 1$ , the overlap is not significant).

PHYB-GFP\_AbCDE #1  
 PHYB-GFP\_AbCDE #2  
 PHYD-YFP\_abcde #1  
 PHYD-YFP\_abcde #2  
 PHYD-YFP\_abCde #1  
 PHYD-YFP\_abCde #1

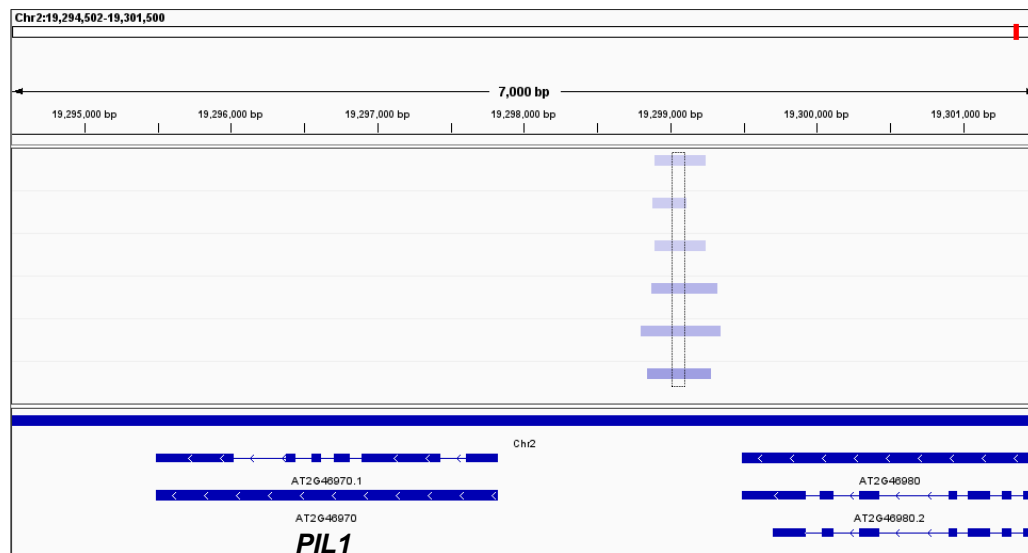

PHYB-GFP\_AbCDE #1  
 PHYB-GFP\_AbCDE #2  
 PHYD-YFP\_abcde #1  
 PHYD-YFP\_abcde #2  
 PHYD-YFP\_abCde #1  
 PHYD-YFP\_abCde #1

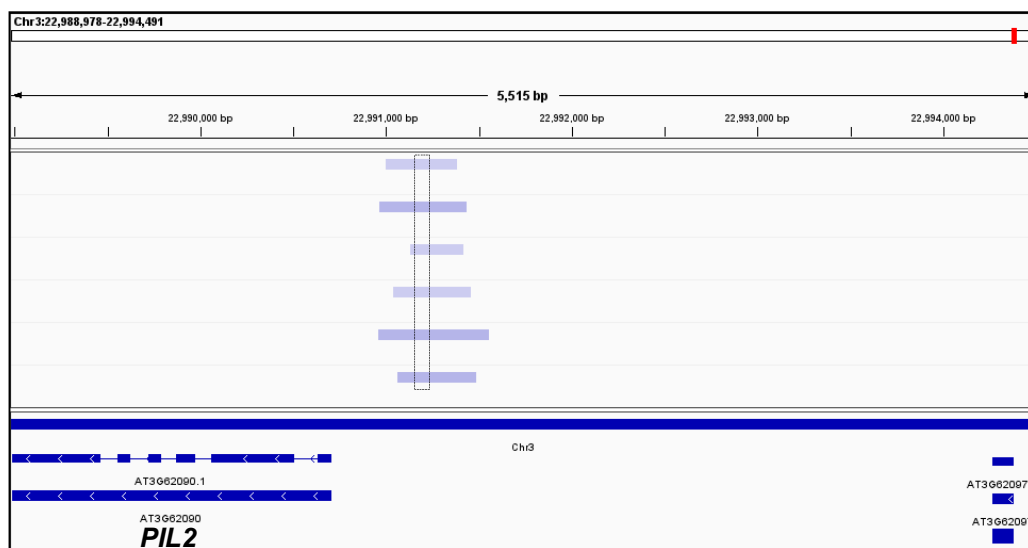

PHYB-GFP\_AbCDE #1  
 PHYB-GFP\_AbCDE #2  
 PHYD-YFP\_abcde #1  
 PHYD-YFP\_abcde #2  
 PHYD-YFP\_abCde #1  
 PHYD-YFP\_abCde #1

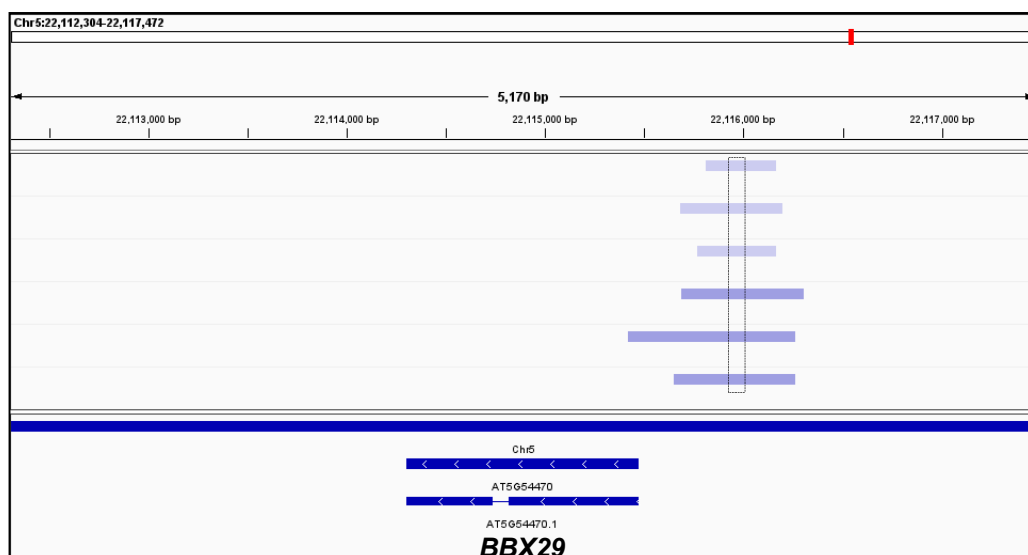

### Supplementary Fig. S14. Mapping ChIP-seq sequence reads of chosen genes.

The distribution of sequence reads mapped around the genomic loci of *PIL1*, *PIL2* and *BBX29* genes. The bottom section of each box shows the gene models (Araport11) in the given genomic region. Chromosomal positions of peaks identified in different samples are represented by light blue boxes in the upper section. The corresponding samples are indicated on the left side. The vertical rectangles with dashed outline show the position of DNA fragments that were amplified and detected in ChIP-qPCR assays.

How the deposited data were processed for this re-analysis (not part of the article)

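The counts come from RNA-seq of polyadenylated RNA of whole 4-day-old Arabidopsis seedlings. Each of the 90 libraries belongs to 1 of 5 lines, 17 or 27 °C, and darkness, 1 h or 24 h of R, with 3 replicates per group, and every library was assigned to its condition from the study's sample descriptions. The 54 libraries of PHYD-YFP/abcde, PHYD-YFP/abCde and aBcde carry the paper's comparisons. The other 36 belong to PHYB-CFP/abcde and a line with both PHYB-CFP and PHYD-YFP in abcde, for which the paper reports no RNA-seq results, and they appear in the closing section only. The descriptions were checked against the transgene: PHYD was far higher in every library of a line with PHYD-YFP than in any library of aBcde.

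The authors checked the reads with FastQC, trimmed them with Trimmomatic, mapped them to the TAIR10 genome with STAR, sorted them with Samtools and counted them on genes with htseq-count, and they deposited the raw read counts per gene and library without normalization. The values read here are whole numbers, 28775 genes in each library. The setting for strand is not given for this step, so the counts of genes that overlap a neighbor on the other strand, and of close paralogs such as ST2A and ST2B, are less certain than those of other genes. Per library, 15010386 to 36620661 reads were counted on genes in the 54 libraries, with a median of 17447829.5, and at most 41124234 in all 90. At the smallest of these totals, 5 counts correspond to 0.333 CPM, and a gene at this level cannot show a fall reliably. Gene symbols and positions were taken from a table for TAIR10.1 that names 28009 of the listed IDs, and the other IDs are given as they are.

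Following the paper's filter, 279 mitochondrial and chloroplast genes and 627 tRNA and rRNA genes were left out, and genes were tested that have at least 5 counts in at least 25% of the libraries (14 of 54), which left 20698 genes. In R 4.3.3, edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest) was fitted once to all 54 libraries, with 18 group means and no replicate block. The 12 irradiated groups were each compared with the dark group of the same line and temperature, and the 12 differences between responses were tested as contrasts of contrasts in the same model. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a DEG has an adjusted p under 0.05 and at least a 2-fold change. The paper names edgeR, the dark control, the filter and these thresholds, but not which samples shared a model. The paper also names log-transformed, quantile-normalized values as the basis of the expression changes. TMM was used here instead, with quantile-normalized log2 CPM in limma as an alternative. PHYB, PHYC and PHYD were compared between lines and temperatures in the same model, with adjustment over the 24 contrasts of each gene. A model for all 90 libraries with 30 group means and 20695 genes gave the results for the lines with PHYB-CFP.

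Levels are CPM with TMM-scaled library sizes. Log2 fold changes for correlations and clustering are those of edgeR with its default prior count of 0.125. Log2 CPM for principal components, and for the changes in single replicates, used a prior count of 2. The joint targets are the genes of Supplementary Dataset S5, and as a set they were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Clustering used Euclidean distance and complete linkage, as in the legends of the heat maps. The calls of DEGs and of differences between responses were first tested on simulated data in which 200 genes were changed: of these, edgeR recovered 195 for a response to R and 168 for a difference between responses, with 5 false calls each among 20698 genes. The changed genes had a mean count of at least 50 and changes above 2-fold, so the recovery does not extend to weaker changes or lower counts.

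Genes are named by a rule set in advance: PHYB, PHYC and PHYD; the 8 genes bound in PHYD-YFP/abcde by ChIP-seq; genes that the paper, its figures or Supplementary Dataset S6 name; the genes that Supplementary Dataset S1 lists for the PHYD-YFP lines at 17 °C after 1 h R; and for each comparison up to 3 genes each way with the smallest p among DEGs whose irradiated and dark replicates do not overlap. Any other gene is marked as chosen after its values were seen.

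The alternatives tried were DESeq2 1.42.0, no filter on low counts (25171 genes), a mean count of at least 50 (16510 genes), models fitted to the 6 libraries of each comparison, a model of all 90 libraries, a replicate block within each line and temperature, quantile-normalized log2 CPM with limma, leaving out each replicate number, no fold threshold, DEGs in place of all genes, Spearman's rho, a prior count of 5, the gene-set test fry, and the 500 genes with the largest variance; the closing section gives their effect. The protein levels, hypocotyl measurements, ChIP-seq signal and gene ontology terms of the paper were not analysed here, because they cannot be derived from the counts.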

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

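The test of root tissue in aBcde alone was chosen after its response to 1 h R had been seen, and its outcome was set as undecided after its values were known. The other tests in this part were chosen before their outcomes were seen.

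Differences between groups in the response to R were found by a test of the difference itself, with edgeR, Benjamini-Hochberg adjustment and a 2-fold threshold on the difference. Between 17 and 27 °C, the response to 1 h R differed in 16 genes (11 higher and 5 lower at 17 °C) in PHYD-YFP/abCde and in 228 genes (63 higher and 165 lower) in aBcde. The response to 24 h R differed in 1333 genes (555 higher and 778 lower) in PHYD-YFP/abCde and in 1039 genes (353 higher and 686 lower) in aBcde. Between PHYD-YFP/abCde and aBcde, the response differed at 17 °C after 24 h R in 300 genes (127 higher and 173 lower in PHYD-YFP/abCde), at 27 °C after 1 h R in 17 genes (12 higher and 5 lower), and at 27 °C after 24 h R in 445 genes (158 higher and 287 lower). Between PHYD-YFP/abCde and PHYD-YFP/abcde, it differed at 17 °C in 26 genes (18 higher and 8 lower in PHYD-YFP/abCde) after 1 h R and in 470 genes (205 higher and 265 lower) after 24 h R, and at 27 °C in 176 genes (87 higher and 89 lower) after 24 h R. In the other two comparisons, of PHYD-YFP/abCde with aBcde at 17 °C and with PHYD-YFP/abcde at 27 °C, both after 1 h R, 0 genes differed, and 1386 and 805 had an unadjusted p under 0.05. Chance alone gives a share of 0.05 of the tested genes, which 1386 exceeds and 805 does not reach.

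Unequal library size was tested as a technical explanation by thinning every library to 15010386 counts. Each comparison with at least 50 genes then kept 93.2% of its number of genes or more, which goes against library size for these. Across all 12 comparisons, the Spearman's rho farthest from 0 was 0.101 between gene length and the log2 difference and -0.0766 between GC content and the log2 difference, so neither accounts for them. The counts were not normalized by the authors, and the sample descriptions give no sequencing batches.

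The share of root tissue in the harvest was tested with a score from 14 root and 11 shoot marker genes, added to the model for each library. The number of genes that differ between the temperatures in aBcde after 1 h R dropped to 31.1% of its value, that is to 71 genes, of which 62 were among the 228. In the other comparisons with at least 50 genes the number rose, to 117% or more, and of the smaller ones it fell to 8 for PHYD-YFP/abCde between the temperatures and to 7 for the PHYD-YFP lines at 17 °C, both after 1 h R. It rose to 24 for PHYD-YFP/abCde against aBcde at 27 °C, and at 17 °C these lines, with no differing gene in the model without the score, then differed in 19 genes, again both after 1 h R. In aBcde at 17 °C, the mean log2 fold change of the root markers after 1 h R exceeded that of the shoot markers by 0.82, wider than in 96.4% of 10000 random pairs of lists but under the difference of 1 that had been set as the sign of a changed tissue share, and at 27 °C the difference was -0.50. The difference between the temperatures in aBcde after 1 h R therefore cannot be told apart from a changed share of root tissue, nor from marker genes that themselves may respond to light. The smaller comparisons whose numbers fell are left open by the score as well. These are PHYD-YFP/abCde between the temperatures (from 16 to 8, of which 4 were among the 16) and the PHYD-YFP lines at 17 °C (from 26 to 7), both after 1 h R.

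Other splits of the libraries were tried by exchanging the 2 temperatures or the 2 lines for libraries of the same number, in darkness and R alike. Of the 10 splits of 3 against 3, only 4 part every pair of libraries with the same number, as the real split does, and the others keep such libraries together. For each of the 10 comparisons with differing genes, 1 of the 4 splits, the real one, gave as many genes, and the largest number in another split was 141 for PHYD-YFP/abCde against aBcde at 17 °C after 24 h R and 1 elsewhere. For both comparisons with 0 genes it was 4 of 4. A share of 1 in 4 is the smallest that these splits can give, so the splits alone cannot tell the differences from a chance division of the libraries, and chance is weighed by the adjusted p of the model, which sets each difference against the variation between replicates. Temperature and the phytochromes present may account for the differences, as a hypothesis.

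The second group of results comes from lines for which the paper reports no RNA-seq results, PHYB-CFP/abcde and the line with PHYB-CFP and PHYD-YFP in abcde, with the dark libraries of each line and temperature as controls. In PHYB-CFP/abcde the numbers of DEGs at 17 °C were 75 (49 up and 26 down) after 1 h R and 1819 (1158 up and 661 down) after 24 h R, and at 27 °C 488 (323 up and 165 down) and 2565 (1962 up and 603 down). In the line with both transgenes they were 121 (69 up and 52 down) and 3130 (2142 up and 988 down) at 17 °C, and 750 (596 up and 154 down) and 2351 (1910 up and 441 down) at 27 °C. After 24 h R, the log2 fold changes across 20695 genes, which are not independent replicates, had a Pearson's r with those of aBcde of 0.623 at 17 °C and 0.737 at 27 °C in PHYB-CFP/abcde, and of 0.704 and 0.682 in the line with both. After 1 h R, r was 0.131 and 0.327 in the former and 0.105 and 0.294 in the latter, so in both lines it was higher at 27 than at 17 °C, the reverse of the order for PHYD-YFP/abCde; whether the temperatures differ in these lines was not tested.

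For these 8 comparisons, thinned counts gave 94.2% of the number of DEGs or more, and the marker score as a covariate 96.3% or more. The Spearman's rho farthest from 0 was -0.143 with gene length and -0.160 with GC content. None of these tests points to a technical explanation. Of the 4 splits that part all same-numbered pairs, the real one alone gave as many DEGs in each comparison (1 of 4), and the others gave at most 4. Because 1 of 4 is the smallest share possible, the splits alone cannot tell these DEGs from a chance division of the libraries, which the adjusted p of the model weighs. A response to R through PHYB-CFP may explain the DEGs, as a hypothesis.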

How the results depend on the processing

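The analysis and its alternatives were chosen before the data were examined, apart from 3 alternatives chosen after seeing the data: leaving out single libraries in the 6-library models, leaving out replicate numbers in limma (both because r fell without replicate 3) and a model of the 36 libraries of the PHYD-YFP lines. All the alternatives were run. A number of genes counts as unchanged here when it stays within 1.5 times its value, a value without a test when it moves by less than its spread between replicates, and a tested value when it keeps its direction and its side of the threshold. Of 1668 values of 168 results, 1458 were unchanged, 130 moved, 61 no longer passed and 13 newly passed the threshold, and 6 had another sign or were 0. The log2 fold changes of single genes named in the text account for 915 of the values, of which 861 were unchanged, 44 no longer passed and 7 newly passed. Where a result changed, the cause was not tested unless it is given. The numbers of joint targets below 0, the p-values of the joint targets as a set and the number of joint targets lower at both times were unchanged under each alternative tried for them.

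Without a fold threshold the numbers of DEGs grew by definition. In PHYD-YFP/abcde they were 1921 at 17 °C after 24 h R, and 64 and 1043 at 27 °C after 1 and 24 h R. In PHYD-YFP/abCde they were 618 and 6429 at 17 °C, and 59 and 5501 at 27 °C. In aBcde they were 3810 and 8492 at 17 °C, and 713 and 6802 at 27 °C. The joint targets among the DEGs of aBcde at 17 °C then numbered 63, with 27 lower at 24 h only. The difference between the temperatures after 24 h R covered 2372 genes in PHYD-YFP/abCde and 1594 in aBcde, and that between these lines at 17 °C 517. The share of shared DEGs at 27 °C was 69.7%.

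With DESeq2, more genes passed in the comparisons with few DEGs: 10 at 17 °C and 96 at 27 °C in PHYD-YFP/abcde and 43 at 27 °C in PHYD-YFP/abCde, each after 1 h R. The responses at 17 and 27 °C then differed after 1 h R in 38 genes in PHYD-YFP/abCde and 448 in aBcde. PHYD-YFP/abCde differed from aBcde in 22 genes at 17 °C and 38 at 27 °C after 1 h R and in 456 at 17 °C after 24 h R, and from PHYD-YFP/abcde in 66 genes at 17 °C and 2 at 27 °C after 1 h R and in 297 at 27 °C after 24 h R. A model of all 90 libraries gave 66 DEGs for PHYD-YFP/abcde at 27 °C after 1 h R, and after 1 h R 26 and 556 genes that differed between the temperatures in PHYD-YFP/abCde and aBcde, 15 between these lines and 82 between the PHYD-YFP lines at 17 °C. Models of 6 libraries gave 3 DEGs for PHYD-YFP/abCde at 17 °C and 44 at 27 °C after 1 h R, 221 for aBcde at 27 °C after 1 h R, 341 for PHYD-YFP/abcde at 27 °C after 24 h R, and a share of shared DEGs of 72.7% at 17 °C; they give no value for a difference between responses.

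With the replicate number as a block, 123 genes were DEGs in PHYD-YFP/abCde at 17 °C after 1 h R. The temperatures then differed after 1 h R in 4 genes in PHYD-YFP/abCde and 122 in aBcde, and the PHYD-YFP lines in 12 genes at 17 °C after 1 h R and 99 at 27 °C after 24 h R. The departures of libraries from their group means gave no sign of pairing by number: the mean r across genes was -0.00785 for 54 pairs with the same number and 0.00431 for 108 pairs with other numbers, within line and temperature. With quantile-normalized log2 CPM in limma, 333 genes were DEGs in PHYD-YFP/abcde at 27 °C after 24 h R, 8 and 85 differed between the temperatures after 1 h R in PHYD-YFP/abCde and aBcde, 1 differed between these lines at 17 °C after 1 h R, and the share of shared DEGs at 27 °C was 60.3%. With a mean count of at least 50 this share was 71.8%.

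Leaving out replicate 1, 2 or 3 throughout, with 2 replicates left, moved the numbers of DEGs given here, whereas the others, among them those of PHYD-YFP/abCde and aBcde after 24 h R, were unchanged. For PHYD-YFP/abcde they ran from 1 to 6 after 1 h R and from 359 to 689 after 24 h R at 17 °C, and from 0 to 78 (0 without replicate 2, where 1064 genes had an unadjusted p under 0.05) and from 166 to 464 at 27 °C. For PHYD-YFP/abCde after 1 h R they ran from 52 to 695 at 17 °C, with the lowest value without replicate 3, and from 11 to 31 at 27 °C. For aBcde after 1 h R they ran from 392 to 1382 at 17 °C and from 174 to 338 at 27 °C, and for the line with PHYB-CFP and PHYD-YFP at 17 °C after 1 h R from 66 to 133. The share of shared DEGs ran from 55.2 to 66.3% at 17 °C and from 61.3 to 64.9% at 27 °C.

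The numbers of genes with differing responses moved more. Between the temperatures they ran after 1 h R from 0 to 85 in PHYD-YFP/abCde (0 without replicate 2, with 1065 at an unadjusted p under 0.05) and from 1 to 1215 in aBcde, and after 24 h R from 627 to 1559 and from 230 to 1036. Between PHYD-YFP/abCde and aBcde they ran from 0 to 743 (0 without replicate 1, with 1215 at an unadjusted p under 0.05, and 0 without replicate 2, with 646) and from 16 to 591 at 17 °C after 1 and 24 h R, and from 1 to 23 and from 104 to 371 at 27 °C. Between the PHYD-YFP lines they ran from 2 to 11 and from 191 to 528 at 17 °C, and after 24 h R at 27 °C from 16 to 307. A difference between 2 responses rests on 4 groups, and on simulated data edgeR recovered 139 of 200 such genes with 2 replicates and 168 with 3. The simulated genes had a mean count of at least 50 and changes above 2-fold, and no simulated library departed from its group. The simulation therefore cannot tell how far fewer replicates alone lower the numbers here.

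The r of PHYD-YFP/abCde with aBcde across all genes was higher where noisy genes with low counts weigh less. With a mean count of at least 50 it was 0.671 at 17 °C and 0.349 at 27 °C after 1 h R, and 0.762 and 0.796 after 24 h R. A prior count of 5 gave 0.295 at 27 °C after 1 h R and 0.757 at 17 °C and 0.737 at 27 °C after 24 h R. Without a filter on low counts it was 0.497 and 0.437 after 24 h R. Quantile-normalized values in limma gave 0.249 at 27 °C after 1 h R and 0.735 at 17 °C after 24 h R. Among genes that were DEGs in at least 1 group, which raises r by selection, it was 0.635 at 17 °C and 0.527 at 27 °C after 1 h R and 0.697 at 17 °C after 24 h R. Spearman's rho was 0.216 at 27 °C after 1 h R. At 1 h R, r at 17 °C was above r at 27 °C under each alternative tried at both temperatures, except without replicate 3 in limma, where it was 0.156 at 17 °C and 0.214 at 27 °C. The value at 27 °C after 24 h R was the higher with a mean count of at least 50, with Spearman's rho and without replicate 3 in edgeR and in limma, and the value at 17 °C under the other alternatives tried at both temperatures.

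Across the fits that each left out one replicate number, in edgeR or in limma, or 1 library, r across all genes ran at 17 °C after 1 h R from 0.101 (without replicate 3) to 0.565 (in limma without replicate 2), at 27 °C after 1 h R from 0.0369 (without replicate 1) to 0.224 (in limma without replicate 2), at 17 °C after 24 h R from 0.537 (without replicate 3) to 0.684 (in limma without replicate 1) and at 27 °C after 24 h R from 0.507 (without replicate 1) to 0.674 (in limma without replicate 3). In the 6-library models, leaving out the single library of PHYD-YFP/abCde at 17 °C after 1 h R with number 3 gave 0.119, and leaving out any other single library gave 0.339 to 0.438, so for this r the change comes from that library. Across the joint targets, r after 1 h R ran at 17 °C from 0.790 (in limma without replicate 3) to 0.893 (in limma without replicate 1) and at 27 °C from 0.734 (without replicate 1) to 0.892 (without replicate 3). Spearman's rho across the joint targets after 24 h R was 0.820 at 17 °C and 0.856 at 27 °C, and r with a prior count of 5 was 0.787 at 27 °C.

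Without replicate 3, PHYD-YFP/abCde and aBcde no longer joined directly in the clustering (0 in place of 1) at 17 °C after 1 h R. This held across all genes and across the joint targets. Without replicate 1, they no longer joined directly at 27 °C after 24 h R across all genes. The other alternatives tried for the clustering left each direct join of these lines as it was, although the order of later joins could change. The share of the variance along the first principal component that lies between the temperatures was 84.1% with the 500 genes of the largest variance, 82.9% with a mean count of at least 50 and 88.0% with quantile-normalized values.

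For PHYD, quantile normalization gives genes of the same rank the same value, and PHYD is among the highest genes, so the log2 fold changes were 0 between 27 and 17 °C in PHYD-YFP/abCde in darkness and after 1 h R, and 0 between the lines at 27 °C after 24 h R. In limma, the others that no longer passed the threshold were 1.17 and 1.41 between the temperatures in PHYD-YFP/abcde after 1 and 24 h R, and between the lines 1.17, 1.41 and 0.68 at 17 °C in darkness and after 1 and 24 h R and 0.84 and 0.24 at 27 °C in darkness and after 1 h R. In the model of 36 libraries, the differences that newly passed were 1.17 between the temperatures in PHYD-YFP/abcde in darkness, 1.04, 1.13 and 1.06 in PHYD-YFP/abCde in darkness and after 1 and 24 h R, and 1.16 between the lines at 27 °C after 24 h R. Across the fits that each left out one replicate number, the difference between the temperatures in PHYD-YFP/abcde ran from 1.41 to 1.55 after 1 h R and from 1.36 to 1.42 after 24 h R. That between the lines ran at 17 °C from 1.76 to 1.89 in darkness and from 1.38 to 1.59 after 24 h R, and at 27 °C from 1.68 to 1.72, from 1.51 to 1.56 and from 1.13 to 1.23 in darkness and after 1 and 24 h R. The direction was kept in all of these.

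Among the genes named, 3 changed sign in aBcde at 17 °C after 24 h R, where none of them was a DEG with all replicates: leaving out one replicate number, the log2 fold change ran from -1.60 to 0.033 for BBX29, from -0.80 to 0.33 for ERF10 and from -0.31 to 0.025 for AT3G62260, with the highest value without replicate 2 for the former 2 and without replicate 1 for the third. The depth limits genes of low level: 18 of the 99 joint targets had too few counts to be tested, and BBX29 with a level of a few CPM passed the threshold after 1 h R under some alternatives only.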

Differences from the paper's values

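For PHYD-YFP/abCde at 17 °C after 1 h R, 201 genes were DEGs here and 7 in the paper. All the alternatives set before the data were examined differ from the paper's number too: DESeq2 (289), no filter on low counts (211), a mean count of at least 50 (209), the models of 6 libraries (3), the model of 90 libraries (285), the replicate block (123), quantile-normalized values in limma (169), leaving out replicate 1 (695), leaving out replicate 2 (57), leaving out replicate 3 (52) and no fold threshold (618). The models of 6 libraries come closest to the paper's number. This comparison was treated as a leading result of the paper, for which a ratio above 1.5 counts as a difference whatever the spread between replicates, a decision made after the values were seen.

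For the same line and temperature after 24 h R, 2723 genes were DEGs here and 1734 in the paper. Of the alternatives set before the data were examined, those that did not differ from the paper's number by the rule used here were a mean count of at least 50 (2119), the models of 6 libraries (2300), the replicate block (2585), leaving out replicate 1 (2246) and leaving out replicate 2 (2459), and those not were DESeq2 (2833), no filter on low counts (2747), the model of 90 libraries (2739), quantile-normalized values in limma (2942), leaving out replicate 3 (2627) and no fold threshold (6429).

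In PHYD-YFP/abcde at 27 °C after 24 h R, 564 genes were DEGs here and 313 in the paper. Among the alternatives set before the data were examined, the models of 6 libraries (341), the replicate block (412), quantile-normalized values in limma (333), leaving out replicate 1 (166), leaving out replicate 2 (261) and leaving out replicate 3 (464) did not differ from the paper's number, whereas DESeq2 (667), no filter on low counts (544), a mean count of at least 50 (506), the model of 90 libraries (668) and no fold threshold (1043) did. By the rule used here, numbers differ when one is more than 1.5 times the other and their gap exceeds the SD over the fits that each left out one replicate number. The paper's numbers come from the same libraries, so this SD does not measure how far different processing disagrees. A number that does not meet the rule is therefore not shown to be the same as the paper's. The numbers of DEGs of the other 9 comparisons did not meet both conditions, but in PHYD-YFP/abcde at 27 °C after 1 h R the ratio was above the limit, with 39 genes here and 10 in the paper, an SD of 42.7, and 9 genes without replicate 1, the closest alternative.

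The paper's Methods name quantile-normalized values for the expression changes, which were an alternative here, in limma. The paper does not state which values gave its r. The r between PHYD-YFP/abCde and aBcde across all genes at 17 °C after 24 h R was 0.637 here and 0.72 in the paper. It did not differ under a mean count of at least 50 (0.762), quantile-normalized values in limma (0.735), a prior count of 5 (0.757) and DEGs only (0.697), and did under DESeq2 (0.642), no filter on low counts (0.497), the models of 6 libraries (0.637), the replicate block (0.640), leaving out replicate 1 (0.579), leaving out replicate 2 (0.562), leaving out replicate 3 (0.537) and Spearman's rho (0.659), all set before the data were examined. At 17 °C after 1 h R, r was 0.385 here and 0.57 in the paper, a gap that stays below the SD of 0.213 over pairs of single replicates and so does not meet the rule. This SD is a spread between replicates, from log2 CPM with a prior count of 2, so it does not show that these values of r are the same. Of the alternatives set before the data were examined, quantile-normalized values in limma (0.567), Spearman's rho (0.574) and a prior count of 5 (0.592) came closest to the paper's value, and no filter on low counts (0.178), leaving out replicate 1 (0.325) and leaving out replicate 3 (0.101) differ from it.

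At 27 °C, r after 1 h R was 0.119 here and about 0.24 in Fig. 5B of the paper, read by eye. Alternatives set before the data were examined that do not differ from this are quantile-normalized values in limma (0.249), a prior count of 5 (0.295) and Spearman's rho (0.216), and those that differ are DESeq2 (0.122), no filter on low counts (0.0663), a mean count of at least 50 (0.349), the models of 6 libraries (0.122), the replicate block (0.129), leaving out replicate 1 (0.0369), leaving out replicate 2 (0.102), leaving out replicate 3 (0.0943) and DEGs only (0.527). The r after 24 h R was 0.611 here and about 0.71 in Supplementary Fig. S7B of the paper, read by eye. Here quantile-normalized values in limma (0.685), a prior count of 5 (0.737), DEGs only (0.645) and Spearman's rho (0.671) do not differ, and DESeq2 (0.610), no filter on low counts (0.437), a mean count of at least 50 (0.796), the models of 6 libraries (0.610), the replicate block (0.614), leaving out replicate 1 (0.507), leaving out replicate 2 (0.554) and leaving out replicate 3 (0.587) do.

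Some statements on genes differ as well. Supplementary Dataset S6 lists BBX29 among the joint targets that rose after 1 h R in aBcde at 17 °C, whereas here its log2 fold change was 1.07 with an adjusted p of 0.0524 (edgeR, Benjamini-Hochberg adjustment). It was a DEG with DESeq2 (adjusted p = 0.0346), a mean count of at least 50 (adjusted p = 0.0450), the models of 6 libraries (adjusted p = 0.0223) and the model of 90 libraries (adjusted p = 0.0456), and also with adjustment over the joint targets alone; over all alternatives for this gene the adjusted p ran from 0.0223 to 0.359. It was a DEG that fell after 24 h R when replicate 3 was left out. ERF10 and AT3G62260 are DEGs after 1 h R here and are not in that dataset. ERF10 was no longer a DEG with no filter on low counts, the models of 6 libraries, the replicate block, leaving out replicate 1, leaving out replicate 2 and leaving out replicate 3, and AT3G62260 no longer with the models of 6 libraries, quantile-normalized values in limma and leaving out replicate 3. The dataset places LNK4 (AT5G06980) among the genes that fell after 24 h R only, and here it was also a DEG that rose after 1 h R, with a log2 fold change of 1.01, so that 3 joint targets changed in opposite directions at the 2 times. LNK4 was not a DEG after 1 h R with the models of 6 libraries, the replicate block, quantile-normalized values in limma, leaving out replicate 1 and leaving out replicate 2.

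The paper describes a grouping of PHYD-YFP/abCde with aBcde on the heat map after 24 h R at 17 °C, and here they joined directly at 17 and at 27 °C, at heights of 139 and 138. It describes replicates as well clustered, and here the nearest library was a replicate of the same group for 41 of 54 libraries.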

Other observations

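The tests of mixed reads, of longer irradiation and of root tissue in replicate 3, the leaving out of single libraries, and the tests of PHYD between lines and temperatures, were chosen after the results were seen. The outcomes of the carry-over test and of the root test were set as undecided after their values were known, because each met only part of what had been set for it.

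The correlation between PHYD-YFP/abCde and aBcde at 17 °C after 1 h R (0.385 across all tested genes) rests on replicate 3 of PHYD-YFP/abCde. Without the libraries numbered 3 it was 0.101, and leaving out this library alone had nearly the same effect in a model of the 6 libraries of each comparison, so a single departing library is enough to explain its size. The departure of this library from replicates 1 and 2 had an r of 0.473 across genes with the departure of replicate 3 of aBcde at 27 °C after 1 h R, a library of another line and temperature that was chosen, before this r was calculated, partly because it too lay far from its own replicates. This r is the highest among the 459 pairs of same-numbered libraries from 2 groups, so it does not show a component common to many libraries. Spearman's rho of the departure of replicate 3 was 0.0979 with gene length and -0.0816 with GC content, which goes against both as explanations. Reads of aBcde mixed into the library would lower PHYD and raise PHYB, but PHYD was 1.48 and PHYB 0.821 times the mean of replicates 1 and 2. An irradiation of about a day would bring the library near the response after 24 h R, but the r of its departure with the 24 h response of PHYD-YFP/abCde was 0.0352, against 0.504 with the 1 h response of aBcde; an irradiation longer than 1 h by less than that was not tested.

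A candidate explanation for this departure is a larger share of root tissue in the harvest. The list of marker genes was written after the departure had been seen and before the levels of the markers were. In replicate 3 the 14 root markers lay 0.86 above and the 11 shoot markers at -1.02 relative to replicates 1 and 2 on the log2 scale, a difference of 1.88, wider than in all of 10000 random pairs of lists. With the marker score as a covariate, r fell from 0.385 to 0.212, less than the fall that had been set as the sign of this explanation. The score is also high in the aBcde libraries of 17 °C and 1 h R, so the covariate removes part of any response to R that the markers share. With it, the numbers of DEGs at 17 °C after 1 h R were 70 against 201 without it for PHYD-YFP/abCde and 403 against 1493 for aBcde. Chosen after its values were seen, PORA (AT5G54190) stood at 458 CPM in replicate 3, against 3182 and 2784 CPM in replicates 1 and 2 and 352 to 628 CPM in aBcde under the same conditions. Whether replicate 3 had a stronger response to R or another mixture of tissues cannot be told apart.

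At 27 °C after 1 h R, the low r between the lines may reflect noise. Single replicates of PHYD-YFP/abCde correlated with each other even less than with single replicates of aBcde, by a mean difference in r of -0.0671, as a response that is weak relative to the variation between replicates would give. The mean r between single replicates of PHYD-YFP/abCde was as low at 17 °C (0.0392, against 0.0393 at 27 °C), where r between the lines was higher. At 17 °C, however, replicate 3 departs from replicates 1 and 2, so these equal means do not show equal noise. In aBcde the mean r between single replicates was 0.472 at 17 °C and 0.190 at 27 °C, which goes with noise as a cause. Whether noise accounts for the order of the temperatures cannot be told. Whether the lines differ at 27 °C cannot be told by r.

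For the 12 numbers of DEGs at the claims, dark and irradiated labels were exchanged between libraries of the same number. In each, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes. The largest number in another split was 185 for PHYD-YFP/abCde at 17 °C after 1 h R, close to the 201 of the real split, 260 for the same line and temperature after 24 h R, 108 for PHYD-YFP/abcde at 27 °C after 24 h R, and at most 4 for the others. The splits cannot give a smaller share, so they do not by themselves tell a response to R from a chance division.

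PHYD transcript, mostly that of the transgene, was higher in PHYD-YFP/abCde than in PHYD-YFP/abcde and higher at 27 than at 17 °C in both. Over 4 ways of scaling the libraries, the lowest ratio was 2.25 between the lines and 1.81 between the temperatures, so neither normalization nor library size accounts for them. Reads shared with PHYB, the closest paralog, would make PHYB rise along, but its highest ratio between the lines was 1.19. Between the temperatures PHYB did rise at 27 °C in all 6 contrasts (edgeR, log2 fold change from 0.41 to 0.55), but at 143 CPM or less in these lines it is too low to supply the rise of PHYD, which was 5591 CPM or more. The endogenous gene changed in aBcde by 3.56% of the smallest rise in the PHYD-YFP lines, or less. In a model of the 36 libraries of both PHYD-YFP lines, chosen after seeing the scatter of PHYD in aBcde, edgeR with Benjamini-Hochberg adjustment over 12 contrasts gave adjusted p from 2.61e-10 to 2.33e-06, with log2 fold changes from 1.04 to 1.85, and all 3 libraries of the higher group lay above the other 3 in every contrast. With quantile-normalized values the differences shrank, to 0 in 3 contrasts, since PHYD ranked between 1 and 4 among all genes of these libraries and genes of the same rank receive the same value. Transgene expression may thus differ between the lines and rise with temperature; the counts do not tell synthesis from stability of the transcript.

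In aBcde, which has no PHYD-YFP transgene, PHYD reached 591 CPM in replicate 1 at 27 °C after 24 h R, against 23.1 CPM on average in the other replicates, a rise by 2.72% of its level in the PHYD-YFP lines. If reads of PHYD-YFP libraries had been carried over, genes whose mean in 1 of those lines is at least 20 times their median in aBcde would rise by a similar share. The median share of these 12 genes was 0.182%. It decides little, because some of them, such as CAB2 at 2489 CPM, are high in aBcde itself after 24 h R, and most were near 0 in some libraries of the PHYD-YFP lines. Of the 2 genes at 16.8 CPM or more in all libraries of those lines, AT4G07825 rose by 0.0151% and PORA by 1.82% of the level there; these genes and CAB2 were chosen after their values were seen. AT4G07825 goes against a carry-over of whole PHYD-YFP libraries at such a share, and PORA does not. No other origin of the PHYD reads was tested. PHYD was also above the median of aBcde (17.6 CPM) in other libraries of this line. It reached 108 CPM at 17 °C in darkness and 145 CPM at 27 °C after 1 h R, and carry-over was not tested there.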
